# Role of cell-type specific nucleosome positioning in inducible activation of mammalian promoters

**DOI:** 10.1038/s41467-020-14950-5

**Published:** 2020-02-26

**Authors:** Agata Oruba, Simona Saccani, Dominic van Essen

**Keywords:** Chromatin remodelling, Chromatin structure, Nucleosomes, Transcription, Transcriptional regulatory elements

## Abstract

The organization of nucleosomes across functional genomic elements represents a critical layer of control. Here, we present a strategy for high-resolution nucleosome profiling at selected genomic features, and use this to analyse dynamic nucleosome positioning at inducible and cell-type-specific mammalian promoters. We find that nucleosome patterning at inducible promoters frequently resembles that at active promoters, even before stimulus-driven activation. Accordingly, the nucleosome profile at many inactive inducible promoters is sufficient to predict cell-type-specific responsiveness. Induction of gene expression is generally not associated with major changes to nucleosome patterning, and a subset of inducible promoters can be activated without stable nucleosome depletion from their transcription start sites. These promoters are generally dependent on remodelling enzymes for their inducible activation, and exhibit transient nucleosome depletion only at alleles undergoing transcription initiation. Together, these data reveal how the responsiveness of inducible promoters to activating stimuli is linked to cell-type-specific nucleosome patterning.

## Abstract (web summary)

Nucleosome organisation plays important roles in regulating functional genomic elements. Here, the authors use high-resolution profiling to analyse dynamic nucleosome positioning at inducible and cell-type-specific promoters, providing a global view of chromatin architecture at inducible promoters.

## Introduction

The packaging of eukaryotic genomes into chromatin influences every DNA-templated process. The basic unit of chromatin consists of genomic DNA wrapped around an octamer of histone proteins to form a nucleosome, which alters the conformation and accessibility of the nucleosome-wrapped DNA^1^. At gene promoters, the level of DNA accessibility for binding by transcription factors and by the transcriptional machinery represents a fundamental layer of control^2–4^. Accordingly, promoter nucleosome positioning is known to be highly regulated, and nucleosomes at promoters of actively transcribed genes often occupy precisely defined positions^5–7^.

Nucleosome positioning can be assayed by limited enzymatic digestion of chromatin using micrococcal nuclease (MNase) or other enzymes^8–11^, which are partially occluded from nucleosome-wrapped DNA and preferentially digest inter-nucleosomal regions^6,12^. A strength of this strategy is that the entire genome is amenable to analysis, and so it can reveal nucleosome positioning at all genomic regions^13–18^. However, this can also represent a drawback, since only a small proportion of analysed DNA corresponds to each genomic position, which limits the coverage and resolution at particular regions of interest. As a consequence, most studies performed in larger genomes have relied on high sequencing depths to provide a snapshot of global nucleosome occupancy, without following changes that occur during stimulation or experimental manipulation.

Studies of nucleosome positioning at promoters in yeast have shown that most actively transcribing genes exhibit a characteristic pattern of nucleosome occupancy, consisting of a region with depleted measured occupancy surrounding the transciption start site (TSS), a consistently positioned nucleosome immediately downstream of the TSS (termed the +1 nucleosome), and regularly spaced—or phased—nucleosomes extending into the transcribed body of the gene^5–7^. A similar behaviour has been found in all metazoan genomes that have been analysed, although in many cases this has been studied as an average of large numbers of genes, which could mask differences betweeen individual promoters^2,19–21^.

At stimulus-inducible promoters in mammals, the magnitude of transcription after activation correlates with promoter nucleosome depletion^22^, and enzymatic nucleosome remodelling has been shown to play a role in regulating transcription at several well-studied model loci^23–26^. Moreover, it has been shown that many inducible genes that do not require remodelling for their activation are characterised by promoter CpG islands (CGIs), which correlate with higher levels of measured nucleosome depletion^13,15,18,27^, suggesting that this may affect their activation requirements^27^.

Nevertheless, dynamic changes in nucleosome positioning at mammalian inducible promoters have not been systematically defined at high resolution, and many key questions about its role in gene activation remain unanswered: (i) does the arrangement of nucleosomes at inducible promoters predict their responsiveness, and what changes—if any—occur upon transcriptional activation? (ii) to what extent is promoter nucleosome positioning driven by sequence-encoded features, and, conversely, to what level can it vary according to the cellular context? (iii) does the induction of gene expression establish a stable nucleosomal configuration that is permissive for multiple rounds of transcriptional initatiation, or are repeated nucleosome remodelling events required at each cycle of initiation? and (iv) can gene activation occur at all without nucleosome depletion from the transcriptional start site at promoters?

Here, we establish a targeted strategy for mapping nucleosome occupancy at high resolution at defined genomic features, and apply this to investigate its role in gene activation. We find that nuclesome patterning at inducible promoters can define their cell-type-specific responsiveness, and that activation of non-patterned inducible promoters is associated with short-lived nucleosome remodelling events that accompany transcriptional initiation.

## Results

### Development of the ChIP-MNase technique

To allow analysis of nucleosome positioning at genomic regions-of-interest associated with selected biochemical properties, we developed a protocol that we term ‘ChIP-MNase’, which couples chromatin immunoprecipitation (ChIP) with on-bead MNase-digestion of the recovered chromatin fragments (summarised in Fig. 1a).

**Fig. 1:**
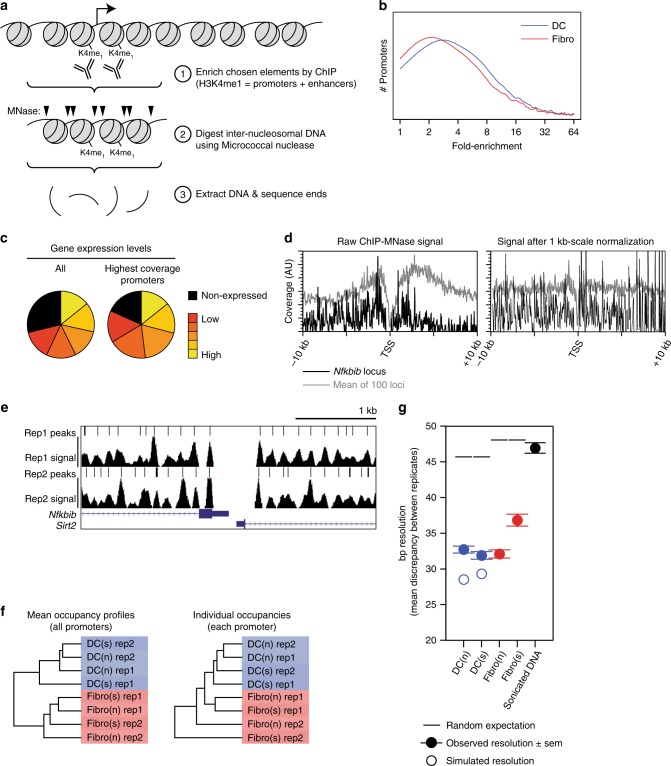
High resolution nucleosome mapping at regions-of-interest. **a** Outline of ChIP-MNase technique. **b** Distribution of coverage levels attained by ChIP-MNase applied to 10 kb H3K4me1 promoter regions, expressed as the fold-enrichment over the mean level corresponding to homogeneous genomic coverage (equivalent to the fold-reduction in sequencing depth that would be required to attain a fixed level of coverage). **c** Proportion of promoters of non-expressed and expressed genes in fibroblasts among all promoters (left) or among those with the 10% highest levels of coverage after enrichment by H3K4me1 ChIP-MNase. **d** Correction of ChIP-MNase signal for large-scale variation in the magnitude of ChIP recovery. (left) Unprocessed ChIP-MNase signal across an example locus (encompassing the promoter of the *Nfkbib* gene; black), or the mean signal across 100 loci (grey). (right) Processed ChIP-MNase signal after normalisation using a sliding 1 kb window: note that the periodic nucleosomal pattern is retained, while the variation in signal magnitude across and between individual loci is remedied. **e** Example distribution of nucleosome occupancy (‘signal’) and predicted nucleosome positions (‘peaks’) across the *Nfkbib* promoter region in replicate ChIP-MNase samples from DCs. **f** Unupervised hierarchical clustering of nucleosome occupancies from distinct ChIP-MNase samples, applied to mean levels across all promoters (left) or to individual levels at each promoter separately (right). Note that DC and fibroblast samples segregate into distinct clusters (blue and red). **g** Resolution of predicted nucleosome positions, calculated as the mean discrepancy between replicate samples (see for instance panel (**e**)). Solid symbols: observed resolution; open symbols: resolution simulated by random sampling to eliminate biological variation; lines: expected resolution based on random placement with matched mean density. Error bars indicate standard error of the mean (SEM) of *n* = 60 bins; full distributions are shown in Supplementary Fig. 3f. Source data are provided as a source data file.

We fixed nucleosomes at their natural positions using formaldehyde cross-linking, and performed ChIP using chromatin fragmented into large 5–10 kb pieces, to allow analysis of kilobase-scale genomic intervals; this also had the beneficial effect of increasing ChIP efficiency, compared to using more conventional sub-kilobase fragments. We then digested immunoprecipitated chromatin using titrated amounts of MNase (Supplementary Fig. 1a, b), and analysed mononucleosomal DNA fragments by high-throughput sequencing.

As a ChIP target to enrich promoters (as well as other gene-regulatory elements), we selected the histone modification H3K4me1. H3K4me1 marks both promoters and enhancers that are active in a particular cell type^28^; however, differently to other H3K4 methylation states, H3K4me1 is also present at many transcriptionally inactive promoters, and at most inducible promoters in the pre-stimulation state (Supplementary Figs. 1c, d and 2a). Fragments mapping to regions surrounding annotated promoters were significantly enriched within the H3K4me1 ChIP-MNase datasets compared to the level corresponding to uniform genomic coverage (or, put differently, the same level of coverage at these regions was attained from fewer sequencing reads, compared to non-targeted MNase digestion). Promoters with enriched coverage included those driving both high- and low-levels of gene expression, as well as promoters of inducible and non-expressed genes, and included a diversity of chromatin and sequence features associated with promoter function (for instance CGIs; Fig. 1b, c, Supplementary Figs. 1c, d and 2a–e). The increased coverage across ChIP-enriched regions compared to other genomic locations, which represents the specificity of the measured signal for alleles bearing the immunoprecipitated mark, was typically around 30-fold. We considered only genomic regions with high sequence coverage for subsequent analyses (Supplementary Fig. 2f, g and see section Methods).

We normalised the ChIP-MNase signal at the kilobase-scale, in order to counteract the uneven recovery of distinct genomic loci by ChIP and remove any contribution of the local profile of the chosen ChIP target across each locus from the MNase digestion profile (Fig. 1d; note that normalisation could also mask any kilobase-scale or promoter-to-promoter variations in overall nucleosome occupancy levels). After normalisation, the ChIP-MNase signal reveals readily discernable protected DNA fragments corresponding to the in vivo positions of nucleosomes (Fig. 1e), which are consistent with profiles obtained by whole-genome MNase digestion using much higher-depth sequencing (confirming that enrichment using H3K4me1 does not lead to aberrant recovery of a non-representative subset of alleles; Supplementary Fig. 3a, b).

The lowered sequencing depth required for ChIP-MNase facilitates inclusion of replicate samples. Previous nucleosome-mapping studies in mammalian genomes have often not included replicates, so nucleosome positions have generally been inferred without any estimate of reproducibility or accuracy^13–15,17,18^. 

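ChIP-MNase data were available for 15 libraries of mouse cells, each as the authors' normalised nucleosome occupancies around 25881 annotated transcription start sites (TSSs). DCs are antigen-presenting immune cells that were here differentiated in vitro, and 3T3 is an immortalised mouse fibroblast line. The H3K4me1 libraries of non-stimulated DCs and of DCs treated with LPS, a component of bacterial cell walls, at 100 ng/ml are each given as 1 set of occupancies in which the authors pooled 2 replicates, and the same holds for non-stimulated and TNF-α-stimulated fibroblasts. Another 8 H3K4me1 libraries of fibroblasts are single replicates, as are 2 libraries made with antibodies against pol-II S7P. To make the occupancies, the authors aligned reads with bowtie to the mm9 build of the mouse genome and removed excess duplicate reads. Paired-end fragments of 140 to 180 bp were kept and single-end reads were extended to the average fragment length. Fragments in each 10 bp bin were expressed relative to the surrounding 1 kb, and the means of overlapping 50 bp bins were taken across 1000 bp on each side of the TSS, which gives 200 bins per promoter. The paper gives depths between 20 M and 50 M reads per replicate. The occupancies are signal without read counts, so depth was followed through the percentage of bins with any fragment at high-coverage promoters, which was 82.0 to 90.2% in the 4 pooled sets, 63.5 to 78.1% (median 71.6%) in the 8 single H3K4me1 libraries, 69.2 and 80.0% in the S7P libraries and 81.2% in the pol-II S5P library. High-coverage promoters were those with a coverage above 100 fragments in the authors' promoter annotation, 13559 (52.4%) of all promoters, with a median coverage of 201 fragments, and all values refer to these. Mean occupancy at these promoters was 1.61 to 1.63 in the pooled sets, 0.791 to 0.804 in the single H3K4me1 libraries and 0.962 to 0.975 in the pol-II libraries. Levels compared between libraries were therefore also calculated after dividing each library by its mean occupancy, a scaling chosen after these values were seen. Promoters within one library are not independent replicates, so a test across promoters describes the libraries at hand and not the spread between cultures.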

We performed ChIP-MNase using independent replicate samples of two cell-types—3T3 fibroblasts (hereafter fibroblasts) and in vitro-differentiated dendritic cells (DCs)—under distinct experimental conditions, to measure reproducibility and accuracy. To analyse reproducibility between samples, we used unsupervised hierarchical clustering of the normalised nucleosome occupancy signal surrounding all promoters. Replicate biological samples of each cell-type cluster together (Fig. 1f), demonstrating that any differences in the measured ChIP-MNase profiles arise primarily from biological differences between cell-types, and not from inadvertent differences in sample preparation or treatment. 

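Distances were calculated between the square roots of the mean occupancy profiles of the 12 H3K4me1 libraries, and the libraries were joined by average linkage. Non-stimulated and LPS-stimulated DCs were 0.128 apart and the pooled sets of non-stimulated and TNF-α-stimulated fibroblasts 0.131 apart, whereas DCs and pooled fibroblasts were 0.232 to 0.279 apart. The height at which the DC libraries first joined a fibroblast library was 2.05 times the height at which they joined each other. When the distances were instead averaged over individual promoters this ratio was 1.09, and the cell-types did not separate: non-stimulated fibroblasts were 9.55 from non-stimulated DCs and 10.2 from stimulated fibroblasts (7.49 and 7.99 after division by mean occupancy). Between mean profiles, pooled and single libraries were 5.31 to 5.50 apart, more than any pair of pooled sets, so that the first division of the tree of mean profiles separated the 4 pooled sets from the 8 single libraries. After each library was divided by its mean occupancy, the ratio of the mean profiles was 1.92, and the first division placed both DC libraries with both pooled fibroblast sets and 4 single fibroblast libraries. The alternative that moved this ratio most was the use of occupancies without the square root, which gave 2.20 for the mean profiles. Replicates of one condition can be set beside each other in the single libraries only. There, Spearman's rho of patterning levels between replicates 1 and 2, calculated across the 13559 promoters of a pair of libraries, was between 0.264 and 0.379 in the 5 conditions with a pair. In pooled DCs it was 0.53 between the non-stimulated and the stimulated state. From the clustering of its replicates, the paper concludes that differences between profiles arise mainly from differences between cell-types.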

We next estimated preferred nucleosome positions by quantifying occupancy peaks based on their topographic prominence (see section Methods; Fig. 1e, Supplementary Fig. 3c–e), and determined the accuracy of inferred positions by comparing replicate samples. The mean difference in positions predicted using individual replicate samples is approximately 30 bp (Fig. 1g, Supplementary Fig. 3f, g), confirming the reproducibility of the calculated positions and providing an empirical estimate of the resolution of the technique. Moreover, in silico simulations to eliminate sample-to-sample variation indicate that this figure represents an upper bound arising primarily from analytical limitations, and not from differences between biological samples.

Together, these results indicate that the ChIP-MNase strategy enables high-resolution mapping of nucleosome occupancies and positions at selected features-of-interest, using substantially lower levels of sequencing than are required by non-targeted approaches.

### ChIP-MNase detects known features of nucleosome positioning

We first examined general aspects of nucleosome positioning. The genomic distances between mapped locations of nearby MNase-digestion fragments exhibit a periodic pattern, reflecting the typical in vivo spacing of preferred nucleosome positions (Supplementary Fig. 4a–c). The mean internucleosomal distance varies between cell-types: we measured mean spacings of 192 bp in fibroblasts and 183 bp in DCs (Fig. 2a; note that the precision attained by averaging data from millions of mapped fragments greatly surpasses the 30 bp resolution of individual nucleosome positions). This difference in mean nucleosome spacing between cell-types is consistent even when separating loci according to gene expression levels, indicating that it does not arise solely from differences in the proportions of active and inactive loci in each cell type. 

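The period of the occupancy signal was calculated for each H3K4me1 library from the autocovariance of occupancy across high-coverage promoters, as the slope of the positions of its first 3 peaks. It was 172.6 bp in non-stimulated and 173.4 bp in stimulated DCs, with a mean of 173 ± 0.545 bp (SD, n = 2). In the 10 fibroblast libraries it was 176.4 to 180.7 bp, with a mean of 177.7 ± 1.66 bp (SD, n = 10). The difference of 4.76 bp was larger than the spread among fibroblast libraries (two-sided exact permutation test of library labels, p = 0.0152, the smallest that the 66 splits allow). On simulated occupancies with periods of 183 and 192 bp, the same calculation gave 184.6 and 192.9 bp, and a discrete Fourier transform of the autocovariance 183.5 and 192.6 bp. On the libraries the transform, the alternative that moved the result most, gave a difference of 1.56 bp (two-sided exact permutation test, p = 0.909). Its values were 166.5 and 167.3 bp in DCs and 180.2 and 183.1 bp in the pooled fibroblast sets, but scattered from 155.7 to 180.4 bp in the single fibroblast libraries. With a quadratic trend removed before the transform, a setting added later, DCs had 192.6 and 196.8 bp and fibroblast libraries 193.8 to 204.2 bp. These periods come from binned and smoothed occupancies around TSSs, whereas the distances in the paper were measured between sequenced fragments.

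**Figure D1:**
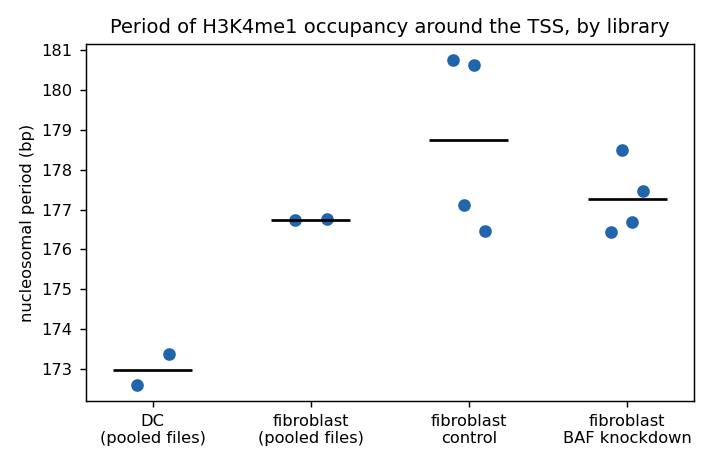
Nucleosomal period in bp of each H3K4me1 library (points), calculated from the autocovariance of occupancy around the TSS, with the mean of each group as a horizontal line. The DC libraries lie at 172.6 and 173.4 bp and the 10 fibroblast libraries between 176.4 and 180.7 bp; the vertical axis does not start at 0.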

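Separated by expression of the associated transcripts, the period at active promoters was 171.6 and 173.5 bp in non-stimulated and stimulated DCs and 175.8 and 176.0 bp in the corresponding pooled fibroblast libraries. At inactive promoters it was 179.4 and 172.8 bp in DCs against 184.3 and 185.8 bp in fibroblasts. Within each class and each state the value was thus higher in fibroblasts, but only 1 pooled library represents each cell-type and state, and the inactive class of DCs spans a wider range between its states than separates the cell-types at active promoters. No test was made on these values. The paper states that the difference between cell-types does not arise solely from different proportions of active and inactive loci.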

Previous studies using single samples have reported a similar observation^17,18^. Importantly, however, we find that replicate samples from the same cell-type exhibit highly reproducible spacings, providing confirmation that this represents a true cell-type-specific property, rather than a difference in sample preparation. 

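Among the 4 pooled libraries, the periods of the states of one cell-type differed by less than those of the cell-types. The single fibroblast libraries covered a range of 176.4 to 180.7 bp with a median of 177.3 bp, and their highest values, 180.7 and 180.6 bp, both belong to replicate 1 of control cells. When all replicate 1 libraries were left out, the difference between cell-types was 4.18 bp, and without the replicate 2 libraries it was 5.01 bp. Without the BAF-knockdown libraries it was 5.08 bp (two-sided exact permutation test, p = 0.0714). This p is not the smallest possible there. Setting apart the replicate 1 libraries of control cells gave a difference as large, towards longer periods.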

The mean size of MNase-protected fragments does not differ consistently between cell-types (Supplementary Fig. 4d, e), indicating that the nucleosomal footprint is unchanged, and that differences in nucleosome spacing are caused by different lengths of inter-nucleosomal linker DNA.

**Fig. 2:**
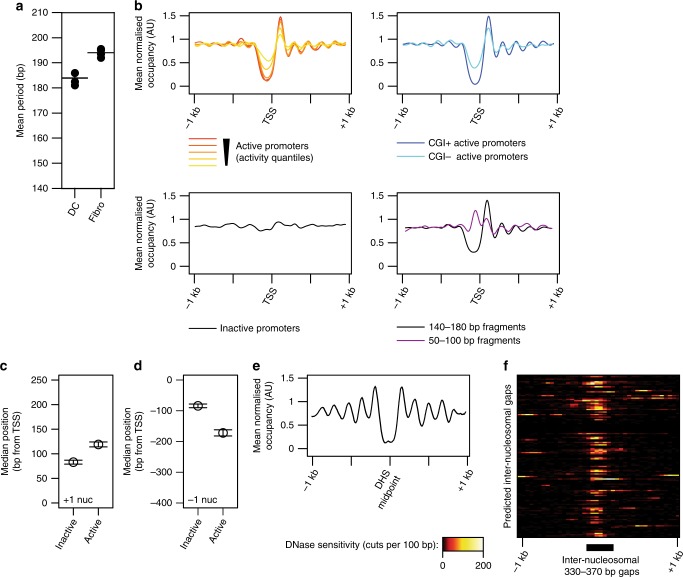
Nucleosome positioning at gene-regulatory elements. **a** Mean nucleosomal period in replicate ChIP-MNase samples from DCs and fibroblasts. Dots indicate replicate samples; lines denote mean values. **b** Profiles of mean nucleosomal occupancy surrounding annotated gene promoters grouped by quantiles of transcript levels of expressed genes (‘active promoters’; top left), by presence/absence of annotated CpG islands at promoters of expressed genes (top right), at promoters of non-expressed genes (‘inactive promoters’, bottom left), or comparing the coverage by sub-nucleosomal (50–100 bp) and mononucleosomal (140–180b) DNA fragments (bottom right). **c**, **d** Median predicted positions of downstream (‘+1 nuc’; (**c**)) or upstream (‘−1 nuc’; (**d**)) nucleosome midpoints at inactive and active gene promoters. Positive distances indicate positions downstream of the TSS. Error bars indicate 99% confidence intervals (*n* = 3209 inactive; 1987 active). Source data are provided as a source data file. **e** Profiles of mean nucleosomal occupancy in fibroblasts surrounding midpoints of encode-annotated DHS regions. **f** DNase sensitivity surrounding individual predicted inter-nucleosomal gaps of 330–370 bp that are consistent between 2 replicate ChIP-MNase samples in fibroblasts: 39.5% of all predicted gaps are associated with mean DNase sensitivities of ≥10 cuts per 100 bp.

We next focused our analysis on gene promoter regions. 

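Mean occupancies were calculated over 8159 active and 3214 inactive promoters in non-stimulated DCs and over 6397 active and 2290 inactive promoters in non-stimulated fibroblasts. Active promoters had expression above 0.02 times the mean of all promoters in the authors' annotation and were not inducible, and inactive promoters had no detected expression. The depth of the nucleosome depleted region was expressed as mean occupancy from −150 to 0 bp of the TSS divided by that from −1000 to −500 bp. This ratio was 0.566 at active and 0.935 at inactive promoters in DCs and 0.502 and 0.948 in fibroblasts. The lowest mean occupancy of active promoters lay at −55 bp in both cell-types, at 0.844 in DCs and 0.751 in fibroblasts, and the highest downstream peak at 135 bp, at 2.35 and 2.63. With stimulation the ratio at active promoters was 0.546 in DCs and 0.456 in fibroblasts. Among the 8 single fibroblast libraries it ranged from 0.529 to 0.699 at active promoters and from 0.915 to 0.973 at inactive promoters, so that the classes did not overlap in any library.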

Mean nucleosome occupancies at active promoters display a highly characteristic pattern (Fig. 2b), with a region of lower mean measured nucleosome occupancy (hereafter NDR for nucleosome depleted [or destabilised] region, see below) immediately upstream of and overlapping the TSS, followed by prominently phased mean occupancy levels downstream of the TSS. The magnitude of the NDR is generally largest at CpG-island (CGI)-containing promoters^13^, but it is also apparent at active non-CGI promoters (Fig. 2b). 

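CpG islands were called from the mm9 sequence within 200 bp of each TSS, with a GC content above 50% and an observed to expected CpG ratio above 0.6, and 12434 of the 25738 promoters with a call were CGI promoters. The positions of the TSSs were first compared with an independent annotation of the same build: 85.6% lay within 50 bp of an annotated transcript start, against 0.386% after moving them by 5 kb. At active promoters of non-stimulated DCs, occupancy of the NDR relative to the flank was 0.483 with a CGI (5780 promoters) and 0.771 without (2379 promoters). The corresponding values in fibroblasts were 0.431 (4938 promoters) and 0.749 (1459 promoters).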

The degree of apparent occpancy at the NDR has been previously shown to depend on the measurement method used, suggesting that it may contain destabilised (or ‘fragile’) nucleosomes^29–33^), or other particles that confer a reduced footprint of protection from MNase^34–38^. Indeed, using ChIP-MNase, we could readily detect sub-nucleosomal sized (50–100 bp) protected fragments within promoter NDRs (Fig. 2b, Supplementary Fig. 4f). Thus, measured patterning can reflect a combination of nucleosome occupancy levels as well as MNase-accessibility^31,39^.

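Peaks of occupancy were located at each promoter by their topographic prominence, with the lowest 20% of prominences left out, and the first peak on each side of the TSS was taken as the +1 or −1 nucleosome. In DCs the median +1 position was 95 bp at active promoters (99% bootstrap confidence interval 95 to 105 bp) and 75 bp at inactive promoters (75 to 85 bp), and the median −1 position was −105 and −75 bp (two-sided Mann-Whitney U tests, n = 8152 and n = 3213 promoters, p = 2.3e-20; n = 8155 and n = 3208, p = 1.3e-58). In fibroblasts the +1 position was 105 against 75 bp and the −1 position −135 against −75 bp (n = 6397 and n = 2284 promoters, p = 1.6e-36; n = 6395 and n = 2288, p = 3.0e-107). These 4 comparisons form one family, and the highest value after Benjamini-Hochberg adjustment is 2.3e-20. Permutation of the class labels gave p = 1.0e-05 in each, the smallest possible with 100000 resamples. Positions of single promoters are spread widely, with quartiles of the +1 nucleosome at 55 and 135 bp at active and at 45 and 125 bp at inactive promoters in DCs. Leaving out the lowest 40% of prominences moved the positions most, to −155 and −105 bp for the −1 nucleosome and to 115 and 95 bp for the +1 nucleosome in DCs. Across replicates of one condition, the mean distance between peak positions at the same promoter was 50.9 to 64.4 bp, compared with 62.5 to 73.7 bp between a promoter and the next one in the annotation.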

At inactive promoters, which exhibit much-diminished patterning (Fig. 2b), the nucleosomes immediately downstream and upstream from the TSS (the +1 and −1 nucleosomes) are measurably shifted compared to their average positions at active promoters (Fig. 2c, d), consistent with a mechanistic role in transcription^16,40,41^. Altogether, these observations agree well with many previous data^6,42^, and demonstrate that ChIP-MNase is able to detect known features of promoter architecture.

Previous studies of promoter nucleosome positioning, especially in large genomes, have often analysed patterns of averaged occupancy across many promoters, rather than analysing each promoter individually;^15–18^ this approach requires lower data coverage and resolution, but it cannot unambiguously reveal aspects of patterning that are affected or obscured by the averaging process. 

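Patterning levels were recalculated from the deposited occupancies. The mean profile of active promoters in non-stimulated cells of the same type was rescaled to lie between 0 and 1 and its mean was subtracted, and the resulting template was multiplied bin by bin with the difference of each promoter's occupancy to its own mean and summed over the 200 bins. A level of 0 means no resemblance to the template and a negative level an opposite arrangement. In non-stimulated DCs, the quartiles of this level were 1.53 and 15.5 at active and −4.23 and 6.65 at inactive promoters. Promoters without any fragment in a library received a level of 0, which applied to 148 to 198 high-coverage promoters of each single library and to none of the pooled ones.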

We exploited the high local coverage afforded by ChIP-MNase to define a quantitative measure of patterning at individual promoters, based on their congruence to the mean profile at active promoters (Supplementary Fig. 5a–c), thus enabling statistical comparisons of patterning levels. As expected, this measure confirms that highly patterned promoters are largely absent among non-expressed genes; however, we find that they are still significantly enriched among active genes with low expression levels, as well as among non-CGI promoters (Supplementary Fig. 5d, e).

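Active promoters of non-stimulated DCs were divided into 5 groups of increasing expression, and in each the share above the upper quartile of inactive promoters was counted. It was 43.9% in the lowest group (95% Wilson interval 41.5 to 46.3%), then 52.6, 60.0, 64.0 and 62.4% in the highest, and 56.6% of all active promoters. Patterning levels of the lowest group exceeded those of inactive promoters, with medians of 5.08 and 0.930 (two-sided Mann-Whitney U test, n = 1632 and n = 3214 promoters, p = 1.0e-51, the highest of 5 such comparisons, which Benjamini-Hochberg adjustment leaves unchanged). With the square root of occupancy, the alternative that moved it most, the difference between these medians was 2.66 in place of 4.15. Active CGI promoters had a median level of 10.7 and active promoters without a CGI 3.32 (n = 5780 and n = 2379, p = 1.1e-164), and in fibroblasts these were 12.3 and 4.24 (p = 4.0e-98).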

Mean nucleosome occupancy downstream of the TSS exhibits a gradual loss of the periodic phased profile, which could reflect progressively less-precise (‘fuzzy’) positioning^6^. However, the same effect can also arise from gradual misalignment of nucleosomes that are neverthless precisely positioned at each promoter (statistical positioning^43,44^). We used predicted nucleosome positions to realign occupancy profiles at individual promoters, either close to the TSS or at distal locations. We find that the phased profile of mean occupancy is largely undiminished both downstream and upstream of the TSS when nucleosomes are individually aligned (Supplementary Fig. 6a–c), revealing that precisely arrayed nucleosome positioning (or, conversely, their fuzziness) does not appreciably vary at these different promoter positions. However, the phased mean profile remains more evident downstream of the TSS of expressed than of non-expressed genes. We therefore compared the precision of positioning, and the mean and variance of nucleosomal spacing, at active and inactive promoters (Supplementary Fig. 6d–f). Unexpectedly, we found that nucleosome positioning is generally more precise surrounding inactive promoters, with the exception of the nucleosomes immediately adjacent to the TSS. However, the variance of inter-nucleosomal spacing is significantly higher than at active promoters. Thus, the reduced mean phasing at inactive promoters arises largely due to misalignment of unevenly spaced yet precisely positioned nucleosomes. This finding ties in with recent data showing that periodically spaced nucleosome arrays in Drosophila are selectively enriched at active promoters^45^.

We also analysed nucleosome positioning at non-promoter regulatory elements identified by DNase hypersensitivity. Mean nucleosome occupancy is depleted at DNase-hypersensitive sites (DHS^42,46^; Fig. 2e). Notably, although a diverse variety of processes can contribute to DHS formation, most sites are characterised by a uniformly sized gap consistent with depletion of a single nucleosome. Accordingly, by computationally searching for single-nucleosome-sized gaps outside promoter regions, we find that up to 40% of these are marked by elevated DNase sensitivity (Fig. 2f). This suggests that despite the biochemical heterogeneity of proteins that associate with DHSs, these sites are characterised by a strikingly consistent nucleosomal arrangement.

Collectively, these global analyses confirm that ChIP-MNase is readily able to recapitulate known aspects of nucleosome positioning at individual genomic sites, and that the high resolution afforded at specific targeted regions can reveal additional insights.

### Nucleosome patterning defines two inducible promoter classes

We next analysed nucleosome positioning during activation of stimulus-inducible promoters. The high resolution of ChIP-MNase is instrumental when analysing minor subsets of promoters, for which large numbers of instances are not available to generate averaged profiles from lower-coverage data. We treated DCs with bacterial lipopolysaccharide (LPS), a potent pro-inflammatory stimulus that activates rapid expression of hundreds of target genes, and identified LPS-inducible genes by transcriptomic analysis of mRNA levels (note that genes assigned as non-inducible in this setup may nevertheless include some that might be induced by other stimuli). We then analysed nucleosome positioning in ChIP-MNase datasets from replicate samples before and after cellular stimulation.

As described above, the mean nucleosomal occupancy across active promoters follows a characteristic pattern. 

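Patterning levels had a median of 8.42 at active and 0.930 at inactive promoters in non-stimulated DCs (two-sided Mann-Whitney U test, n = 8159 and n = 3214, p = 2.8e-269) and of 10.5 at 6397 active and 0.535 at 2290 inactive promoters in non-stimulated fibroblasts (p = 9.9e-278). A permutation of class labels gave p = 1.0e-05 in both, the smallest possible with 100000 resamples. Of the active promoters in DCs, 77.2% (6298; 95% Wilson interval 76.3 to 78.1%) lay above the median of inactive promoters, and 81.1% of inactive promoters (2607; 79.7 to 82.4%) lay below the median of active promoters. In fibroblasts these shares were 80.8 and 86.6%. Levels calculated from the square root of occupancy, the alternative that moved them most, gave 82.3 and 86.8% in DCs and 85.1 and 91.4% in fibroblasts. In the 8 single fibroblast libraries the median of active promoters was 3.18 to 4.79, on the lower scale of those libraries.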

Quantitative analysis of individual promoters indicates that this patterning is shared by the majority (>80%) of active promoters, and that it is absent from almost all inactive promoters (Fig. 3a–c). 

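Promoters were taken as inducible where the authors' deposited table of expression changes lists a log2 difference above 1 after LPS, which 259 high-coverage promoters met in DCs. The paper's further criterion, significance of the increase across replicate arrays, was not applied here. Before stimulation their median patterning level was 5.68 (quartiles 0.667 and 10.5), above that of inactive promoters (two-sided Mann-Whitney U test, n = 259 and n = 3214, p = 1.0e-17) and below that of active promoters (n = 8159, p = 6.9e-06). After stimulation it was 5.25, again above inactive (1.13; n = 3214, p = 3.1e-14) and below active promoters (8.67; n = 8159, p = 1.8e-05). Benjamini-Hochberg adjustment over the 2 states gave at most 1.8e-05 for these comparisons. Occupancy of the NDR relative to the flank was 0.691 at inducible promoters before and 0.667 after stimulation. The difference of 4.75 between inducible and inactive promoters moved most with the square root of occupancy, to 2.91 on that scale. Among the genes the paper names, Nfkbib (chromosome 7, TSS at 29551543 of mm9, minus strand) had levels of 23.0 before and 17.0 after LPS, Denr (chromosome 5, 124357285, plus strand) 15.7 and 16.9, Oas1b (chromosome 5, 121262645, plus strand) 25.8 and 19.0, and Trim21 (chromosome 7, 109713983, minus strand) 22.2 and 19.6. Each lies above the median of active promoters, with no replicate check in these pooled libraries.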

Strikingly, we observed that nucleosome patterning at many—but not all—inducible promoters closely resembles that at active promoters, even in non-stimulated cells before induction of gene expression. This includes the presence of a clear NDR upstream of the TSS, as well as precisely positioned TSS-adjacent nucleosomes and less-precise but consistently spaced downstream nucleosomes (Fig. 3a, b, Supplementary Fig. 7a–f). Patterning of inducible promoters is not restricted to a subpopulation of promoters that are transcriptionally active in the non-stimulated state (Supplementary Fig. 7e, f), nor does it arise through preferential recovery of a minority of patterned alleles by the H3K4me1 ChIP-MNase technique (Supplementary Fig. 8a–c). Unsupervised hierarchical clustering of both mean and individual promoter nucleosome occupancy levels confirmed that overall nucleosome positioning at inducible promoters more-closely matches that at active than at inactive promoters (Fig. 3c, Supplementary Fig. 7g).

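Mean occupancy profiles of inducible promoters were compared with those of the other classes through the distance between their square roots. In non-stimulated DCs the profile of the inducible class was 0.638 from that of active and 0.931 from that of inactive promoters. The 99% intervals over 1000 bootstrap samples of inducible promoters were 0.581 to 0.945 and 0.772 to 1.24. They overlap, but samples were drawn separately for each distance, so the overlap does not test which class is nearer. Profiles of active and inactive promoters came from non-stimulated cells throughout, also for the shares below. Values after stimulation therefore also hold any difference between the libraries of the states. After LPS the distances were 0.617 and 0.966. In fibroblasts they were 0.826 and 1.42 before and 1.01 and 1.25 after TNF-α. Counted promoter by promoter, 61.0% of 259 inducible promoters in non-stimulated DCs (95% Wilson interval 54.9 to 66.7%) were nearer to the mean profile of active promoters, 65.6% after LPS, and 63.4 and 60.7% of 112 in fibroblasts. The mean distance of a single inducible promoter was 6.44 to the active and 6.56 to the inactive profile in non-stimulated DCs. From this clustering, the paper concludes that positioning at inducible promoters matches that at active more closely than that at inactive promoters.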

**Fig. 3:**
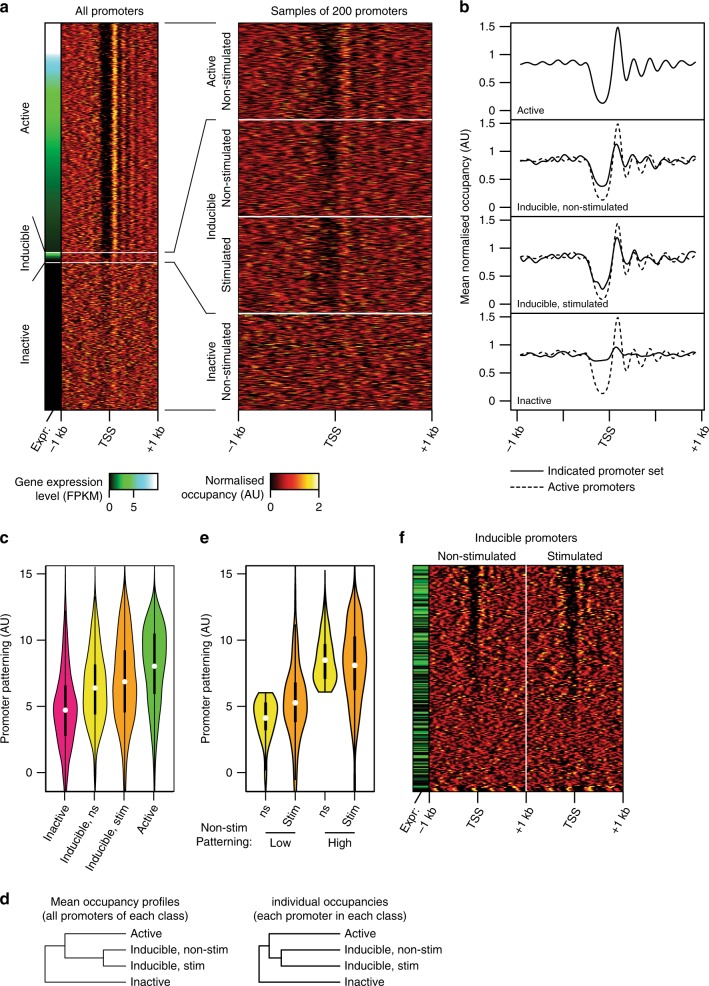
Pre-stimulation nucleosome patterning at indudible promoters. **a** Left: heatmap of nucleosome occupancy levels surrounding active (top; *n* = 6695), inducible (middle; *n* = 214) and inactive (bottom, *n* = 3225) promoters in DCs; sidebar indicates corresponding gene expression levels (in non-stimulated cells). Right: expanded heatmaps of representative samples of 200 promoters. **b** Profiles of mean occupancy levels in DCs, for active promoters (top), inducible promoters in non-stimulated (upper middle) and LPS-stimulated (lower middle) cells, and at inactive promoters (bottom). Dotted lines indicate the mean level at all active promoters for comparison. **c** Violin plots of quantified promoter patterning levels at inactive, inducible and active promoters in DCs. Totally, 84% of active promoters exhibit patterning levels greater than the median level of inactive promoters, while 86% of inactive promoters have levels less than the median of active promoters. Significance of difference in patterning to inactive promoters: inducible, non-stimulated (ns) *p* = 1.1 × 10^−25^; inducible, stimluated *p* = 2.8 × 10^−34^; active *p* = 1.7 × 10^−218^; difference to active promoters: inducible, ns *p* = 2.2 × 10^−26^; inducible, stim *p* = 4.3 × 10^−12^ (two-tailed Mann–Whitney *U* test). Thick bars indicate limits of quartiles; dots indicate means. **d** Hierarchical clustering of nucleosome occupances from distinct sets of promoters, applied to mean levels across all promoters (left) or to individual levels at each promoter separately (right). **e** Violin plots of quantified promoter patterning levels at inducible promoters in DCs, grouped by patterning levels in non-stimulated cells. Totally, 86% of promoters that are unpatterned in non-stimulated DCs retain patterning levels upon stimulation less than the median level of those that are patterned in non-stimulated DCs, while 89% of patterned promoters in non-stimulated DCs retain patterning levels upon stimulation greater than the median of those unpatterned in non-stimulated DCs. Significance of difference in patterning between groups after stimulation (orange violins): *p* = 2.2 × 10^−30^ (two-tailed Mann–Whitney *U* test). Thick bars indicate limits of quartiles; dots indicate means. **f** Heatmap of nucleosome occupancy levels surrounding inducible promoters in non-stimulated (left) and LPS-stimulated (right) DCs (same data as panel (**a**), here sorted by quantified patterning levels, to reveal the heterogeneous patterning of inducible promoters). The sidebar indicates gene expression levels in non-stimulated cells, illustrating that low-level transcription can be detected at promoters with both high and low levels of patterning.

However, quantification of nucleosome patterning at individual promoters revealed that despite their bulk similarity to active promoters, inducible promoters are heterogeneous and can be divided into two groups: ‘patterned’ inducible promoters display features of active promoters even before stimulus-driven activation, including a pre-formed NDR at the future TSS; in contrast, ‘non-patterned’ inducible promoters lack a clearly measurable NDR and conform better to the arrangement of steady-state inactive pomoters (Fig. 3c, e, f). 

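Inducible promoters of DCs were divided at the median of their patterning levels in non-stimulated cells into a high group of 130 and a low group of 129 promoters. The grouping uses the same library in which the groups are described, so levels and NDR differ between them by construction. In that library the high group had a median of 10.5 and an NDR occupancy of 0.428 relative to the flank, and the low group a median of 0.662 and 0.960. For comparison, inactive promoters had 0.935. The median coverage was 215.6 fragments in the high and 212.2 in the low group.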

At some inducible promoters, low basal levels of pre-stimulation transcription may contribute to patterning; however, similar levels can also be detected at many non-patterned inducible promoters, and patterning and pre-stimulation transciption levels are not strongly correlated (Fig. 3f, Supplementary Fig. 7e, f). Likewise, although the fraction of CGI promoters is higher among those of inducible than of non-expressed genes, many patterned inducible promoters lack a CGI, indicating that—similarly to active promoters—patterning is not invariably linked to the presence of CGIs (Supplementary Fig. 8d, e).

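Expression before stimulation, as given in the authors' promoter annotation, and patterning were compared across the 259 inducible promoters of non-stimulated DCs, which are not independent replicates. Spearman's rho was 0.0743 (two-sided permutation test, p = 0.233) and Pearson's r 0.00749 (p = 0.905). Across 112 inducible promoters of fibroblasts rho was 0.169 (permutation p = 0.0765, Benjamini-Hochberg adjusted over the 2 cell-types 0.153). Transcripts were detected at 93.8% of the low and 97.7% of the high group in DCs and at 85.7 and 94.6% in fibroblasts. With the square root of occupancy, rho in DCs was 0.139 (permutation p = 0.0246), past the threshold of 0.05.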

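A CGI was present at 70.8% of active, 47.5% of inducible (95% Wilson interval 41.5 to 53.6%) and 23.9% of inactive promoters in DCs. Divided at the median of patterning, 53.1% of the high group (69 of 130) and 41.9% of the low group (54 of 129) had a CGI.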

Unexpectedly, nucleosome patterning at both patterned and non-patterned inducible promoters was largely unchanged upon stimulus-driven activation. 

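After LPS, the low group of DC-inducible promoters had a median patterning level of 2.18 and the high group of 10.9. Levels of the groups still differed (two-sided Mann-Whitney U test, p = 8.3e-15; permutation p = 1.0e-05, the smallest possible with 100000 resamples). Divided by mean occupancy, the medians were 0.408 and 6.50 before and 1.35 and 6.78 after stimulation.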

Patterned inducible promoters, which already resemble active promoters in the unstimulated state, mostly retained this nucleosomal patterning after stimulation, and the subset of inducible promoters that did not display this patterning before stimulation also generally did not acquire it afterwards (Fig. 3e, f). Thus, stimulus-induced activation of transcription can occur without requiring, or driving, major changes to promoter nucleosome patterning.

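Of the 129 promoters in the low group, 91.5% (118; 95% Wilson interval 85.4 to 95.2%) stayed after LPS below the median that the high group had before stimulation, and 86.2% of the 130 in the high group (112; 79.2 to 91.1%) stayed above the earlier median of the low group. These medians lay at about the quartiles of all inducible promoters before stimulation, 10.5 and 0.667. Most promoters would therefore stay on these sides of them even if the states were unrelated. Occupancy of the NDR relative to the flank went from 0.960 to 0.853 in the low group and from 0.428 to 0.486 in the high group. Division of each library by its mean occupancy left both shares as they were. The alternative that moved the share of the low group most was the square root of occupancy, with 86.0%.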

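Across the 259 inducible promoters, patterning levels in non-stimulated and LPS-stimulated DCs had a Spearman's rho of 0.563, and the median absolute difference between the states at one promoter was 4.55. Each state is represented by 1 pooled library, so that no replicate error is available against which to set these changes. From the retained patterning, the paper concludes that it is possible for transcription to be induced with no major change in promoter patterning as its cause or its result.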

### Nucleosome patterning can predict promoter responsiveness

The presence of an NDR and pre-patterned nucleosomes at some stimulus-inducible promoters could arise from inherent, constitutive positioning signals encoded in their DNA sequence^7,13,18,47–53^; however, an alternative possibility is that nucleosomal patterning is independently established in each cell type, and could thus identify the specific set of promoters that are stimulus responsive. To address this, we investigated the behaviour of promoters that are LPS-inducible in DCs, when they are instead exposed to a different stimulus in a different cell type. 

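Fibroblasts were represented by 1 H3K4me1 library without stimulation and 1 after TNF-α at 5 ng/ml, each pooled by the authors from 2 replicates, with 87.3 and 82.0% of bins filled at high-coverage promoters. Inducibility in fibroblasts was taken from the authors' deposited table of expression changes, at a log2 difference above 0.35, which gave 112 promoters. Of the 259 DC-inducible promoters, 97 were active, 45 inducible and 33 inactive in fibroblasts, and the others fell into none of these classes there and were left out. The threshold for activity in fibroblasts depends on a mean of 79.8 that 1 promoter with a value of 698015 raises, and without it the mean is 52.8. That alternative was added after the values were seen. For groups of high and low patterning in both cell-types, each promoter's levels in the non-stimulated and stimulated state were averaged and set against the median of all inducible promoters of that cell-type.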

We stimulated fibroblasts with tumour necrosis factor alpha (TNF-α), an endogenous inflammatory cytokine that—like LPS—activates the NF kappa B pathway, and that induces an overlapping but distinct set of target genes.

We first classified DC-inducible promoters into sets according to whether they were active, inducible or inactive in fibroblasts, and examined nucleosome patterning in each set separately (Fig. 4a). 

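In non-stimulated DCs the median patterning level was 6.43 at the 97 promoters active in fibroblasts, 6.82 at the 45 inducible and 4.93 at the 33 inactive in fibroblasts. No pair of these sets differed past the threshold in either state of DCs with occupancies as given (two-sided Mann-Whitney U tests, lowest p = 0.297, for the active and inactive sets before stimulation, n = 97 and n = 33, which is 0.594 after Benjamini-Hochberg adjustment over the 12 comparisons made in both cell-types). With the square root of occupancy, the active and inactive sets before stimulation differed by 2.22 on that scale (n = 97 and n = 33, unadjusted p = 0.0217). Occupancy of the NDR relative to the flank was 0.642, 0.686 and 0.722.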

In DCs, all three sets were heterogeneous, and each contained a similar mixture of patterned and non-patterned promoters (Figs. 4a and S9a). However, when we examined nucleosome occupancies at the same promoters in fibroblasts, we found marked differences between distinct sets of promoters. 

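In non-stimulated fibroblasts, DC-inducible promoters that are active there had a median patterning level of 9.97 with quartiles of 1.94 and 16.4, and those inducible there 6.24 with quartiles of 0.953 and 13.1 (two-sided Mann-Whitney U test, n = 97 and n = 45, p = 0.240). After TNF-α the medians were 7.23 and 5.91 (n = 97 and n = 45, p = 0.440). Tnip1 is represented by 2 promoters, both classed as inducible in both cell-types. They carry the same array differences, 1.57 in DCs and 0.627 in fibroblasts, which do not tell which of these promoters is induced. The one at 54769624 on chromosome 11 of mm9, which has a CGI, had a level of 16.5 in non-stimulated fibroblasts, and the one at 54776442, without a CGI, had 3.32, although their levels in non-stimulated DCs were 10.7 and 13.2. The order of these 2 promoters was reversed only in replicate 1 of non-stimulated control cells, with levels of −4.18 and 4.64. The first was the higher in every other fibroblast library, by differing amounts. Levels were 11.1 and 2.09 in replicate 2 of non-stimulated control cells, and 13.1 and 8.52 in the pooled library after TNF-α. In the stimulated control replicates they were 8.16 and 4.31, and 11.4 and 2.27. Nfkbib had a level of 33.8 before and 29.5 after TNF-α.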

DC-inducible promoters that are active or inducible in fibroblasts exhibited a similar heterogeneity of nucleosome patterning levels. Thus, as in DCs, the nucleosome patterning of many fibroblast-inducible promoters resembles that of active promoters. In contrast, DC-inducible promoters that are inactive (and non-inducible) in fibroblasts uniformly lack any patterning, and do not exhibit any measurable NDR, despite high ChIP-MNase coverage and resolution at these promoters (Fig. 4a, Supplementary Fig. 9a, d). 

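The 33 promoters that are inactive in fibroblasts had a median level of 0.337 there before stimulation, with quartiles of −5.75 and 7.37, and of 2.88 after TNF-α. Their NDR occupancy relative to the flank was 1.01 before and 0.935 after stimulation, compared with 0.560 and 0.675 at the promoters active in fibroblasts and 0.625 and 0.642 at those inducible there. Median coverage was 218 fragments at the inactive, 220.5 at the inducible and 199.8 at the active set.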

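Before stimulation, levels in fibroblasts differed between the inactive and the active set (two-sided Mann-Whitney U test, n = 33 and n = 97, p = 5.0e-04, Benjamini-Hochberg adjusted 0.00596) and between the inactive and the inducible set (n = 45, p = 0.00830, adjusted 0.0498). After TNF-α neither difference passed the threshold (n = 97, p = 0.0681, adjusted 0.273, and n = 45, p = 0.233, adjusted 0.576). The difference of 9.63 between the medians of the active and the inactive set moved most with the square root of occupancy, to 4.77 on that scale.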

Quantitation of patterning levels confirmed that this difference is highly significant (*p* ≤ 3.7 × 10^−4^). Thus, nucleosome patterning at inducible promoters can be cell-type-specific, and can reflect the stimulus-responsiveness of each promoter in a given cell type. This also indicates that the pattern of nucleosome positions at many inducible promoters—including the pre-stimulation presence of an NDR—is not universally specified by their DNA sequence alone (althouth this may nevertheless be true for some).

**Fig. 4:**
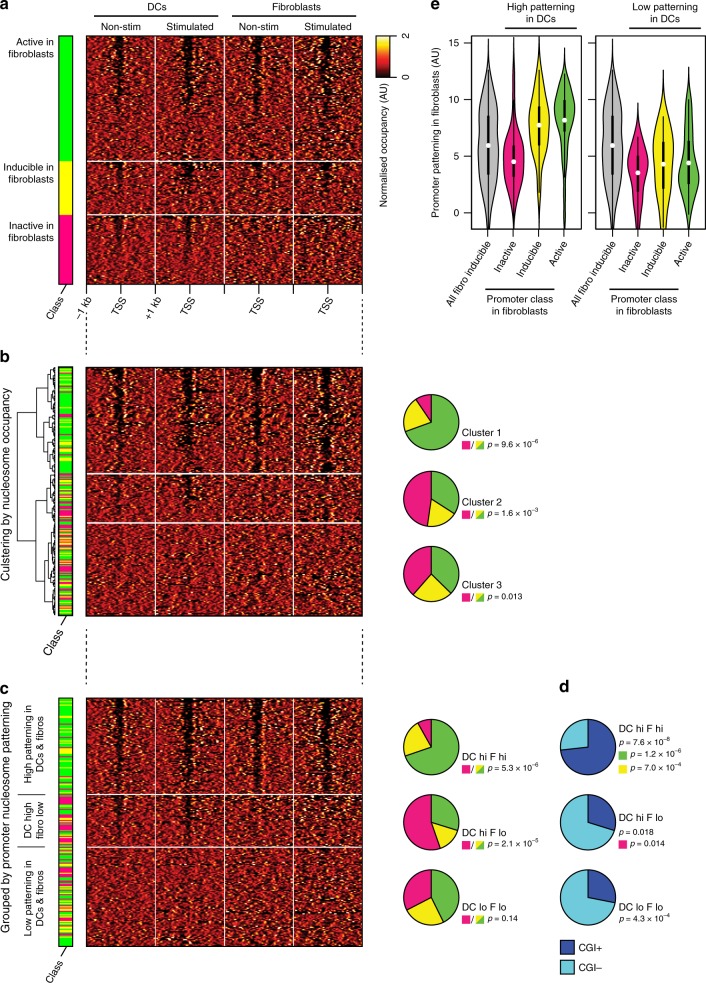
Cell-type-specific promoter nucleosome patterning. **a** Heatmap of nucleosome occupancy levels surrounding promoters that are inducible in DCs, in non-stimulated and LPS-stimulated DCs (left panels) and in non-stimulated and TNF-α-stimulated fibroblasts (right panels). Promoters are grouped by their acvity class in fibroblasts, indicated by sidebar: active (top, green), inducible (middle, yellow) or inactive (bottom, magenta), and sorted by their level of patterning. **b** Left: heatmap of nucleosome occupancy levels as panel a, sorted by hierarchical clustering of weighted nucleosome profiles. The three highest-level clusters are indicated. Right: pie charts summarising the proportion of each promoter class in each cluster, coloured as sidebar in panel (**a**). *p* Values indicate the significance of enrichment or depletion of promoters that are inactive in fibroblasts compared to those that are active or inducible (two-tailed binomial test). Active and inducible promoters were not statistically distinguishable (*p* > 0.05 for all clusters). **c** Left: heatmap of nucleosome occupancy levels as panel (**a**), grouped by promoter nucleosome patterning levels. Right: pie charts summarising the proportion of each promoter class in each group, as panel (**b**). **d** Pie charts summarising the proportion of CGI+ and CGI− promoters in each group from panel (**c**). *p* Values indicate the significance of enrichment of CGI+ promoters in each group among all promoter classes, or calculated separately only among the subsets that are active (green; first group), inducible (yellow; first group) or inactive (red; second group) in fibroblasts (two-tailed binomial test). **e** Violin plots of quantified promoter patterning levels in fibroblasts, at promoters that are inducible and that exhibit high (left panel, *n* = 134) or low (right panel, *n* = 90) nucleosome patterning levels in DCs, compared all promoters that are inducible in fibroblasts (grey violins). At promoters that are inducible and patterned in DCs, high patterning in fibroblasts predicts active or inducible promoters (left). At promoters that are inducible but non-patterned in DCs, fibroblast patterning is always low and does not predict activity (right). Significances of differences to inactive promoters: high DC patterning, fibroblast-inducible: *p* = 7.0 × 10^−5^; fibroblast-active: *p* = 1.2 × 10^−7^; low DC patterning, fibroblast-inducible: *p* = 0.30; fibroblast-active: *p* = 0.99 (two-tailed Mann–Whitney *U* test). Thick bars indicate limits of quartiles; dots indicate means.

The resolution and reproducibility afforded by ChIP-MNase prompted us to test whether the measured nucleosome occupancies at each individual promoter could be sufficient to prospectively sort them and predict aspects of their behaviour (rather than retrospectively analysing nucleosome patterning after sorting based on their observed behaviour). We began by using hierarchical clustering of individual DC-inducible promoters, based on their patterns of nucleosome occupancies in DCs and fibroblasts: this revealed three principal clusters, which were distinguishable by the presence or absence of an NDR in each cell type (Fig. 4b, Supplementary Fig. 9b). 

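Instead of unsupervised clusters, groups were formed from high and low patterning in each cell-type, which placed 61 DC-inducible promoters in the group high in both, 31 in the group high only in DCs, 59 in the group low in both and 24 in the group high only in fibroblasts. Of the promoters high in both cell-types 3 (4.92%) were inactive in fibroblasts, against 30 of the other 114 (26.3%; two-sided Fisher exact test, p = 4.3e-04, Benjamini-Hochberg adjusted over 3 groups 0.00128). Of those high only in DCs, 11 (35.5%) were inactive in fibroblasts, against 22 of the other 144 (15.3%; Fisher exact test, p = 0.0199, adjusted 0.0298).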

Notably, and in line with our findings above, promoters that are inactive and non-inducible in fibroblasts are almost completely excluded from the cluster of NDR-containing promoters in fibroblasts, and are highly enriched within the cluster of promoters that contain an NDR only in DCs (*p* ≤ 1.6 × 10^−3^). Thus, nucleosome patterning is sufficient to predict the cell-type specific behaviour of some promoters. Conversely, promoters that are inducible in fibroblasts were not distinguishable from those that are active by this clustering, in agreement with the similarity of their patterning when they are analysed as separate groups (Figs. 3a and 4a).

The unsupervised nature of hierarchical clustering provides an unbiased indication of which promoters behave similarly, but it does not readily indicate the particular aspect(s) of the data that most-strongly drive the clustering. We therefore tested whether one could recapitulate the same level of prediction by simple grouping based on the quantified level of nucleosome patterning at each individual promoter (as Fig. 3e). Indeed, this approach was able to separate active/inducible from inactive promoters in fibroblasts with a similar level of discrimination to that of unsupervised clustering (*p* ≤ 2.1 × 10^−5^; Fig. 4c, Supplementary Fig. 9c), confirming that the level of nucleosome patterning defined here is a major predictive determinant. Moreover, when considering those promoters that exhibit high levels of nucleosome patterning in DCs, the level of patterning in fibroblasts before stimulation was strongly indicative of their subsequent responsiveness, and was alone sufficient to predict the future behaviour of more than 80% of fibroblast-inducible promoters (Supplementary Fig. 10). 

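Where patterning was low in both cell-types, 15 of 59 promoters (25.4%) were inactive in fibroblasts, against 18 of the other 116 (15.5%; two-sided Fisher exact test, p = 0.152). The enrichment of inactive promoters among those high only in DCs was 20.2 percentage points, and the alternative that lowered it most, grouping by levels of non-stimulated cells only, gave 10.4 percentage points (Fisher exact test, p = 0.161). With promoters of the outer tertiles only it was 50.6 percentage points (Fisher exact test, p = 0.00196). From this separation, the paper concludes that the level of patterning is a major determinant in predicting activity.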

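Among promoters with high patterning in non-stimulated DCs, 24 were inducible and 14 inactive in fibroblasts. In non-stimulated fibroblasts, 15 of the inducible promoters (62.5%; 95% Wilson interval 42.7 to 78.8%) had high patterning and 10 of the inactive promoters (71.4%; 45.4 to 88.3%) had low patterning. High patterning was found at 62.5% of inducible and 28.6% of inactive promoters (two-sided Fisher exact test, p = 0.0911).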

Inducible promoters were again indistinguishable from active promoters in these analyses, although we cannot exclude that other, more-subtle aspects of nucleosome positioning or accessibility might be able to differentiate them. In each of these analyses, we observed that patterned, NDR-containing DC-inducible promoters consistenty retain their patterning in fibroblasts whenever they are active or inducible in fibroblasts, but that their patterning is lost when they are inactive. On the other hand, non-patterned DC-inducible promoters generally remain non-patterned in fibroblasts, irrespectively of their activity in this cell type (Fig. 4c, e, Supplementary Fig. 9e, f). Thus, the cell-type specific inducibility of some promoters is invariably linked to their nucleosomal patterning, whereas other inducible promoters are never stably associated with the patterned configuration. This suggests that these two classes of promoters may be functionally distinct, or controlled by different processes and/or factors (see later).

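DC-patterned promoters were those above the median of DC-inducible promoters in the mean of both states. In fibroblasts, with levels averaged in the same way, their median was 12.4 where the promoter was active (53 promoters), 10.9 where it was inducible (25) and 2.05 where it was inactive (14). Both differences to the inactive set passed the threshold (two-sided Mann-Whitney U tests, n = 53 and n = 25 against n = 14, p = 4.2e-05 and p = 0.00222, Benjamini-Hochberg adjusted over 4 comparisons 1.7e-04 and 0.00443). The difference of 10.3 between the active and the inactive set moved most with a window of 500 bp on each side of the TSS, to 8.39.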

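At DC-non-patterned promoters, the median level in fibroblasts was 1.89 where the promoter was active (44 promoters), 2.49 where it was inducible (20) and 3.64 where it was inactive (19), and neither of the first 2 differed from the last (two-sided Mann-Whitney U tests, n = 44 and n = 20 against n = 19, p = 0.759 and p = 0.877). A direct test of whether the difference between active and inactive promoters is larger among DC-patterned promoters gave a difference of 12.1 (permutation p = 1.0e-03), and for inducible against inactive promoters 9.98 (permutation p = 0.0112).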

These analyses also revealed that promoters that are consistently patterned in both cell-types tested, which correspond to those that are always active or inducible, are strongly enriched for CGI-containing promoters (Fig. 4d). Thus, the presence of a promtoter CGI is associated with broadly active or broadly inducible genes, and of non-cell-type-specific promoter patterning; it may thus represent a determinant of active patterning and NDR formation at this subset of promoters.

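A CGI was present at 70.5% of the 61 promoters with high patterning in both cell-types (43) and at 40.4% of the other 114 (46; two-sided Fisher exact test, p = 2.3e-04, Benjamini-Hochberg adjusted over 6 comparisons 0.00140). Low patterning in both cell-types went with fewer CGIs, 33.9% of 59 against 59.5% of the others (Fisher exact test, p = 0.00224, adjusted 0.00490). Among promoters inducible in fibroblasts, 76.5% of the 17 that were high in both had a CGI, against 28.6% of the other 28 (Fisher exact test, p = 0.00245), whereas among active ones the shares of 73.2 and 58.9% were not distinguishable (p = 0.197).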

### Patterned inducible promoters are poised for activation

The patterning observed at some inducible promoters before stimulation implies that their responsiveness may already be pre-configured into their nucleosomal arrangement. In particular, the presence of a pre-stimulation NDR could facilitate stimulus-inducible activity in a particular cell-type by rendering the TSS accessible for binding by the transcriptional machinery (such as the pre-initiation complex [PIC] and RNA pol-II^12^). This was proposed as a likely prerequisite for inducible activation of CGI promoters^27^—although until now it has not been assessed at the level of in vivo nucleosome positioning—and our data suggest that this may also be a requirement for patterned promoters that lack a CGI. To explore this further, we directly analysed RNA pol-II levels at inducible genes in non-stimulated and stimulated fibroblasts.

Inducible genes with patterned promoter nucleosomes are strongly enriched for the presence of promoter-bound, paused RNA pol-II in non-stimulated cells (Supplementary Figs. 11 and 12a). Paused RNA pol-II could also be detected at a smaller fraction of non-patterned inducible promoters, indicating that although its binding may contribute to the promoter nucleosomal configuration^54^, it is not alone sufficient to drive the observed division of patterned and non-patterned promoters. We also observed that patterned inducible promoters are enriched in non-stimulated cells for the presence of histone modifications associated with gene activation, including H3K4me2 and H3K4me3 (Supplementary Fig. 12b). Thus, nucleosome patterning at inducible promoters is generally coupled with pre-loading of RNA pol-II before stimulation and histone marks that together imply that they are poised for activation^22,27,54–58^.

The presence of paused RNA pol-II at patterned inducible promoters might enable rapid activation without requiring stimulus-driven polymerase recruitment^55^. To investigate this, we examined RNA pol-II at promoters and in the transcribed regions of inducible genes, before and after stimulus-induced activation. Inducible genes with both patterned and non-patterned promoters exhibited strong increases in RNA pol-II levels upon stimulation, not only along their gene bodies but also at promoter regions. Moreover, by evaluating changes at individual promoters separately, we observed that even promoters with high levels of pre-stimulation polymerase underwent further increases after stimulation (Supplementary Fig. 12c, d). Hence, inducible gene expression from patterned promoters can reflect both the activation of pre-bound, paused RNA pol-II, as well as stimulus-induced transcriptional initiation.

### BAF-driven activation of non-patterned inducible promoters

Our finding that most non-patterned promoters are inducibly activated without any measurable NDR was unexpected, and raises the question of how RNA pol-II or other components of the transcriptional machinery can gain access to the TSS at these promoters. Previous studies have shown that the BAF nucleosome-remodelling complex (also known as SWI/SNF) is required for activation of many stimulus-inducible genes^24,27^, and it has been proposed that this complex is involved in clearing nucleosomes from promoters^59,60^. Moreover, it has been shown that CGI-containing inducible promoters, which are often strongly patterned with robust NDRs (Fig. 4d^13^), are generally not BAF dependent^27^. Together, these data have led to a well-accepted model whereby the BAF complex is required to establish accessibility at many inducible promoters upon activation^27^.

A simple expectation of this model would be that the BAF complex may remodel nucleosomes at inducible promoters from a non-permissive, inactive arrangement to a permissive, NDR-containing arrangement resembling the patterning of other active promoters. Thus, our finding that activation of non-patterned inducible promoters is not associated with establishment of a stable, patterned configuration was unanticipated (Figs. 3e, f and 4). We therefore directly investigated whether the nucleosome remodelling activity of the BAF complex is required to initiate transcription from non-patterned inducible promoters.

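Libraries of control and BAF-knockdown fibroblasts were single replicates, 2 for each combination of knockdown and TNF-α stimulation, 8 in all, made by H3K4me1 ChIP-MNase with single-end reads. Short hairpin RNAs are expressed from an integrated vector and lower the levels of their target mRNAs. Bins with any fragment made up 63.5 to 74.9% of all bins at high-coverage promoters in the 4 control libraries and 67.9 to 78.1% in the 4 BAF-knockdown libraries. Levels of the knocked-down mRNAs were not analysed here, nor was BAF-dependent expression. Inducible promoters were grouped at the median of their levels in non-stimulated control cells, averaged over replicates 1 and 2, which placed 56 promoters in each group. Patterning of single promoters varied between replicates, with a median absolute difference of 4.45 to 4.95 across promoters, compared with median levels of 3.18 to 4.79 at active promoters.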

We used shRNA to stably knock-down the mRNAs encoding the two catalytic remodelling subunits of the BAF complex, Brm and Brg1, in fibroblasts. A single shRNA targeting a shared sequence was able to reduce levels of both transcripts by around fivefold (Fig. 5a^24^). We then measured gene expression levels and promoter nucleosome occupancies in Brm/Brg1-double-knockdown fibroblasts (hereafter BAF knockdown).

Expression levels of most genes were undisturbed in BAF-knockdown cells, implying that the activity of the BAF complex is non-essential for the majority of steady-state transcription (or that the low residual levels in knockdown cells are sufficient; Fig. 5b). Similarly, nucleosome occupancies and patterning at promoters of genes that were both expressed and non-expressed under steady-state conditions were largely unchanged in BAF-knockdown cells and the presence or absence of an NDR was generally unaffected by BAF knockdown (Fig. 5c, Supplementary Fig. 13a, b). Therefore, establishment and maintenance of a stable promoter NDR at most active genes does not require normal levels of remodelling activity by the BAF complex. In contrast, stimulus-inducible genes, and genes with cell-type dependent expression, are significantly enriched for BAF-dependent activation, with up to one-third of inducible genes exhibiting disrupted expression in BAF-knockdown fibroblasts (Fig. 5b). This confirms that the level of knock-down is sufficient to reveal BAF-dependent transcription, and further indicates that BAF-driven nucleosome remodelling is particularly required for regulated—rather than ubiquitous—gene activation. However, not all inducible genes are associated with BAF-dependent expression: in particular, activation of inducible genes bearing patterned promoters was mostly unaffected by BAF-knockdown (Fig. 5d, Supplementary Fig. 13c–e). These promoters generally retained their patterning in BAF knockdown cells, including the presence of an NDR. Thus, promoters with a measurably nucleosome-depleted TSS before stimulation are generally amenable to full transcriptional activation without BAF-driven remodelling.

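Occupancy of the NDR at active promoters, relative to the flank, was 0.602 ± 0.0787 (SD, n = 4 libraries) in BAF-knockdown and 0.619 ± 0.0723 (SD, n = 4) in control fibroblasts, over both states of stimulation. The difference of −0.0171 was smaller than the spread between libraries (two-sided exact permutation test over 70 splits, p = 0.714). At inactive promoters the ratios were 0.938 ± 0.0139 and 0.942 ± 0.0241 (exact permutation p = 0.80). That test ignores stimulation, and the sign at active promoters differed between the states: control and knockdown libraries had 0.699 and 0.535 against 0.662 and 0.677 without TNF-α, and 0.655 and 0.587 against 0.529 and 0.539 with it. The replicate left out also decided the sign, which was 0.0468 without the replicate 1 libraries and −0.0811 without the replicate 2 libraries. In limma's model of patterning levels at 13559 promoters, none passed an adjusted p of 0.05 for the knockdown (0 up and 0 down; 791 at an unadjusted p under 0.05). Of the promoters the paper names, Mrpl49 (chromosome 19, TSS at 6057751 of mm9, minus strand) had levels of 6.86 and 4.02 in the non-stimulated control replicates and of 6.64 and 9.41 after knockdown, with a fitted difference of 0.934 (limma, adjusted p = 0.983). For Mcm5 (chromosome 8, 77633428, plus strand) the fitted difference was 1.09 (limma, adjusted p = 0.997) and for Plekho2 (chromosome 9, 65427841, minus strand) it was 0.230 (limma, adjusted p = 1).

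**Figure D2:**
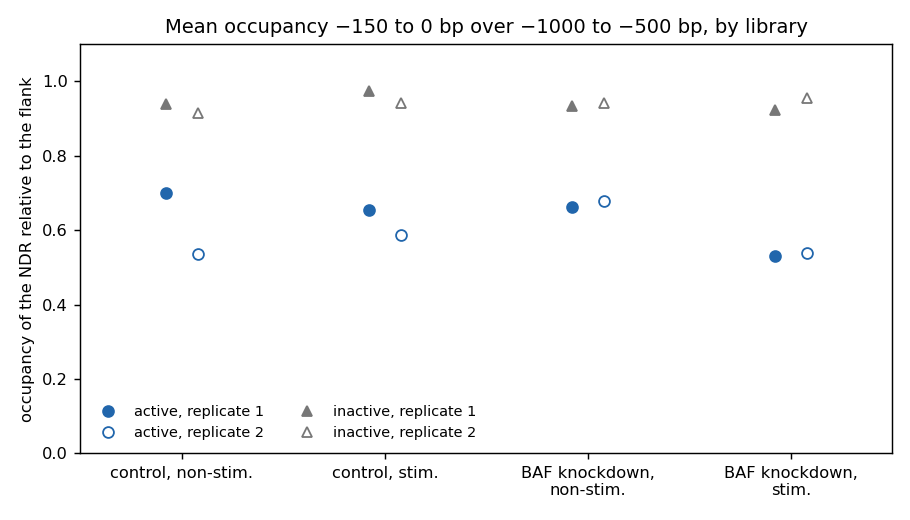
Mean occupancy from −150 to 0 bp of the TSS divided by that from −1000 to −500 bp in each of the 8 control and BAF-knockdown H3K4me1 libraries of fibroblasts, at active promoters (circles) and inactive promoters (triangles), with filled symbols for replicate 1 and open symbols for replicate 2. Active promoters lie between 0.529 and 0.699 and inactive promoters between 0.915 and 0.973.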

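The high group of 56 inducible promoters had a median level of 6.17 in non-stimulated control cells, where the groups were formed. After TNF-α its median was 4.29 in control and 4.30 in BAF-knockdown cells (mean of replicates 1 and 2; two-sided Mann-Whitney U test, n = 56 promoters in each, p = 0.998). Above the earlier median of the low group stayed 98.2% (55; 95% Wilson interval 90.6 to 99.7%) in control and 92.9% (52; 83.0 to 97.2%) in knockdown cells. With 1 replicate left out in turn, the share in control cells was 80.4 to 82.1%. As in DCs, the median used lies near a quartile, so high shares would be found even if the states were unrelated. In replicates 1 and 2 of stimulated knockdown cells the NDR of this group had an occupancy of 0.491 and 0.528 relative to the flank, and in the control replicates 0.482 and 0.435. Ccl2 (chromosome 11, TSS at 81849080 of mm9, plus strand) had levels of 5.09 and 0.596 in non-stimulated and 5.70 and 7.77 in stimulated knockdown replicates, compared with 9.19, 5.42, 5.56 and −7.61 in control replicates. Rnd1 (chromosome 15, 98507892, minus strand) had 10.4, 6.77, 10.6 and 11.6 after knockdown and 3.54, 5.87, 15.4 and 15.9 in controls.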

**Fig. 5:**
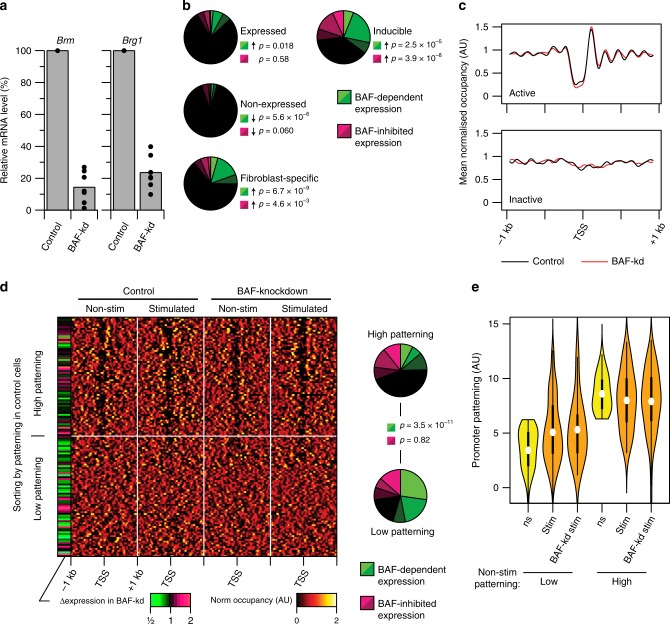
BAF-driven activation of non-patterned inducible promoters. **a** Levels of *Brm* (left) and *Brg1* (right) mRNA levels in control and BAF-knockdown fibroblasts. Dots indicate measurements from replicate cultures. Source data are provided as a source data file. **b** Pie charts summarising the proportion of genes with BAF-dependent (green; mRNA levels decreased in BAF-kd cells) or BAF-inhibited (magenta; mRNA levels increased in BAF-kd cells) expression, among those that are expressed (top left), non-expressed (middle left) or inducible (top right) in fibroblasts, or that are expressed in fibroblasts and non-expressed in DCs (‘fibroblast-specific’; bottom left). *p* Values indicate the significance of enrichment (upward arrow) or depletion (downward arrow) within each group (binomial test). **c** Profiles of mean nucleosomal occupancy surrounding active (top) or inactive (bottom) promoters, in control (black) or BAF-knockdown (red) fibroblasts. **d** Left: heatmap of nucleosome occupancy levels surrounding promoters that are inducible in fibroblasts, in non-stimulated and TNF-α-stimulated conrol fibroblasts (left panels) and in BAF-knockdown fibroblasts (right panels). Promoters are grouped by nucleosome patterning levels in non-stimulated control cells. The sidebar indicates the level that inducible gene expression from each promoter is BAF dependent or inhibitied. Right: pie charts summarising the proportion of genes with BAF-dependent (green) or BAF-inhibited (magenta) expression levels in each group. *p* Values indicate the significance of enrichment of BAF-dependent promoters among those with low nucleosomal patterning levels (binomial test). **e** Violin plots of quantified promoter patterning levels at inducible promoters in fibroblasts, grouped by patterning levels in non-stimulated cells. Among promoters that are non-patterned in non-stimulated fibroblasts, 83% (in control cells) and 89% (in BAF-knockdown cells) retain patterning levels upon stimulation less than the median level of those that are patterned in non-stimulated cells, while among promoters that are patterned in stimulated fibroblasts, 97% (control) and 94% (BAF-kd) retain patterning levels upon stimulation greater than the median of those unpatterned in non-stimulated DCs. Significance of differences between low patterning and high patterning promoters after stimulation: control: *p* = 1.3 × 10^−8^; BAF-kd: *p* = 1.5 × 10^−8^; levels of control and BAF-kd not significantly different from each other in either case: low patterning promoters: *p* = 0.79; high patterning promoters *p* = 0.69 (two-tailed Mann–Whitney *U* test). Thick bars indicate limits of quartiles; dots indicate means.

These findings are consistent with the notion that a major role of the BAF remodelling complex is to enable or facilitate inducible transcription from promoters at which the TSS is normally occluded by nucleosomes. In agreement with this hypothesis, we found that inducible genes with non-patterned promoters, which lack a stable pre-stimulation NDR, are highly enriched for BAF-dependent activation (Fig. 5d, Supplementary Fig. 13c–e). As previously reported^27^, these include many non-CGI promoters. However, BAF-dependent activation of non-patterned inducible promoters is not accompanied by establishment of a stable NDR or conversion to a patterned nucleosome arrangement, and the absence of a detectable NDR is unchanged in BAF-knockdown cells (within the time-frame analysed; Fig. 5d, e, Supplementary Fig. 13d). 

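The low group had a median of −1.25 in non-stimulated control cells. After TNF-α it was 0.00181 in control and 0.885 in BAF-knockdown cells (two-sided Mann-Whitney U test, n = 56 promoters in each, p = 0.246, Benjamini-Hochberg adjusted over 4 comparisons 0.328). Below the earlier median of the high group stayed 85.7% (48; 95% Wilson interval 74.3 to 92.6%) of control and 82.1% (46; 70.2 to 90.0%) of knockdown promoters. That median lies near the upper quartile of all inducible promoters, so high shares would be found even if the states were unrelated. In limma's model of the 8 libraries, no promoter passed an adjusted p of 0.05 for the effect of TNF-α (0 up and 0 down; 771 at an unadjusted p under 0.05). Of 200 promoters changed in simulated levels, 1% were called at an effect of 2 residual SD, 67% at 4 and 99% at 6, so that smaller changes at single promoters were not detectable with these libraries. Low and high groups differed after stimulation in control (n = 56 promoters in each, p = 2.9e-06, adjusted 1.2e-05) and in knockdown cells (p = 2.7e-04, adjusted 5.3e-04). The difference between their medians in control cells was 4.29, and it was 1.83 to 2.68 when a replicate was left out. NDR occupancy of the low group relative to the flank was 0.944 and 0.834 in stimulated control replicates and 0.824 and 0.818 in stimulated knockdown replicates. Without stimulation it was 1.07 and 1.03 in the control replicates, in which the groups were formed, and 0.831 and 0.791 in the knockdown replicates. When promoters were instead grouped in the pooled non-stimulated library, the low group could be followed through libraries that played no part in the grouping, including repeat libraries without stimulation. Divided by mean occupancy, its median was 0.657 and 1.24 in the non-stimulated control replicates and 2.11 and 1.90 in the stimulated ones, against 5.65, 5.73, 4.06 and 7.43 in the high group. With the replicates averaged before medians were taken, the median of the low group was instead lower with stimulation, at 0.722 without and 0.501 with it. In this grouping, NDR occupancy of the low group was 0.899 and 0.893 in non-stimulated and 0.801 and 0.820 in stimulated control replicates. The knockdown replicates had no such order, with 0.945 and 0.820 without and 0.806 and 0.916 with stimulation. The paper reasons from the unchanged profiles that activation of non-patterned promoters through the BAF complex does not establish a stable NDR.

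**Figure D3:**
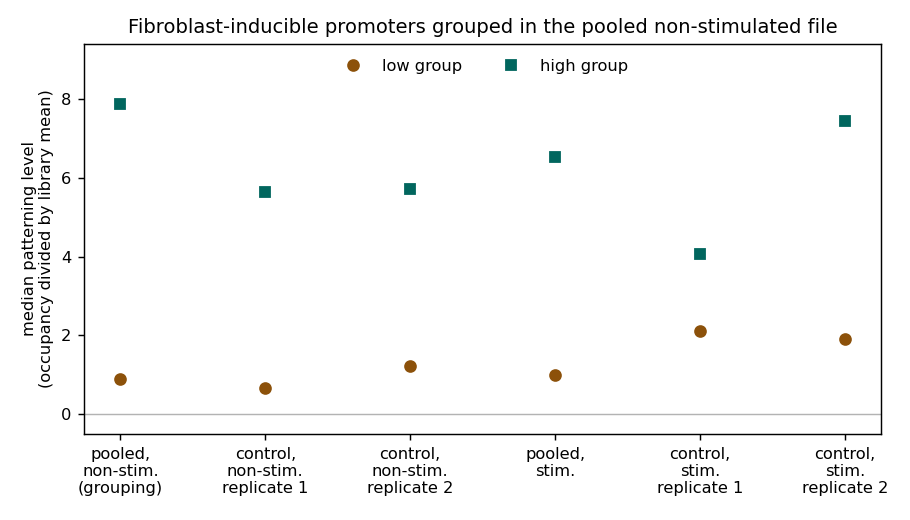
Median patterning level of the low group (circles) and the high group (squares) of fibroblast-inducible promoters, 56 in each, grouped in the pooled non-stimulated H3K4me1 library and measured in that library, in the control replicates and in the pooled stimulated library, with each library divided by its mean occupancy. The low group lies between 0.657 and 2.11 and the high group between 4.06 and 7.88.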

BAF knock-down also did not impair inducible recruitment of the transcriptional activator NF kappa B p65 to target sites at TNF-α-responsive promoters (Supplementary Fig. 14).

Using publicly available datasets of genome-wide binding by the BAF complex in fibroblasts^61,62^, we found that in unstimulated cells, the BAF complex binds to promoter regions of the majority of both expressed and inducible genes (Supplementary Fig. 15). Furthermore, at inducible genes, BAF complex binding is detectable before stimulation at both patterned and non-patterned promoters, despite their different remodelling requirements for activation. It is not known how the BAF complex is generally recruited to its genomic target sites, but these data imply that it broadly binds to active and stimulus-inducible promoters independently of their remodelling requirements.

### Transient remodelling at initiating non-patterned promoters

The finding that the BAF nucleosome remodelling complex is specifically required for activation of non-patterned inducible promoters provides direct in vivo support for a long-standing model for inducible gene activation^27^. In particular, it corroborates the premise that BAF-independent activation of CGI promoters can be explained by the presence of a pre-formed NDR. However, our finding that BAF-dependent activation of unpatterned promoters is not accompanied by establishment of a stable NDR raises the question of whether nucleosome remodelling may be restricted to a subset of alleles or specific step(s) of transcriptional activation.

The measured nucleosome occupancy at each promoter represents the mean of both alleles, in samples prepared from millions of cells. Thus, we first considered whether the lack of a detectable NDR could be explained if only a minor fraction of promoters are activated under our stimulation conditions, while the majority of alleles remain inactive.

In addition to enriching for specific genomic regions, ChIP-MNase can selectively enrich sub-populations of alleles if they are marked by a biochemical property that can be chosen as a target for ChIP. Therefore, to specifically analyse only transcriptionally active alleles, we performed ChIP-MNase using antibodies directed against the phosphorylated form of serine 7 in the C-terminal domain repeats of RNA pol-II (pol-II S7P). This modification is associated with the elongating form of RNA pol-II^63^ and thus selectively marks the alleles of genes that are being actively transcribed (Supplementary Fig. 16a–c). 

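ChIP-MNase for pol-II S7P was made from TNF-α-stimulated fibroblasts in 2 replicates, each given as its own set of occupancies, with 69.2 and 80.0% of bins filled at high-coverage promoters. These libraries have paired-end reads, of which the authors kept fragments of 140 to 180 bp, whereas H3K4me1 libraries have single-end reads, so that a difference between the marks cannot be separated from the type of sequencing. Active promoters had a median patterning level of 4.38 in the mean of both S7P replicates, and of 10.6 in the pooled H3K4me1 library of stimulated cells. After division by mean occupancy these were 4.52 and 6.54. Spearman's rho of patterning between the S7P replicates was 0.348 across 13559 promoters. Levels of fibroblast-inducible promoters at S7P alleles were compared with those in the pooled H3K4me1 library of stimulated cells, in groups formed in the pooled library of non-stimulated cells.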

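In the low group of 56 fibroblast-inducible promoters, the median level was 2.22 at S7P alleles and 1.63 in H3K4me1 of the same stimulated state (two-sided Mann-Whitney U test, n = 56 in each, p = 0.984). Divided by mean occupancy, the levels were 2.31 and 1.01 (n = 56, p = 0.407). A higher level at S7P than in H3K4me1 was found at 50.0% of them (28; 95% Wilson interval 37.3 to 62.7%), or 55.4% after division. The replicates differed, with medians of 2.79 and 0.480 and NDR occupancies of 0.787 and 0.872 relative to the flank, compared with 0.841 in H3K4me1. Without replicate 1 the difference of 0.587 to H3K4me1 was −1.15, and without replicate 2 it was 1.15. In the high group the median was 6.07 at S7P and 10.6 in H3K4me1 (n = 56, p = 4.4e-04, Benjamini-Hochberg adjusted over both groups 8.9e-04), which after division by mean occupancy were 6.25 and 6.53 (p = 0.490). In the low group the sign of the difference changed with a template from DCs (−0.832) and with a window of 500 bp on each side of the TSS (−0.182), and in the high group with levels centred and scaled to active promoters (0.235).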

Nucleosome profiles in TNF-α-stimulated fibroblasts, revealed by pol-II S7P ChIP-MNase, clearly indicate that the actively-transcribing alleles of inducible genes nonetheless include unpatterned promoters lacking a measurable NDR (Fig. 6b, d, Supplementary Fig. 16d), and that these account for the majority of inducible promoters that were categorised as unpatterned based on analysis of all H3K4me1-marked alleles. Thus, BAF-dependent activation of unpatterned inducible promoters does not entail formation of a stable NDR at the TSS of transcribing alleles.

**Fig. 6:**
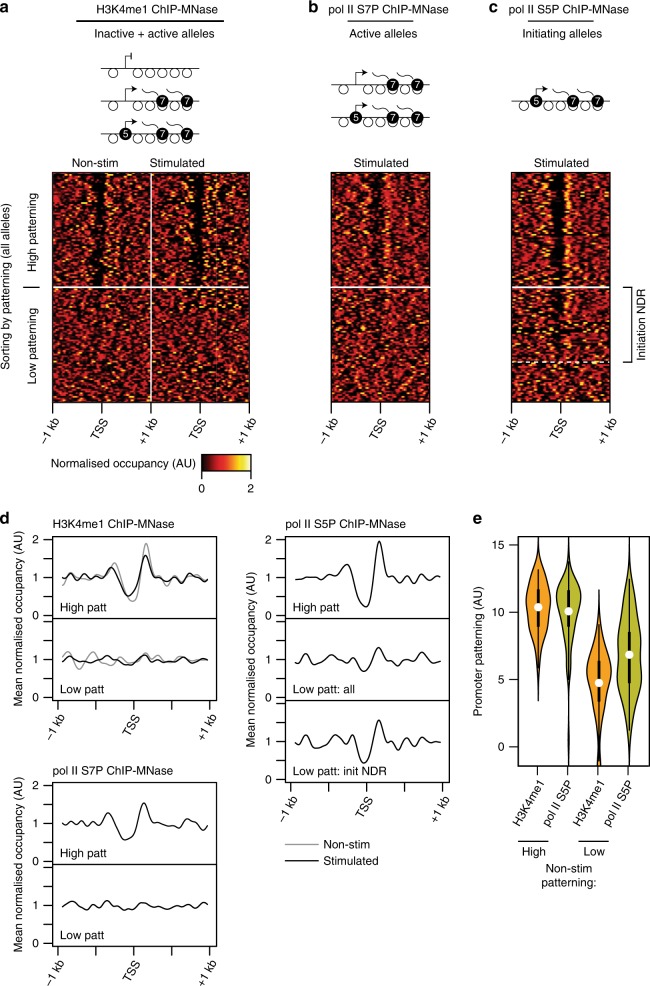
Inducible promoter activation without stable NDR formation. **a** Heatmap of nucleosome occupancy levels surrounding promoters that are inducible in fibroblasts, assayed by H3K4me1 ChIP-MNase to detect both active and inactive promoter alleles in non-stimulated and TNF-α-stimulated fibroblasts. Promoters are grouped by nucleosome patterning levels in non-stimulated cells. **b** Heatmap of nucleosome occupancy levels of the same promoters as panel (**a**), assayed by RNA polII S7P ChIP-MNase to detect only active alleles, in TNF-α-stimulated fibroblasts. **c** Heatmap of nucleosome occupancy levels of the same promoters as panel (**a**), assayed by RNA polII S5P ChIP-MNase to enrich for alleles undergoing transcription initiation, in TNF-α-stimulated fibroblasts. Promoters with a clear NDR at initiating alleles but not at all inactive + active alleles are indicated (‘initiation NDR’). Note that S5P marks RNA polII during initiation but also early stages of transcription elongation (see Supplementary Fig. 16a); thus, the relative enrichment of initiating over elongating alleles, which affects the detection of patterning at initiating alleles, may vary between promoters (see Supplementary Fig. 16e). **d** Profiles of mean nucleosomal occupancy assayed by H3K4me1 ChIP-MNase (top left), RNA polII S7P ChIP-MNase (bottom left) or RNA polII S5P ChIP-MNase (right), surrounding promoters with high patterning (top) or low patterning (below) in non-stimulated fibroblasts. The bottom polII S5P panel depicts the subset of promoters at which ChIP-MNase reveals a detectable NDR only at initiating alleles (indicated in panel (**c**)). Grey lines: no stimulation; solid lines: TNF-α-stimulation. **e** Violin plots of quantified promoter patterning levels at inducible promoters in TNF-α-stimulated fibroblasts, grouped by mean patterning levels at all inactive + active alleles in non-stimuated cells. Orange violins depict patterning levels at all alleles, quantified by H3K4me1 ChIP-Mnase; olive-coloured violins depict patterning levels at initiating alleles, quantified by RNA polII S5P ChIP-MNase. 82% of promoters that are unpatterned at all alleles in non-stimulated fibroblasts display patterning levels at all alleles upon stimulation that are lower then the median level at initiating alleles. Significance of difference after stimulation of patterning quantified by H3K4me1 ChIP MNase vs. RNA polII S5P ChIP MNase: high non-stim patterning: *p* = 0.70; low non-stim patterning: *p* = 1.8 × 10^−4^ (two-tailed Mann–Whitney *U* test). Thick bars indicate limits of quartiles; dots indicate means.

The set of actively transcribing alleles of a particular gene within a population can contain instances at which transcriptional initiation is ongoing, but also other instances at which elongating RNA pol-II has already cleared the promoter region. Hence, although the absence of a measurable NDR at transcribing alleles could be consistent with transcriptional initiation from a fully nucleosome-occupied TSS, it could also arise from transient nucleosome displacement during initiation, followed by rapid return of nucleosomes upon promoter clearance by RNA pol-II. To investigate this, we repeated the ChIP-MNase in stimulated fibroblasts using antibodies against S5P-modified RNA pol-II, which is present on the initiating form of RNA pol-II and typically marks the enzyme at early stages of transcription (Supplementary Fig. 16a–c^63^). 

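The pol-II S5P data are 1 library of TNF-α-stimulated fibroblasts with paired-end reads, in which 81.2% of bins at high-coverage promoters held a fragment. The labels give no replicate number for it, so its values carry no replicate error. Active promoters had a median patterning level of 10.3 in this library, or 10.6 after division by mean occupancy, compared with 6.54 for the pooled stimulated H3K4me1 library on the latter scale. Groups of promoters, the H3K4me1 reference and the tests were those used for S7P.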

Using this approach to selectively obtain nucleosome profiles of the initiating alleles (pol-II S5P) of inducible non-patterned promoters, we could reveal the appearance of a detectable NDR at the TSS of at least 62% of these promoters (Fig. 6c–e and Supplementary Fig. 16e), accompanied by a highly significant difference in quantified nucleosome patterning levels at initiating alleles compared to all alleles.

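In the low group of 56 fibroblast-inducible promoters, the median level was 3.24 at S5P alleles against 1.63 in H3K4me1 of stimulated cells, with quartiles of −0.703 and 8.39 against −2.82 and 7.77 (two-sided Mann-Whitney U test, n = 56 in each, p = 0.318, Benjamini-Hochberg adjusted over both groups 0.637). In the high group the medians were 10.7 and 10.6 (n = 56, p = 0.993). Division of each library by its mean occupancy gave 3.33 against 1.01 in the low group (n = 56, p = 0.0552) and 11.0 against 6.53 in the high group (p = 6.6e-05). Of the low group, 60.7% (34; 95% Wilson interval 47.6 to 72.4%) had a higher level at S5P than in H3K4me1, and 58.9% (33) had an H3K4me1 level below the S5P median. Divided by mean occupancy these shares were 69.6% (39; 95% Wilson interval 56.7 to 80.1%) and 62.5%. Compared promoter by promoter, the low group was thus higher at S5P beyond an even split after division, but not with occupancies as given. After division 65.2% of all active promoters were also higher at S5P, so this share does not set the low group apart. With levels centred and scaled to active promoters of each library, the difference of the low group was −0.0820 in units of their interquartile range (n = 56, p = 0.427). The small difference of the high group changed sign with 1 promoter per gene (−0.596) and with the square root of occupancy (−0.0443). Occupancy of the NDR of the low group relative to the flank was 0.737 at S5P and 0.841 in H3K4me1, and that of the high group 0.322 and 0.420. With occupancies as given, the largest rises were found at Il6 (chromosome 5, TSS at 30339702 of mm9, plus strand), Pde4b (chromosome 4, 102262449, plus strand) and Cxcl16 (chromosome 11, 70273486, minus strand). Il6 rose by 19.1, from −24.3 in H3K4me1 to −5.18 at S5P, so that its level stayed negative. The level of Cxcl16 went from −19.8 to −2.89, while at Pde4b it went from 0.293 to 18.1. These 3 promoters were taken for having the largest rise. After division by mean occupancy the rise was 18.4 at Pde4b, 9.64 at Il6 and 9.24 at Cxcl16. In the 2 stimulated control H3K4me1 libraries the levels were −6.30 and 4.02 at Il6 and 0.487 and −8.60 at Cxcl16, so that at both of these promoters the pooled H3K4me1 library lay below both control libraries, whose range included the level at S5P. At Pde4b they were 1.71 and −4.76. From the rise at initiating alleles, the paper proposes that nucleosomes are displaced only briefly at these promoters.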

These findings fit a model whereby nucleosome displacement or repositioning at the TSS regions of non-patterned inducible promoters is short-lived, and that these regions become rapidly re-occupied by nucleosomes between cycles of initiation. This implies that the BAF-dependent activation of these promoters is associated with transient NDR formation at initiating alleles, rather than playing a role in establishing stable alterations to promoter nucleosome patterning. Thus, the BAF complex may be repeatedly utilised to deplete nucleosomes from TSS regions to enable each cycle of transcriptional initiation by RNA pol-II.

Finally, the difference between the behaviour of non-patterned inducible promoters after activation (which display measurable patterning only at initiating alleles) from most other active promoters (which exhibit apparently stable patterning that is measurable from all alleles; Fig. 3a, c) prompted us to question whether the small fraction of non-patterned active promoters may likewise harbour NDRs that can be measured only at particular subsets of alleles. Indeed, a fraction of active promoters with the lowest levels of nucleosome patterning at all alleles nonetheless exhibit significantly higher patterning when measured at transcriptionally active (pol-II S7P) alleles, and still highter levels when measuring only initiating (pol-II S5P) alleles (Supplementary Fig. 17a–d). Such promoters could represent genes that are active in the steady state with heterogeneous cellular or allelic expresssion, or inducible genes that were activated during development or by stimuli that were not purposely controlled in our experiments. 

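The 1280 active promoters with the lowest 20% of levels in the pooled stimulated H3K4me1 library had a median level of −4.93 there. At S7P alleles their median was 1.51, and 86.6% (1109; 95% Wilson interval 84.7 to 88.4%) had a higher level than in H3K4me1. At S5P alleles it was 2.33, with 87.0% higher (1113; 85.0 to 88.7%). The same promoters had a median of 0.634 in the mean of the 2 control H3K4me1 libraries of stimulated cells, which select no alleles by pol-II, with 87.2% higher (1116; 85.2 to 88.9%). Among all 6397 active promoters the shares were 27.2% at S7P, 43.0% at S5P and 27.1% in the control libraries. Division by mean occupancy gave 81.4, 80.3 and 77.1% for the lowest promoters and 38.0, 65.2 and 41.9% for all active promoters.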

In line with the latter scenario, genes characterised by non-patterned active promoters are enriched for particular biological pathways consistent with developmental or stimulus-driven activation (Supplementary Fig. 17e). Regardless of their mode of activation, though, we estimate that around 9–10% of active promoters exhibit allele-specific or initiation-specific nucleosome patterning.

## Discussion

We have presented an approach—ChIP-MNase—to allow high-resolution analysis of nucleosome positioning at chosen genomic regions and selectively marked alleles, and used this to investigate the role of nucleosome positioning, and its regulation, at stimulus-inducible promoters. We find that the patterning of nucleosomes before stimulation can define cell-type-specific promoter responsiveness, and that inducible activation does not usually involve major changes in promoter nucleosome patterning. We also show that activation of many inducible promoters occurs without stable nucleosome depletion from the TSS, but that they require enzymatic remodelling which is associated with transient nucleosome displacement during the initiation steps of transcription.

By enriching for genomic intervals bearing a selected biochemical property (not limited to antigens on nucleosomes), ChIP-MNase significantly increases the level of coverage across chosen features-of-interest (by 6- to 35-fold in our experiments), which is critical in order to define nucleosome positions with accuracy (Supplementary Fig. 3g). Moreover, the breadth of analysed regions is not restricted by the genomic extent of the target mark, and can be controlled by varying the level of chromatin fragmentation prior to immunprecipitation. Using replicate samples, we estimate the resolution of our inferred nucleosome positions to be around 30 bp (Fig. 1g), which is comparable to previously estimated levels of positional heterogeneity (30 bp^12^) and to measured redundant nucleosome positioning in yeast (20–40 bp^64^).

Other approaches aimed at combining nucleosome mapping with enrichment^6^ or allele-specific analysis^65^ have previously been reported. Hybridisation-based capture of MNase-digested DNA^51,52,66–69^ can allow selection of arbitrary genomic regions to be enriched; however, it is not readily amenable to regions containing repetitive or non-unique sequences, and it cannot separate functionally distinct alleles of the same sequence. ChIP of MNase-digested chromatin has been used to enrich nucleosomes bearing defined histone modifications^15,22,32,70–75^; however, this approach is unable to directly distinguish changes in nucleosome occupancies from changes in histone modification levels^15,70,72^, and it is not well-suited to map nucleosome positions surrounding non-histone targets. Finally, ATAC-seq can reveal nucleosome positions surrounding transposase-accessible genomic regions, including promoters^8,11^, and affords high levels of enrichment; however, it offers no choice of enriched regions, and mapping typically only spans a few nucleosomes surrounding active elements. Thus, we feel that ChIP-MNase represents a flexible alternative approach for selective analysis of nucleosomes at defined genomic features and alleles.

A conserved phenomenon that has been observed in all eukaryotes studied so far is the characteristic patterning of nucleosomes at transcriptionally active promoters, including an NDR immediately upstream of the TSS and a strictly positioned +1 nucleosome^5–7,19^. Notably, though, whereas high-resolution nucleosome-mapping studies in yeast have shown that this is a property of essentially all active promoters, many studies in mammalian genomes have relied on analysis of averaged profiles, which does not easily allow analysis of individual promoters or small subsets. Using ChIP-MNase to analyse stimulus-inducible promoters, we found that many inactive inducible promoters in a given cell-type are also characterised by patterned nucleosome occupancies that closely resemble those at actively transcribing promoters (Fig. 3). This agrees with a previous aggregated analysis of average nucleosome occupancies at TCR-inducible promoters in T cells^16^. However, quantitation of patterning at individual inducible promoters further revealed that high patterning levels are present at only a specific subset, and that this patterning can be cell-type dependent and predictive of promoter responsiveness to activation by stimuli (Figs. 3 and 4). Thus, establishment of nucleosome patterning appears to be associated with poising of some promoters for subsequent transcriptional activation. The presence of a pre-stimulation NDR suggests that patterned inducible promoters may be directly accessible for binding by the transcriptional machinery^16,27^, and, consistent with this, we find that patterned inducible promoters are generally pre-loaded with paused RNA pol-II (Supplementary Figs. 11 and 12), and that some are associated with low-level mRNA expression even before stimulus-driven activation (Fig. 3). However, our data do not unambiguously resolve whether basal transcription and/or the presence of paused RNA pol-II represent contributory causes^16,54,56^ or consequences^13,76^ of promoter nucleosome patterning.

In agreement with earlier reports^13,27^, we find that detection of an NDR at active and inducible promoters is favoured by the presence of a CGI. However, although CGIs represent a sequence-encoded feature that is strongly associated with nucleosome patterning^13^, the existence of many inducible promoters that exhibit cell-type dependent patterning (Fig. 4) indicates that the DNA sequence is not the only determinant. Instead, our data are in line with a model whereby the presence of a CGI at inducible promoters identifies a subset that is broadly inducible or active in both cell-types analysed, whereas non-CGI-containing promoters more often correspond to those with cell-type specific inducibility or activity, and which often exhibit a cell type-dependent NDR^57^.

Around half of the inducible promoters that we analysed exhibit low nucleosome patterning levels and lack a detectable NDR. Unexpectedly, this unpatterned configuration persists even after stimulus-induced activation, indicating that initiation of transcription from these promoters neither requires nor induces formation of a stable NDR at the timescale analysed. This behaviour contrasts with that of the majority of promoters that are active under steady-state conditions in the same cells, and is also markedly different from the reported behaviour of inducible stress–response genes in yeast^5,77,78^. We used the allele-specific readout of ChIP-MNase to confirm that the apparent absence of a promoter NDR is not simply a consequence of heterogeneous activation of a subpopulation of promoter alleles. Thus, the presence of a stable, pre-formed NDR is not required at these promoters to enable transcription initiation (although we cannot exclude that stable NDRs may later become established after prolonged activation^79,80^. Nevertheless, we were able to measure short-lived nucleosome depletion (or destabilization) at the TSS of many of these promoters when bound by initiating RNA pol-II (Fig. 6). Since these same promoters do not exhibit the same degree of nucleosome depletion when associated with elongating RNA pol-II, this implies that nucleosome re-assembly (or re-stabilisation) occurs between cycles of transcription initiation, and suggests that re-initiation may require most or all of the steps needed for initial activation^12^.

We find that the BAF complex is generally dispensible for establishment of pre-stimulation nucleosome patterning at both active and inducible promoters. Moreover, at non-patterned inducible promoters, BAF activity is also insufficient to establish a stable NDR that persists between cycles of transcription initiation. Instead, our results support a model whereby transient nucleosome remodelling by the BAF complex enables binding of RNA pol-II (and possibly also PIC assembly) at non-patterned promoters, and it is plausible that this active process must occur repeatedly for successive transcription initiation events. How then is the BAF complex recruited to act at promoters? Using these publicly available data, we found that the BAF complex binds to most inducible promoters in non-stimulated cells, before promoter activation. Thus, it seems likely that the BAF complex associates with chromatin features or factors that are already present at inducible promoters in the inactive state, further supporting the notion that the responsiveness of these promoters is preconfigured before stimulation.

The set of genes that require the remodelling activity of the BAF complex for full activity in fibroblasts is rather limited, comprising only 8% of expressed genes in this cell type. However, it is enriched among genes with cell type-specific expression, and strongly enriched among stimulus-inducible genes. This concurs with its previously reported role in developmentally regulated and inflammatory gene expression^24,27,61,81^. Our finding that BAF-dependent genes are typically characterised by unpatterned promoters, which lack a stable NDR, suggests that aspects of promoters that favour efficient nucleosome assembly may be exploited as a strategy to achieve highly regulated expression. In line with this, sequences favouring high nucleosome occupancy are frequently selected at promoters and gene regulatory regions^82,83^.

In summary, in this report we have used the ChIP-MNase approach to characterise nucleosomal behaviour at high-resolution during activation of stimulus-inducible promoters. We find that the patterning of nucleosomes at individual promoters can vary substantially between cell-types, but that it is strikingly constant during stimulus-driven activation, and transcription initiation is linked to mainly transient remodelling events. Altogether, our results show that nucleosome patterning can define both the cofactor requirements and cell type-specific responsiveness of inducible promoters.

## Methods

### Cell culture and stimulation

Progenitor cell lines derived from mouse bone marrow were cultured under non-differentiating conditions in 20 ng ml^−1^ SCF, IL-3 (0.1% X63-IL3 supernatant) + IL-6 (2% X63-IL6 supernatant). DCs were differentiated from progenitor cells in granulocyte-macrophage colony-stimulating factor (GM-CSF) (4% X63-GMCSF supernatant) + 5 ng ml^−1^ SCF for 4–5 days, followed by GM-CSF alone for 4–5 days^84^. DCs were adherent and >90% MHC class II + CD11c+ by flow cytometric analysis. DCs were stimulated for 1 h with 100 ng ml^−1^ LPS. 3T3 fibroblasts were stimulated for 1 h with 5 ng ml^−1^ TNF-α.

### ChIP-MNase sample preparation and sequencing

Cells were fixed by addition of formaldehyde at a final concentration of 4% for 10 min at room temperature. Fixed cells were washed once quickly and twice for 10 min each with ice-cold phosphate-buffered saline (PBS), and collected by scraping and centrifugation for 10 min at 500*g* at 4 °C. Cells were resuspended at 2 × 10^7^ ml^−1^ and nuclei were released by incubation in ice-cold L1 buffer (50 mM Tris pH8, 2 mM EDTA, 0.1% NP40, 10% glycerol + protease inhibitors) for 5 min. Nuclei were collected by centrifugation for 5 min at 500*g* at 4 °C and washed twice in ice-cold buffer D (50 mM Tris pH8, 5 mM magnesium acetate, 0.1 mM EDTA, 5 mM DTT, 25% glycerol + protease inhibitors). Washed nuclei were resuspended in MNase buffer (10 mM Tris pH7.4, 15 mM NaCl, 60 mM KCl, 0.25 M sucrose, 0.5 mM DTT, 1 mM CaCl_2_) at 2 × 10^7^ cells in 400 μl^−1^ and lysed by two freeze–thaw cycles and sonication (4 cycles of 10 s sonication, 30 s recovery on ice, using a micro-tip sonicator). For each sample, six 20 μl aliquots (containing 10^6^ lysed nuclei) were removed and digested with titrated amounts of MNase (5-fold dilutions from 4 U to 0.0013 U MNase per 10^6^ lysed nuclei) at 25 °C for 30 min with shaking, reactions were stopped by addition of EDTA to a final concentration of 12.5 mM, fixation was reverted by addition of an an equal volume of 2% sodium dodecyl sulfate (SDS) solution and overnight incubation at 65 °C, samples were diluted to 500 μl with PBS and digested with 100 μg ml^−1^ proteinase K for 1 h at 55 °C, and DNA was purified using 300 μl of Miniprep Express matrix. Each digested aliquot was analysed on an agarose gel to determine the dose of MNase required to generate the desired fragment size for ChIP (typically 5–10 kb in this study). This dose was used to digest the remainder of each sample in several 200 μl reactions (containing 10^7^ lysed nuclei). After stopping reactions, debris was pelleted by centrifugation and supernatants containing chromatin were pooled and used for ChIP. Four parallel immunoprecipitations of chromatin from 2 × 10^7^ nuclei were performed for each sample. 1 ml of buffer V (50 mM Tris pH7.4, 50 mM NaCl, 5 mM EDTA) was added to each 400 μl of digested chromatin, and samples were pre-cleared using 40 μl of protein-G sepharose for 1 h at 4 °C with rotation. After centrifugation at 500*g* for 1 min, 4 μg of antibody was added to the supernatant containing the pre-cleared samples and incubated overnight at 4 °C with rotation. Antibody-bound chromatin was pulled-down by addition of 15 μl of protein-G sepharose for 30 min at 4 °C, and collected by centrifugation. Chromatin-bound beads were washed once quickly and 3 times for 5 min each with 1 ml of ice-cold buffer WBNS (20 mM Tris pH8, 500 mM NaCl, 2 mM EDTA, 1% NP40), followed by two washes for 5 min each with 1 ml of ice-cold MNase buffer. A 50 μl aliquot of each sample was collected at the penultimate wash step for verification of ChIP efficiency. Immunoprecipitated chromatin was resuspended in MNase buffer to a final volume of 30 μl (including 15 μl of beads), and digested using titrated amounts of MNase (2.5, 1.25 and 0.25 U MNase per 30 μl reaction containing immunoprecipitated chromatin from 2 × 10^7^ nuclei) at 25 °C for 30 min. Each reaction was stopped by addition of EDTA to a final concentration of 12.5 mM, fixation was reverted by addition of 70 μl of 2% SDS solution and overnight incubation at 65 °C, and DNA was directly purified using the MinElute PCR purification kit (Qiagen), and eluted in 30 μl elution buffer. DNA samples were quantified using picogreen reagent and a Qubit fluorometer (Invitrogen). ChIP efficiency was verified by quantitative polymerase chain reaction (qPCR) using pre-digestion samples, with primers specific for known positive and negative control regions according to the antibody target. MNase digestion efficiency was assessed by anaysis of 1 μl of each digestion using Agilent HS DNA chips, and for each initial sample, the digestion yielding approximately 80% mononucleosome-sized fragments was selected for sequencing. This was chosen to encourage complete digestion of inter-nuclesomal DNA, while limiting the scope for MNase nibbling into the edges of nucleosome-bound regions (which is revealed by the appearance of sub-nucleosomal-sized DNA fragments in over-digested samples; see 50 U digestion in Supplementary Fig. 1a). For single-end sequencing, mononucleosome-sized fragments in the range 120–170 bp were gel-purified; for paired-end sequencing, all DNA fragments were used, and mononucleosome-sized fragments were identified during data analysis. Sequencing libraries were prepared using the NebNext Ultra II DNA library kit (New England Biolabs), and sequenced using HiSeq2000 or NextSeq500 instruments (Illumina).

### Microarray gene expression analysis

Cells were lysed directly into RNA lysis buffer (38% phenol, 0.8 M guanidine thiocyanate, 0.4 M ammonium thiocyanate, 0.1 M Na acetate pH5, 5% glycerol^85^. Total RNA was separated by addition of 0.2 volumes of chloroform, emulsification by shaking, and centrifugation at 13,000*g* for 10 min at 4 °C, followed by precipitation of RNA in the upper, aqueous phase by addition of 1 μl of glycogen azure (Sigma) plus 2.5 volumes of isopropanol, centrifugation at 13,000*g* for 20 min at 4 °C, and washing the RNA pellet in 70% ethanol. RNA samples were dissolved in 20 μl water, quantified using a Nanodrop spectrophotometer (Thermo), and subsequently processed for microarray analysis using Affymetrix GeneChip mouse gene 1.0 ST arrays. Three independent biological replicates were performed on different days and analysed for each experimental group.

### ChIP sequencing

Cells were washed twice with PBS at room temperature, and fixed by addition of 20 μl of 0.5 M DSG to cells in 5 ml PBS and incubation for 45 min at room temperature. Cells were washed again twice with PBS at room temperature, and double-fixed by addition of formaldehyde to a final concentration of 1% to cells in 5 ml PBS and incubation for 15 min at room temperature. Fixation was stopped by addition of glycine to a final concentration of 125 mM. Fixed cells were washed once quickly and twice for 10 min each with ice-cold PBS, and collected by scraping and centrifugation for 10 min at 500*g* at 4 °C. Cells were resuspended at approximately 1 × 10^7^ ml^−1^ and nuclei released by incubation in 1 ml of ice-cold L1 buffer (50 mM Tris pH8, 2 mM EDTA, 0.1% NP40, 10% glycerol + protease inhibitors) for 5 min. Nuclei were collected by centrifugation for 5 min at 500*g* at 4 °C and resuspended at 5 × 10^7^ ml^−1^ in 900 μl of ice-cold L2 buffer (50 mM Tris pH8, 5 mM EDTA, 1% SDS + protease inhibitors). Chromatin was fragmented by sonication to an average size of 600–700 bp (typically 9 cycles of 10 s sonication, 1 min recovery on ice, using a micro-tip sonicator) and insoluble debris was pelleted by centrifugation. A 50 μl aliquot was removed from each sample and analysed by agarose gel electrophoresis after DNA extraction to verify fragmentation. Fragmented chromatin was diluted with 9 volumes of buffer DB (50 mM Tris pH8, 200 mM NaCl, 5 mM EDTA, 0.5% NP40) and pre-cleared using 40 μl of protein-G (for mouse monoclonal antibodies) or protein-A (for rabbit polyclonal antibodies) sepharose for 1 h at 4 °C with rotation. After centrifugation at 500*g* for 1 min, 4 μg of antibody was added to each 1 ml of supernatant containing the pre-cleared samples and incubated overnight at 4 °C with rotation. Antibody-bound chromatin was pulled-down by addition of 15 μl of protein-A or -G sepharose for 30 min at 4 °C, and collected by centrifugation. Chromatin-bound beads were washed once quickly and 4 times for 5 min each with 1 ml of ice-cold buffer WB (20 mM Tris pH8, 500 mM NaCl, 2 mM EDTA, 1% NP40, 0.1% SDS), followed by 3 washes for 5 min each with 1 ml of ice-cold TE. Immunoprecipitated chromatin was released by incubating beads in buffer EB (TE + 2% SDS) for 5 min at room temperature with periodic tickling, and the supernatant was collected. This was repeated two more times and the supernatantw were pooled. Fixation was reverted by overnight incubation at 65 °C, and DNA was directly purified using the MinElute PCR purification kit (Qiagen), and eluted in 30 μl elution buffer. DNA samples were quantified using picogreen reagent and a Qubit fluorometer (Invitrogen). ChIP efficiency was verified by qPCR with primers specific for known positive and negative control regions according to the antibody target. Sequencing libraries were prepared using the NebNext Ultra II DNA library kit (New England Biolabs), and sequenced using HiSeq2000 or NextSeq500 instruments (Illumina).

### Stable shRNA knock-down

*Brg1* and *Brm* mRNAs were stably knocked-down using an shRNA with sequence tggagaagcagcagaagatt*TCAAGAG*aatcttctgctgcttctcca (target sequence underlined; loop sequence in italics^24^; expressed from the mouse U6 promoter in the retroviral vector pSirΔ-U6CG, which drives co-expression of green fluorescent protein (GFP). Fibroblasts were retrovirally transduced with supernatants from transfected ecotropic Phoenix packaging cells, and sorted for high GFP expression. The level of residual *Brg1* and *Brm* mRNA (Fig. 6a) was measured by quantitative RT-PCR, using primers agagaagcagtggctcaagg and agatttcttctgccggacct (to detect *Brg1*) and gccagtggatttcaaaaagataaa & ttgtgacagagaagcatgacg (to detect *Brm*).

### Antibodies

Monoclonal anti-HeK4me1 (clone CMA-302) was provided by H. Kimura^86^. Anti-pol-II S7P (clone 4E12; cat 04-1570) was from Millipore, anti-pol-II S5P (cat ab5121) was from Abcam, anti-p65 (C20, cat sc732) was from Santa Cruz biotechnology.

### ChIP-MNase data processing

Demultiplexed sequence data was aligned to the mouse mm9 genome using bowtie (with options -v 2 -a -m 5 --tryhard for single-end sequencing, or -v 2 -a -m 5 --maxins 2000 --tryhard for paired-end sequencing); alignment rates were typically around 80% for H3K4me1 ChIP-MNase, and around 90% for pol-II ChIP-MNase. Excess duplicate reads that mapped to the exact same genomic location (corresponding to likely PCR duplicates) were eliminated if there were significantly more than expected based on the local read density in a range of ±2 bp at a *p* value of 0.05; the level of redundant reads that were filtered-out at this stage was typically around 10%. For paired-end sequencing, only mononucleosome-sized fragments in the range 140–180 bp were retained for subsequent analysis; for single-end sequencing, fragments were estimated by extending reads to the average fragment size derived from the distribution of distances between nearby reads that mapped to the genome in opposite orientations. Fragments mapping within 10 kb of refGene annotated promoters were selected, and only fragments that were uniquely mapped within this set were retained (in other words, fragments that mapped uniquely among promoter regions were allowed even if they aligned to other non-promoter genomic regions, since we considered that the promoter mapping was most likely to be the true origin of the fragment due to the ChIP enrichment strategy used). The total number of fragments mapping within bins spanning 10 bp genomic intervals were counted, and these counts were normalised according to the total number of fragments mapping within the surrounding 1 kb genomic interval. Nucleosome occupancy was calculated as the mean number of normalised counts in overlapping 50 bp bins centred every 10 bp, and the levels were calculated for every position from −1 kb to +1 kb surrounding refGene annotated promoters.

### Analysis of ChIP-MNase enrichment at promoters

The mean number of fragments per bp in each dataset mapping between −10 kb and +10 kb of each annotated refGene promoter was counted, and the fold-enrichment at each promoter was calculated by dividing this number by the mean genome-wide density of mapped fragments in the dataset (that is, the number of mapped fragments divided by the mappable genome size). High coverage promoters, which were used in subsequent analyses, were defined as those with a mean coverage of ≥0.05 fragments per bp in the range −1 kb to +1 kb in non-stimulated DC and fibroblast datasets (equivalent to 100 mapped fragments within the 2 kb range, or approximately 4-fold enrichment at the sequencing depths used in this study), and amounted to 13,559 promoters, or 53% of the total of 25,881 refGene annotated promoters. To ensure that this criterion did not result in exclusion of promoters of non-expressed or low expressed genes, the fraction of promoters of genes with distinct expression levels was calculated among these high coverage promoters, or among the 10% of promoters with the highest fold-enrichment (shown in Fig. 1c). This confirmed that promoters of non-expressed genes are not excluded, although they are detectably under-represented (by 0.46- or 0.48-fold, respectively). Promoters of expressed genes are over-represented at all expression levels. The same approach was used to calculate the fold-enrichment at CGI-promoters and promoters of inducible genes (shown in Supplementary Fig. 2c–e).

### Estimation of nucleosome positions and resolution

To predict preferred nucleosome positions, all local maxima (peaks) were first identified throughout the 10 bp-resolution occupancy data. Next, to distinguish discrete peaks (likely reflecting true preferred nucleosome positions) from low-level measurement noise, we calculated the topographic prominence of each peak, defined as the height of each peak above the lowest valley separating it from an adjacent higher peak (Supplementary Fig. 3c). The distribution of prominences is approximately linear across the range of peak heights, but shows an overrepresentation at very low levels. Peaks with these very low prominences were excluded by applying a cut-off (excluding roughly 20% of all peaks; Supplementary Fig. 3d); this relaxed criterion is intended to encompass moderately preferred nucleosome positions, and to allow the possibility of multiple preferred nucleosome positions at any genomic nucleosomal interval. Note that more-stringent cut-offs select higher-confidence nucleosome positions and display a strongly phased arrangement of inter-nucleosomal spacing, but may overlook potentially valid but less-favoured positions (Supplementary Fig. 3e). To estimate the resolution, distance discrepancies were determined between each predicted nucleosome position and the closest position that was independently predicted from a replicate biological sample: the data resolution is defined as the mean of all discrepancies. An identical workflow was applied to genomic DNA fragmented by sonication to determine the upper limit that can be empirically measured by this approach (which is close to the resolution expected by random placement of regions at the same density; Fig. 1g, Supplementary Fig. 3f). To determine the contribution of biological or methodological variability to the estimated resolution, sequence read data from replicate samples were combined and randomly reassorted into two mock replicates (thereby eliminating any underlying differences between samples), and the same workflow was applied to the in silico reassorted mock replicate datasets. To estimate the resolution corresponding to distinct levels of sequence coverage, genomic 4 kb intervals were assigned to groups defined by coverage level (within a twofold range for each group), and the resolution and mean coverage level was determined separately for every group.

### Hierarchical clustering of samples

Reproducibility between samples was assessed by hierarchical clustering of normalised nucleosome occupancy levels, in 10 bp bins surrounding each TSS ±1 kb. Mean occupancy profiles were directly clustered based on the simple Euclidian distance between the square-root of mean levels at each relative position in each sample. To cluster individual occupancies, the distances between the occupancy levels across every promoter region in each sample and its counterpart in every other sample were calculated in the same way and averaged, to define an overall mean distance between each pair of samples.

### Nucleosomal period and footprints

To calculate the mean inter-nucleosomal period, the distance between every mapped fragment to all other fragments on the each strand within a 1 kb range was calculated, and a discrete Fourier transform was applied to the distributions of the number of occurrences of all distances on each strand separately: the period with highest magnitude signal was estimated by interpolation, and the offset in bp was calculated from the difference in phase at that period between the transformations of same-strand and opposite-strand distributions. The nucleosomal footprint was defined as the difference between the period and the offset calculated in this way. Estimation of the mean distance between peaks using a linear fit to the distribution of same-strand distances (to determine the period) and of the major peak of opposite-strand distances (to determine the nucleosomal footprint) gave comparable results (see Supplementary Fig. 4a, b, d).

### Analysis of nucleosome gaps at DNase hypersensitive sites

DNase hypersensitive sites (DHS) analysed in fibroblasts correspond to ENCODE narrowPeak annotations (GEO accession number GSM1014177). To exclude promoters, only DHS midpoints >1 kb from annotated TSSs were analysed. The midpoint of each DHS was defined as the median cut site position, that is, the position at which half of all sequence tags mapped within the DHS region are mapped on either side. Normalised nucleosome occupancies were aligned relative to this position. To identify predicted single-nucleosome-sized gaps within the ChIP-MNase data, we calculated the distances between all adjacent predicted nucleosome positions, and selected those in the range of 330–370 bp from each replicate fibroblast dataset. We considered only those gaps that were independently identified in both replicates, and that fell within 1 kb intervals with a minimum coverage of 0.025 fragments per bp (25 mapped fragments within the 1 kb range). DNase hypersensitivity data was aligned relative to the midpoint of each gap. Gaps were deemed to correspond to DHS regions if the mean density of DNase sequence tags across the 400 bp interval centred on the nucleosome gap exceeded 0.1 per bp (40 mapped tags per gap, corresponding to the highest 0.5% of genome-wide DNase sensitivity levels). Note that although 39.5% of predicted gaps were classed as DHS using this criterion, this represents a lower bound for the true fraction of gaps that are DHS, since it is limited by any inaccuracies in the predition of nucleosome positions.

### Classification of promoters

Active promoters were defined as those of genes with expression levels in non-stimulated cells (measured by RNA-seq) greater than 0.02× the mean expression level of all genes, and excluding inducible promoters. Inactive promoters were defined as those of genes with no detectable expression in non-stimulated cells (RNA-seq FPKM equal to zero) and excluding inducible promoters. Inducible promoters were defined as those of genes that exhibited a stimulus-driven increase in expression (measured by Affymetrix microarray RMA fluorescence differences) greater than 1 (for LPS-stimulated DCs) or greater than 0.35 (for TNF-α-stimulated fibroblasts), and for which the increase is statistically significant at an α-level 0.05 (by Student’s *t* test of replicate samples). CGI promoters were defined as those with a GC content of >50% and observed/expected ratio of CG-dinucleotides of >0.6 across the region spanning the TSS ± 200 bp^87^. BAF-dependent and -inhibited promoters were defined as those of genes that exhibited decreased or increased expression, respectively, in BAF-knockdown cells greater than 0.3 (measured by Affymetrix microarray RMA fluorescence differences in replicate samples).

### Hierarchical clustering of promoter classes

The relative similarity between classes of promoters was assessed by hierarchical clustering of normalised nucleosome occupancy levels, in 10 bp bins surrounding each TSS ± 1 kb. Mean occupancy profiles were directly clustered based on the simple Euclidian distance between the square-root of mean levels at each relative position in each sample. To cluster promoter classses based on occupancies at individual promoters, an equal-sized random sample of promoters was drawn from each class, and pairwise distances between the occupancy levels across each promoter region in each class were calculated in the same way from every other promoter in every other class, and the overall mean distance between each pair of classes was defined as the mean of all pairwise promoter distances. Clustering was also performed by including only active promoters with expression levels greater than the mean expression level of all genes, and excluding all inducible promoters with basal expression greater than 0.5× the mean expression level of all genes (Supplementary Fig. 7gi) or excluding all inducible promoters with non-zero gene expression (Supplementary Fig. 7gii); both of these analyses gave similar results, confirming that the observed clustering of inducible with active promoters cannot be driven by a subset of inducible promoters with the pre-stimulation expression levels that overlap those of active promoters, or even with any measurable level of expression.

### Quantitation of promoter patterning

Nucleosomal patterning at individual promoters was quantified by comparing the normalised occupancy profile at each promoter to the profile of mean normalised occupancy at all active promoters, surrounding each TSS ± 1 kb. The patterning level was calculated from the sum of the products of each normalised profile after subtracting the mean occupancy level, in 10 bp bins (Supplementary Fig. 5a–c). Inducible promoters were grouped into high- and low-patterned subsets based on their patterning levels relative to the median level determined at all inducible promoters in the same cell type.

### Hierarchical clustering of individual inducible promoters

Inducible promoters were clustered according to their level of patterning calculated using the square root of occupancy levels at each promoter position (this prevented disruption by aberrantly high occupancy levels at isolated promoter positions, and maintained consistency with the approaches used for clustering nucleosome occupancies at distinct promoter classes and cell types). Hierarchical clustering was performed using the Euclidian distances between levels, and the Ward’s minimum variance method to merge clusters.

### ChIP-seq data processing

Demultiplexed sequence data was aligned to the mouse mm9 genome using bowtie (with -v 2 -a -m 5 --maxins 2000 --tryhard for paired-end sequencing); alignment rates were around 78%. Excess duplicate reads that mapped to the exact same genomic location (corresponding to likely PCR duplicates) were eliminated if there were significantly more than expected based on the local read density in a range of ±2 bp at a *p* value of 0.05; the level of redundant reads that were filtered out at this stage was around 6%. The total number of fragments mapping to each genomic interval were counted; fragments that mapped ambiguously to more than one genomic location were counted fractionally at all aligning locations.

### Determination of polymerase pause indices

The levels of RNA pol-II S7P or of unmodified RNA pol-II (using dataset GSM1624320) at promoters and within gene bodies were calculated as the mean ChIP coverage levels across the TSS ± 500 bp (1 kb interval, for promoters) or across the region between +1 and +6 kb (5 kb interval, for gene bodies). The pause index for each promoter was defined as the ratio of pol-II levels at the promoter to the levels at the gene body.

### Public datasets used

Gene and promoter annotations are from refGene (refGene table downloaded 08112013). Datasets used to analyse gene expression in DCs (GSM624282), gene expression in fibroblasts (GSM970853), gene activation in LPS-stimulated DCs (GSM799198-9, 201-2, 204-5; series GSE32255^84^), gene activation in TNF-α-stimulated fibroblasts (GSM318681-6; series GSE12697^88^), DHSs in fibroblasts (GSM1014177), MNase-seq in fibroblasts (GSM2538320-2538343; series GSE96688), BAF-155 ChIP-seq (GSM1835955)^89–93^ and Brg1 ChIP-seq (GSM1835956 and GSM1132963) were retrieved from GEO.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All datasets generated in this study are available from the NCBI Gene Expression Omnibus (GEO) database with accession number GSE142170. The source data underlying Figs. 1g, 2c, d, and 5a, and Supplementary Figs. 2c, 3g and 9d, are provided as a source data file.

## Source Data

Source Data

# Supplementary material for: Role of cell-type specific nucleosome positioning in inducible activation of mammalian promoters
**Source:** Nat Commun. 2020 Feb 26;11:1075. doi: 10.1038/s41467-020-14950-5
**Supplement:** Supplementary file 2 — Supplementary Information

## **Role of cell-type specific nucleosome positioning in inducible activation of mammalian promoters**

Agata Oruba<sup>1</sup>, Simona Saccani<sup>2,1,3</sup> & Dominic van Essen<sup>2,1,3</sup>

### **Supplementary figures**

Supplementary figure 1

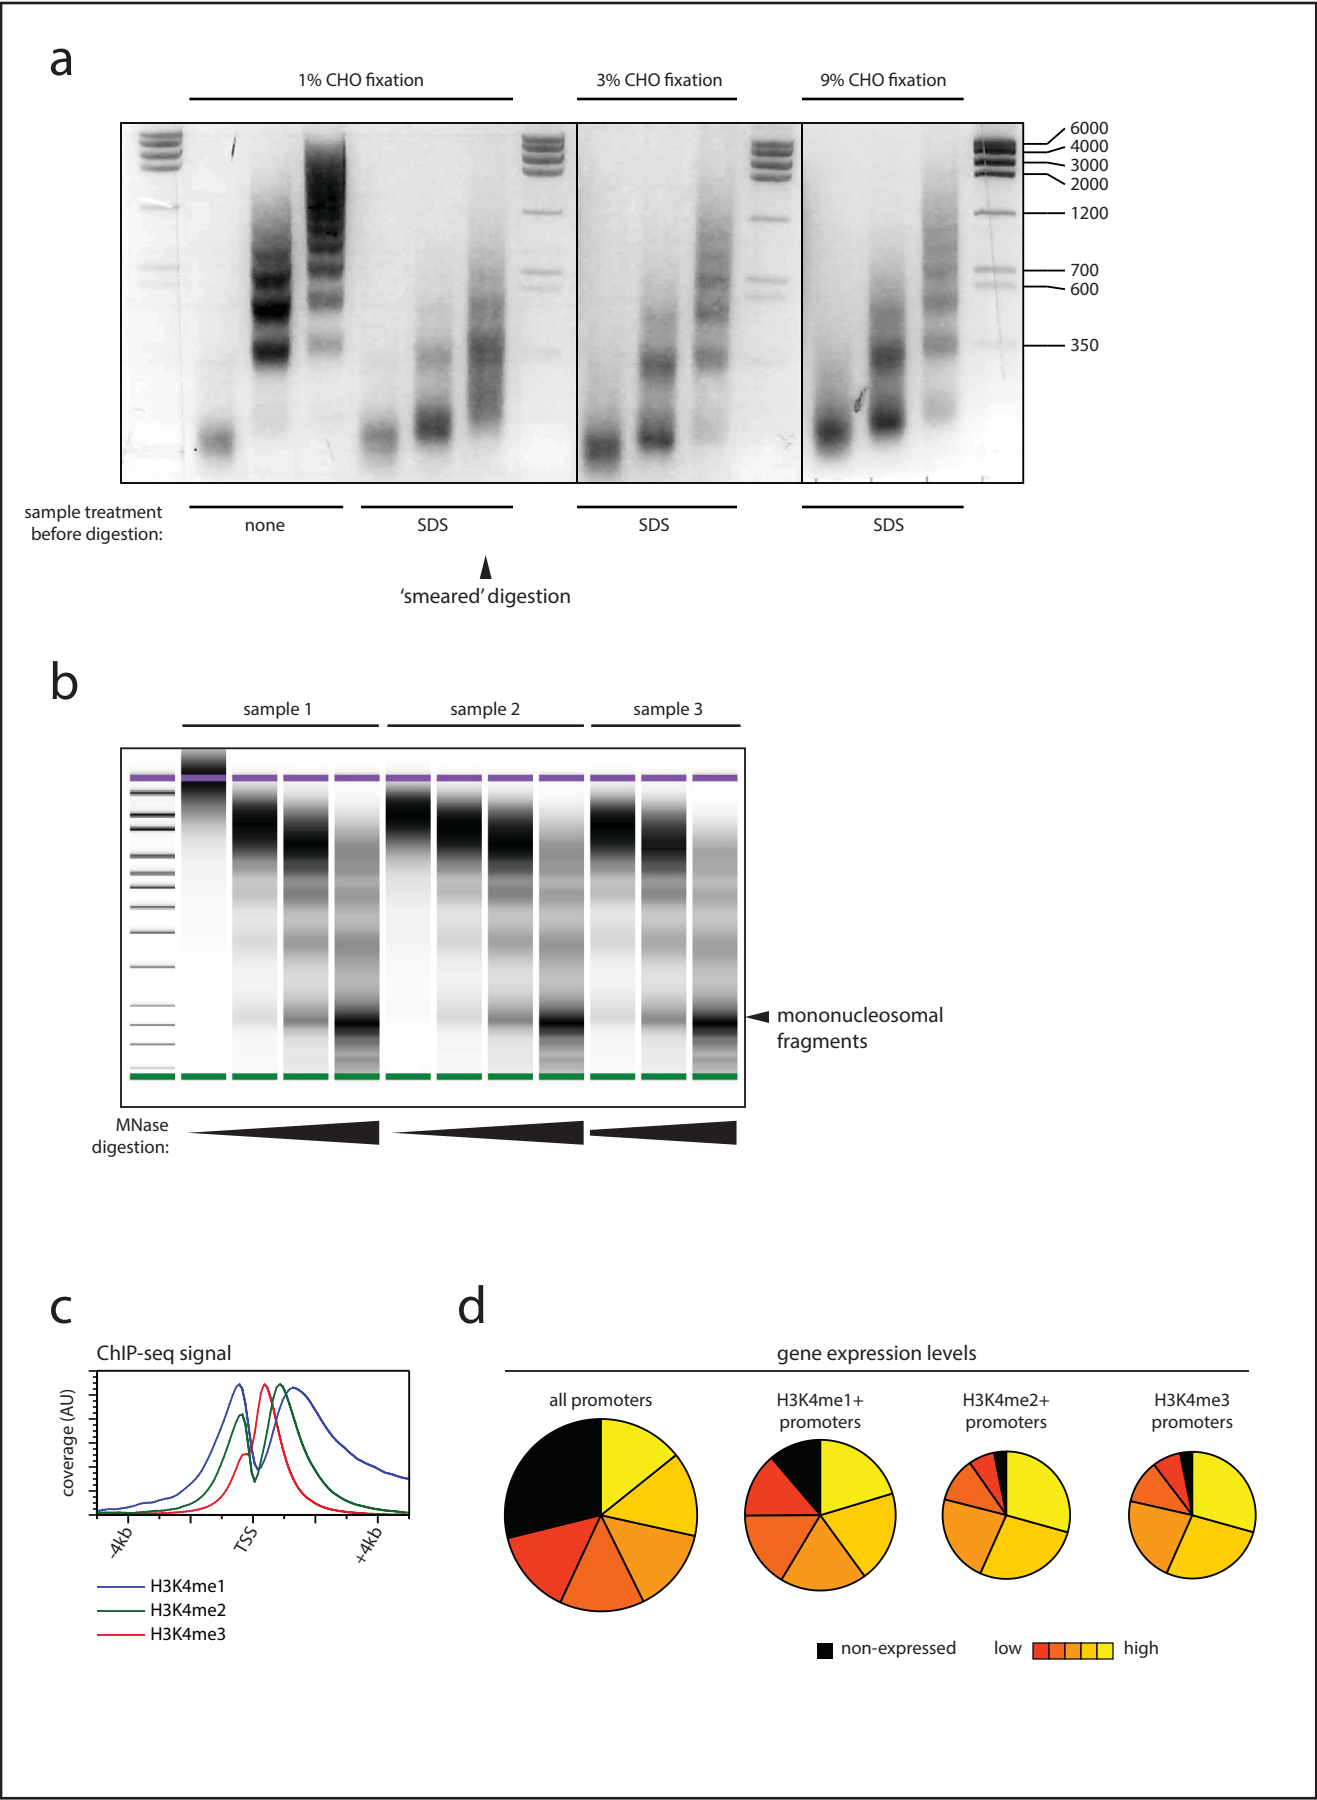

## Supplementary figure 1

### a: Strong crosslinking requirement to immobilize nucleosomes at *in vivo* positions

Agarose gel electrophoresis of DNA fragments produced by MNase digestion of samples prepared using different fixation conditions and treatments: in this series of pilot experiments, we observed that insufficient cross-linking can allow 'smearing' of the characteristic nucleosomal ladder of MNase-digested chromatin, particularly when samples were exposed to conditions typically used during ChIP, implying that strong fixation is required to confidently ensure that the pattern of DNA protection measured *in vitro* indeed reflects the original *in vivo* nucleosome positioning.

Cells were cross-linked using mild (1% formaldehyde; left panel), strong (3% formaldehyde, middle panel) or very strong (9% formaldehyde; right panel) conditions, and chromatin was prepared using either non-denaturing conditions (left panel, lanes 2-4), or using conventional ChIP buffers including SDS (other lanes). Each group of 3 lanes represent DNA fragments resulting from digestion with 50, 5 and 0.5 units of MNase. Mildly-crosslinked samples exhibit a clearly-defined nucleosomal 'ladder' under native conditions, but the fragment sizes appear 'smeared' when exposed to SDS (lane 7, indicated). This effect is reduced or abolished at higher levels of crosslinking (middle & right panels, 3<sup>rd</sup> lanes). This phenomenon highlights that nucleosomes on non-crosslinked chromatin are potentially free to move or partially unwind and allow MNase cleavage at normally-protected sites, which would lead to mistakenly inferred nucleosome positions based on digestion sites. Throughout this study, cells were fixed using 4% formaldehyde to immobilize nucleosomes at their *in vivo* positions, and no SDS treatment was used during ChIP. Note that the increased presence of high molecular-weight fragments in natively-prepared chromatin samples is due to the reduced efficiency of initial fragmentation by sonication.

### b: Unchanged mononucleosomal fragment size across a range of digestion levels

Capillary electrophoresis of representative examples of ChIP-MNase samples prepared using varying levels of MNase digestion. Lane 1: molecular size markers; lanes 2 & 6: non-MNase-digested H3K4me1-ChIP DNA (note the high mean fragment size range of approximately 3-10kb used for ChIP-MNase); lanes 3-5, 7-9 & 10-12: titrated on-beads digestion of chromatin after ChIP, using 0.25, 1.25 and 2.5 units of MNase. The same titration was performed for all ChIP-MNase samples in this study, and digested samples with approximately 80% mononucleosomal fragments (indicated) were used for sequencing and analysis (corresponding to digestion with 2.5 units MNase for each of the 3 samples depicted here). Note that within this range of digestion levels, the apparent size of mononucleosomal DNA fragments is largely unchanged, with only a low amount of sub-nucleosomal fragments appearing at the highest MNase dose used: thus, under the fixation (4% formaldehyde) and sample preparation conditions used, we do not detect significant nucleosome unwinding/movement or digestion within the nucleosome footprint.

### c,d: H3K4me1 marks active and inactive promoters

c. Mean profiles of H3K4me1 (blue<sup>89</sup>), H3K4me2 (green<sup>90</sup>) and H3K4me3 (red<sup>89</sup>) ChIP-seq coverage surrounding all promoters in fibroblasts. The broad profile of H3K4me1 makes it suitable as a mark to isolate promoters together with their upstream and downstream flanks. In addition, the progressively narrowing of the genomic regions that are marked by increasing levels of H3K4 methylation indicates that the broad H3K4me1 coverage at promoters cannot generally be lost during gene activation by hypermethylation to H3K4me2 or H3K4me3.

d. Proportion of promoters of non-expressed and expressed genes among all promoters (left) or among those represented within the upper 50% of total ChIP-seq coverage for H3K4me1 (left centre), H3K4me2 (right centre) or H3K4me3 (right), in fibroblasts. Expressed genes are divided into 5 equal quantiles indicated by colour. The size of each pie-chart is proportional to the fraction of all promoters represented within the upper 50% of total ChIP-seq coverage in each case. Note that H3K4me2 and H3K4me3 strongly enrich

for promoters of expressed genes, and among these they strongly enrich for those of the most highly-expressed genes. H3K4me1 exhibits much higher coverage at inactive promoters, and does not enrich to a large extent for promoters of highly-expressed genes.

# Supplementary figure 2

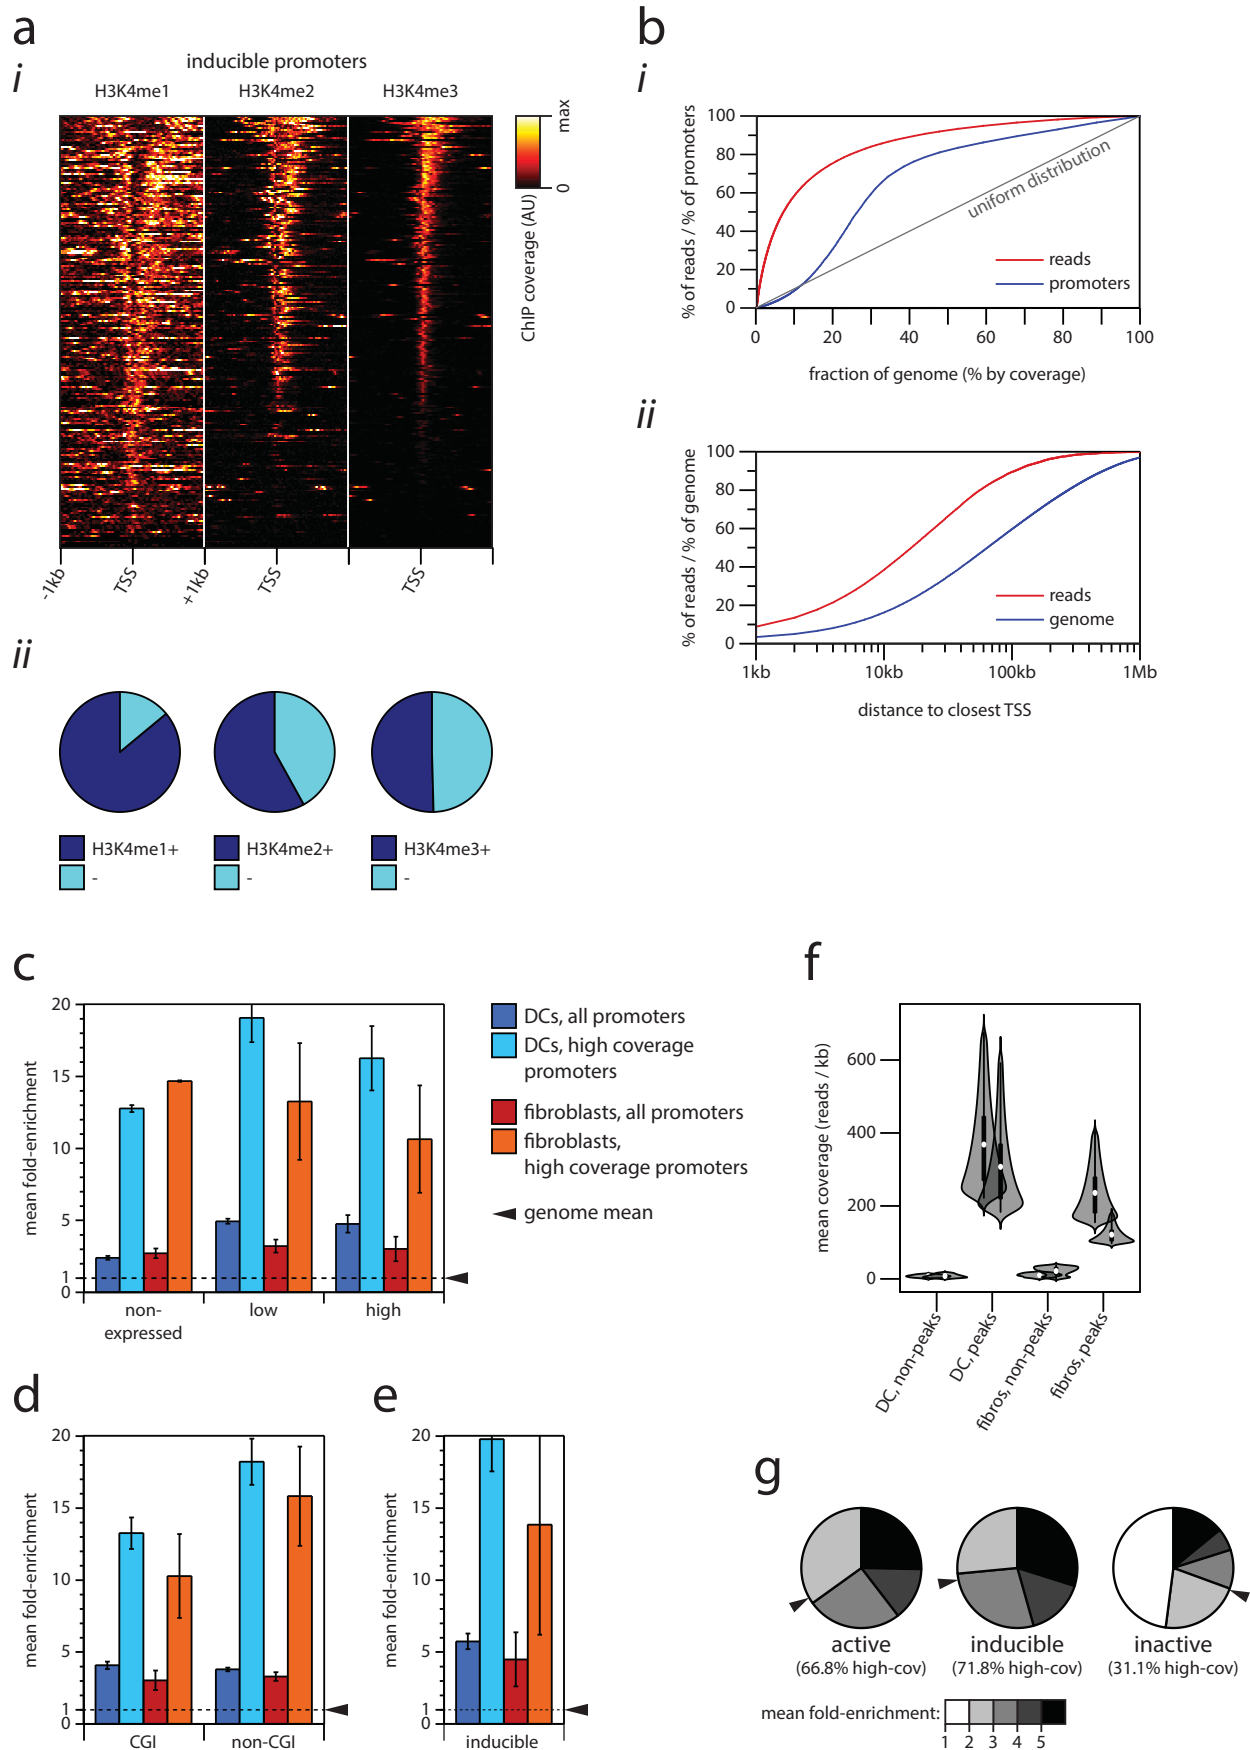

## Supplementary figure 2

### a: H3K4me1 marks inducible promoters

i. Heatmaps of ChIP coverage of H3K4me1 (left), H3K4me2 (middle) & H3K4me3 (right) surrounding inducible promoters in fibroblasts. ii. Fraction of inducible promoters that are represented within (blue) or absent from (cyan) the upper 50% of total ChIP-seq coverage for H3K4me1 (left), H3K4me2 (middle) and H3K4me3 (right). Note that only H3K4me1 exhibits high coverage across the majority of inducible promoters.

### b: H3K4me1 ChIP-MNase enriches for a specific fraction of the genome including promoter-proximal regions

Cumulative fractions of ChIP-MNase sequencing reads (i and ii), fractions of annotated promoters (i) or fractions of the genome (ii) contained within a specified fraction of the genome defined by decreasing coverage (i), or within a specified distance to the closest annotated TSS (ii). 50% of sequence reads or of promoters (y-axis, panel i) fall within the highest-coverage 6.9% or 26.1% of the genome (x-axis, panel i), respectively. 39.1% of sequence reads (y-axis, panel ii) fall within 10kb of an annotated TSS (x-axis, panel ii), compared to 16.3% of the genome. The straight line in panel i ('uniform distribution') indicates the cumulative fraction of sequencing reads expected from uniform (non-enriched) distribution across the genome.

### c-e: Highly-enriched sequence coverage by H3K4me1 ChIP-MNase at different classes of promoters

Fold-enrichment of sequence coverage by H3K4me1 ChIP-MNase within 2kb regions surrounding different promoter classes, compared to the level corresponding to uniform genomic coverage ('genome mean'; indicated as 1-fold). Blue: DCs, all promoters; Cyan: DCs, highest-coverage 10% of promoters; Red: fibroblasts, all promoters; Orange: fibroblasts, highest-coverage 10% of promoters. Promoters are divided into classes corresponding to those of non-expressed, low-expressed and high-expressed genes (panel c), CGI-containing and non-CGI containing promoters (panel d), or inducible promoters (panel e). Coverages of all promoter classes analysed are significantly enriched by H3K4me1 ChIP-MNase, both considering all promoters (mean enrichments of 2.4- to 5.7-fold) and considering the highest-coverage promoters (mean enrichments of 8.4- to 15-fold). Source data are provided as a source data file.

### f: ChIP specificity measured by coverage at peak regions

Distributions of coverage levels at ChIP peak regions (defined as the genomic intervals with the 5% highest coverage, excluding the top 0.5% [that may contain possible alignment or genome assembly artefacts]) and non-peak regions (defined as all genomic intervals with less than median coverage), in replicate samples of H3K4me1 ChIP-MNase in DCs and fibroblasts. Thick bars indicate limits of quartiles; dots indicate means.

### g: Proportions of promoter sets used for analysis

Pie-charts depicting the proportions of active (i), inducible (ii) or inactive (iii) promoters in DCs, with mean fold-enrichments by H3K4me1 ChIP-MNase that exceed the indicated levels (white: mean enrichment greater than 1-fold; black: mean enrichment greater than 5-fold, compared to uniform genomic coverage). Arrowheads indicate the fraction of promoters belonging to each set that were used for analysis in this study (labelled below each pie).

# Supplementary figure 3

**a**

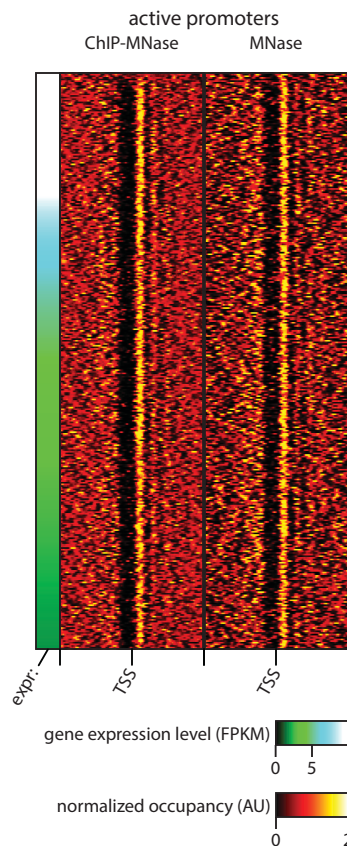

**d**

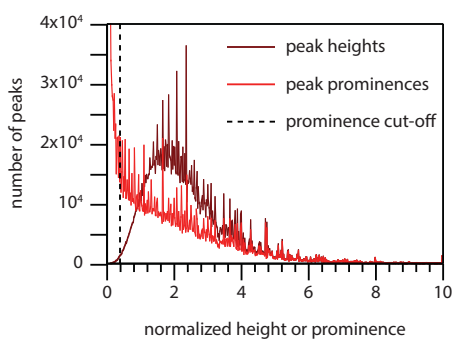

**e**

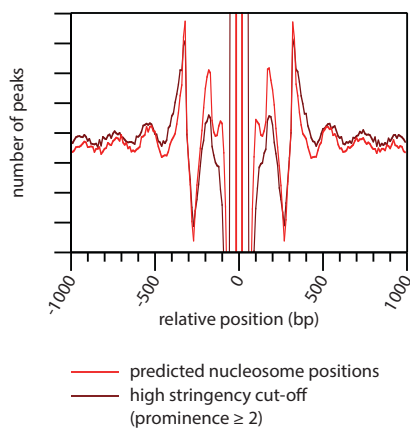

**b**

**i**

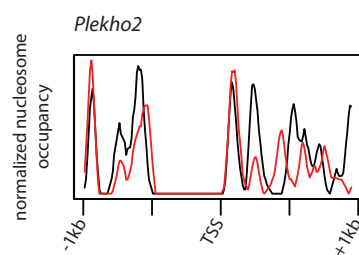

**iii**

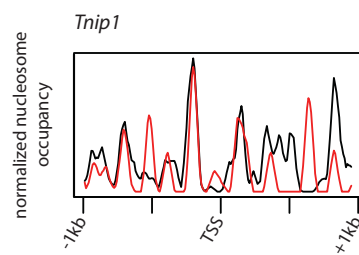

**ii**

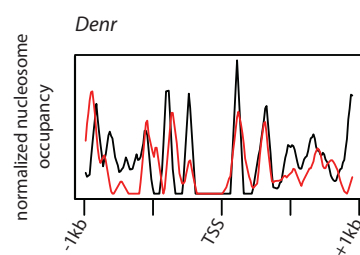

**iv**

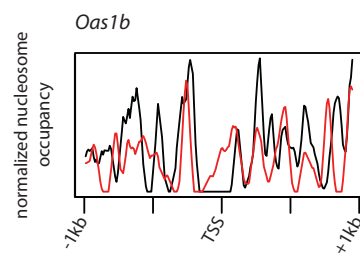

**c**

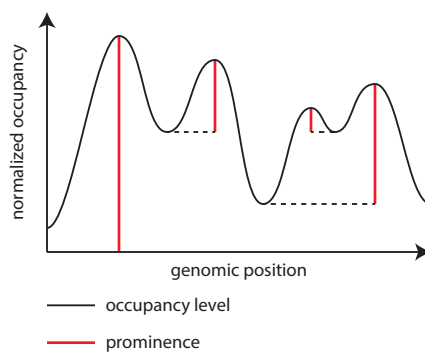

**f**

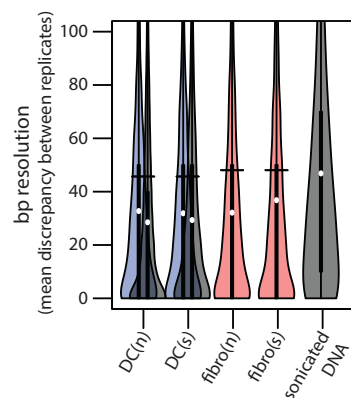

**g**

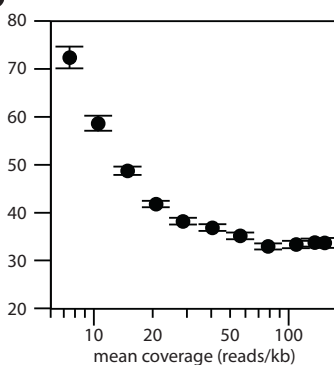

### Supplementary figure 3

a,b: Comparison of H3K4me1 ChIP-MNase and whole-genome MNase at example promoters

a. Heatmap of nucleosome occupancy levels surrounding active promoters in fibroblasts, measured by H3K4me1 ChIP-MNase-seq, or by whole-genome MNase-seq; sidebar indicates corresponding gene expression levels.

b. Normalized nucleosome occupancy profiles in non-stimulated fibroblasts across individual promoters of the *Plekho2* (i; expressed in fibroblasts), *Denr* (ii; expressed in fibroblasts), *Tnip1* (iii; inducible in fibroblasts) and *Oas1b* (iv; non-expressed in fibroblasts) genes, measured by H3K4me1 ChIP-MNase-seq, or by whole-genome MNase-seq. Whole-genome MNase-seq data is pooled from<sup>91</sup>). Note that the level of coverage mapping to promoters in the whole-genome MNase-seq data analysed here (27 reads kb<sup>-1</sup>) is lower than the level attained by ChIP-MNase (≥50 reads kb<sup>-1</sup> at all promoters analysed), despite a substantially higher total sequencing depth (whole-genome MNase-seq: 192M total sequenced fragments; ChIP-MNase-seq: 37-40M sequenced fragments per replicate). Normalized occupancy levels across 10bp bins at TSS ±1kb measured by H3K4me1 ChIP-MNase and by genome-wide MNase-seq are correlated with Pearson's  $r=0.27$  ( $p=3.0 \times 10^{-7091}$ ).

c-e: Prediction of nucleosome positions by topographic prominence

c. Cartoon illustrating prominences of example peaks. Dotted lines indicate the lowest valley separating each peak from an adjacent higher peak (the 'key col'); red lines indicate the prominence of each peak (the height above the key col). Note that the prominence of each peak is not directly related to its height, and that minor perturbations in the profile typically have low prominence, even if the height may be large at that position: see also figure 1e.

d. Distributions of heights (maroon) and prominences (red) of all peaks defined as local maxima in normalized ChIP-MNase data from non-stimulated DCs, with the cut-off used to exclude measurement noise indicated (dotted line). 20% of peaks with prominences below the cut-off are excluded from predicted nucleosome positions, whereas less than 0.02% of peaks have heights below this level.

e. Distributions of relative distances for predicted nucleosome positions used in this study (red; corresponding to the prominence cut-off illustrated in panel d), or for high-stringency predicted positions (maroon; using a prominence cut-off of 2). Both distributions display a strongly phased pattern, with a period matching to the mean inter-nucleosome spacing. Note that high-stringency prediction excludes less-favoured alternative positions at shorter relative distances (small peaks detectable at relative position ±90bp).

f,g: Estimated resolution of predicted nucleosome positions

f. Resolution of predicted nucleosome positions, calculated as the mean discrepancy between replicate samples as in figure 1f. Blue violins: observed resolution of DC datasets; red violins: observed resolution of fibroblast datasets; grey violins ('DC[n]' and 'DC[s]'): resolution simulated by random sampling to eliminate biological variation; grey violins ('sonicated DNA') observed discrepancies calculated between mock nucleosome predictions using replicate samples prepared from randomly-fragmented (sonicated) DNA; lines: expected resolution based on random placement with matched mean density. Thick bars indicate limits of quartiles; dots indicate means.

g. Resolution of predicted nucleosome positions at different levels of local sequence coverage. Nucleosome positions were calculated at sampled genomic locations with different selected ranges of mean coverage, and the resolution at each sample was determined separately. Note that the discrepancy between replicates rises when mean coverage is below approximately 30 reads per kb. Mean coverage levels at promoters from samples in this study were 53 reads/kb (DCs) or 37 reads/kb (fibroblasts), and only promoters with ≥50 reads/kb were used for analysis (corresponding to 53% of all genomic

annotated promoters). Error bars indicate standard error of the mean (SEM). Source data are provided as a source data file.

Supplementary figure 4

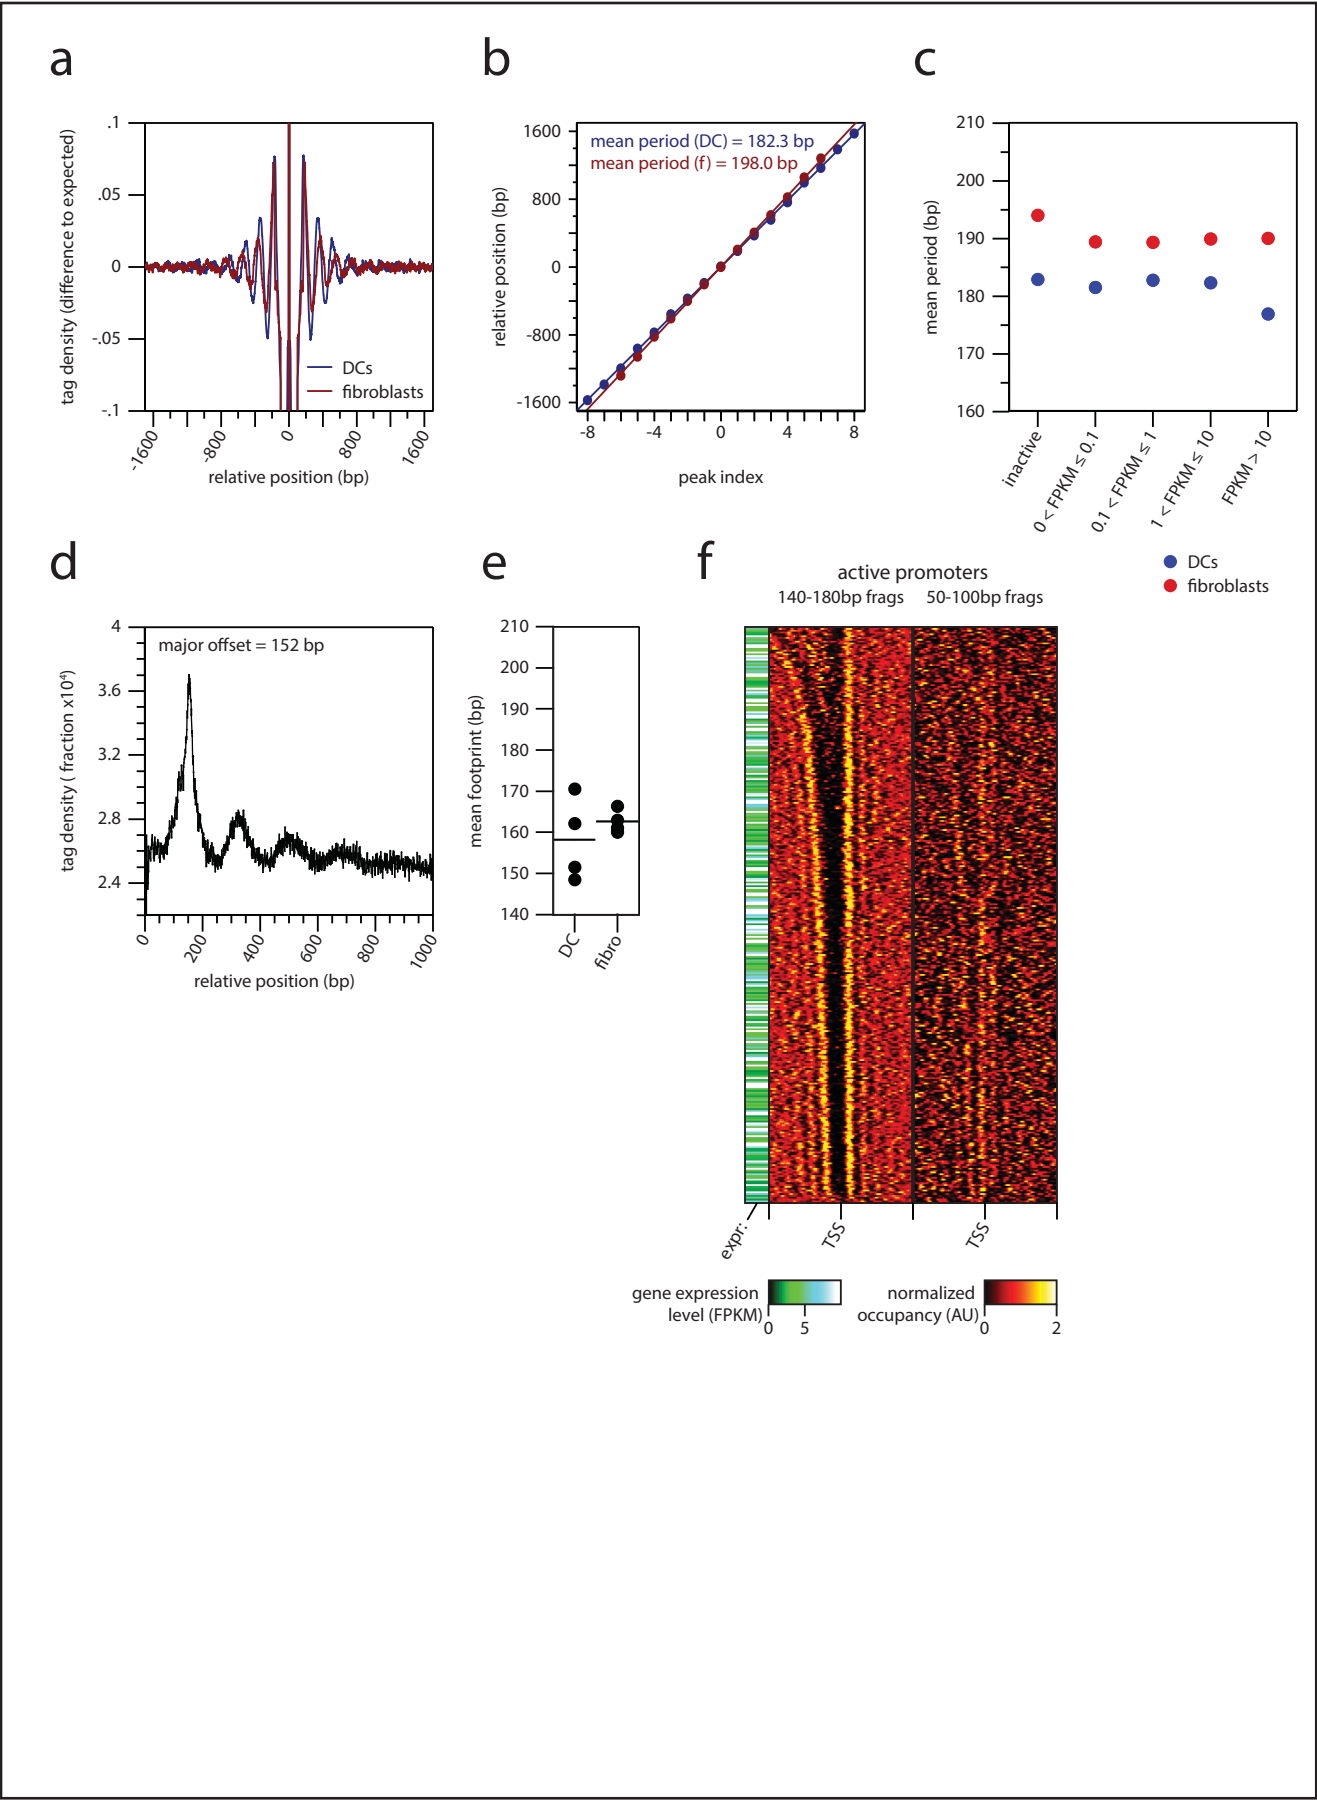

## Supplementary figure 4

### a-e: Periodicity of ChIP-MNase tags and mean nucleosome spacing

a. Example distributions of genomic distances between locations of nearby ChIP-MNase digestion fragment ends that are mapped on the same strand, in DCs (blue) and fibroblasts (red). Tag density is reported as the fractional difference to the level expected from uniform recovery across sliding 200bp windows.

b. Relative positions of local peaks in the distributions shown in panel a. Line is linear fit, with gradient corresponding to the mean inter-peak (and hence inter-nucleosomal) period. Coefficient of determination: DC:  $R^2=0.9997$ , fibroblasts:  $R^2=0.9996$ .

c. Mean nucleosome period within 5kb regions surrounding different promoter classes in ChIP-MNase datasets from DCs (blue) and fibroblasts (red). Promoters are grouped according to the expression levels of their associated transcripts, measured by RNA-seq and indicated in FPKM. Note that the mean nucleosomal period in fibroblasts is longer than in DCs when analysis is restricted to promoter regions, and also at all measured gene expression levels.

d. Example distribution of genomic distances between locations of nearby ChIP-MNase digestion fragment ends that are mapped on opposite strands. Only positive offsets are shown, representing reads that point towards each other. The distance of the major offset between fragment ends on opposite strands, which corresponds to the first peak in the distribution, reflects the major size of fragments that are protected from MNase digestion (the nucleosome 'footprint').

e. Mean nucleosomal footprint in replicate ChIP-MNase samples from DCs and fibroblasts. Note that unlike the nucleosomal period (panels a-c and figure 2a), which is determined entirely by the *in vivo* nucleosome position, the footprint may also be affected by sample preparation steps, which could contribute to greater variance between replicates. Dots indicate replicate samples; lines denote mean values.

### f: Detection of TSS-proximal subnucleosomal fragments

Heatmap of occupancy levels surrounding active promoters in fibroblasts measured by H3K4me1 ChIP-MNase-seq analysis of 140-180bp (nucleosome footprint-sized) DNA fragments (left) or 50-100bp (subnucleosomal) DNA fragments (right); promoters are sorted by the predicted start site of antisense transcription (as<sup>22</sup>); sidebar indicates corresponding gene expression levels. As reported previously<sup>36,92</sup>, TSS-proximal regions which exhibit depleted occupancy by nucleosome-sized particles nevertheless appear to be partially protected by digestion-sensitive (or subnucleosome-sized) particles; these have been proposed to reflect the presence of 'fragile nucleosomes'<sup>30,93</sup>, but might also represent binding by other particles that differ from canonical nucleosomes<sup>34-36</sup>.

Supplementary figure 5

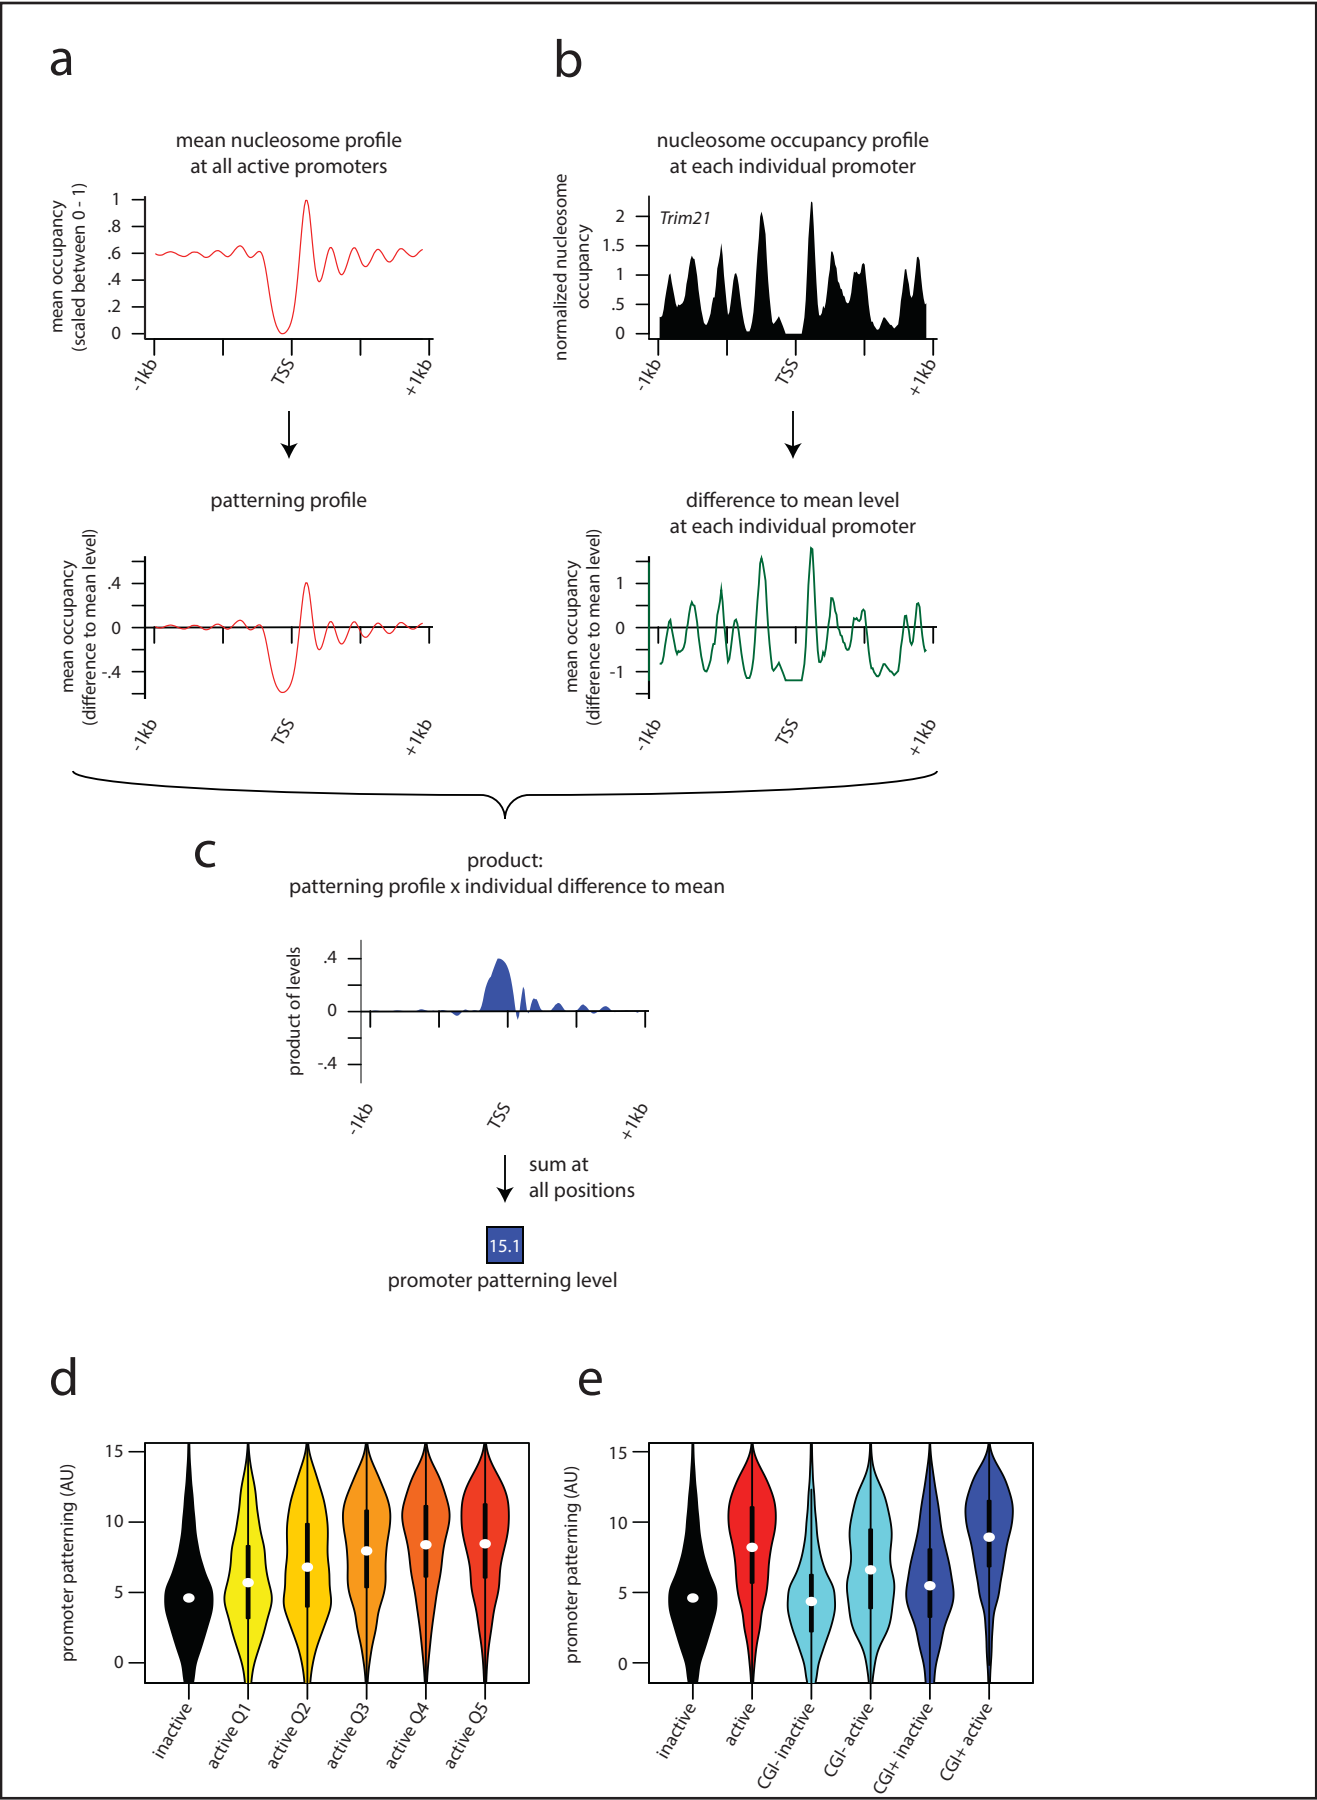

## Supplementary figure 5

### a-c. Quantitation of promoter patterning

- a. The profile of mean nucleosome occupancy across all active promoters  $\pm 1$ kb was re-scaled to span the range from zero to one (representing the lowest and highest observed mean occupancy levels, respectively; upper panel). A patterning profile was generated by subtracting the mean occupancy level across the entire 2kb interval: thus, high-magnitude positive or negative values reflect the promoter positions with strongly favoured or disfavoured nucleosome occupancies at active promoters (lower panel).
- b. Similarly, the normalized nucleosome occupancy profile across each individual promoter (upper panel; illustrated by the profile across the *Trim21* promoter) was transformed by subtracting the mean normalized nucleosome occupancy level across all promoters to generate a profile of differences to the mean level at each position (lower panel).
- c. At each promoter, the value of the patterning profile (panel a) was multiplied by the value of the difference to the mean at that promoter (panel b) in every 10bp bin across the promoter region  $\pm 1$ kb (upper panel). This has the effect of heavily weighting nucleosome occupancies at highly favoured or disfavoured locations, which primarily encompass the NDR at the TSS, the +1 nucleosome, and gaps between the first few phased nucleosomes. The sum of the resulting products at all promoter regions was used to define the overall patterning level at each promoter.

Note that for hierarchical clustering of individual promoters, the same procedure was applied to the square-root of individual promoter normalized nucleosome occupancies, to reduce the disruptive effect of aberrantly high occupancy levels at isolated positions in a small fraction of promoters.

### d,e: Quantified nucleosome patterning at different promoter classes

Promoter patterning levels were quantified as the closeness of the nucleosome occupancy profile at each promoter to the mean pattern at all active promoters in DCs; high values indicate highly 'patterned' promoters with a clear NDR, and typically-positioned +1 nucleosome and 'phased' downstream nucleosomes; low values indicate 'non-patterned' promoters which lack an NDR and/or at which nucleosome positions differ substantially from the typical distribution.

- d. Patterning levels of promoters of non-expressed genes ('inactive'), and those of expressed genes divided into 5 equal quantiles of increasing activity level ('Q1' - 'Q5'). Note that all sets of active promoters contain 'patterned' promoters that significantly exceed the fraction among inactive promoters. Percentage of promoters with patterning greater than the highest quartile of inactive promoters: Q1: 38% ( $p=5.5 \times 10^{-36}$ ); Q2: 50% ( $p=8.2 \times 10^{-124}$ ); Q3: 63% ( $p=1.2 \times 10^{-283}$ ); Q4: 70% ( $p=4.9 \times 10^{-388}$ ); Q5: 70% ( $p=3.9 \times 10^{-393}$ ).

- e. Patterning levels of all inactive promoters; all active promoters; and inactive or active promoters separated according to whether their sequences correspond to a CpG island ('CGI+' and 'CGI-'). 

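Strongly patterned promoters were counted from the recalculated patterning levels in non-stimulated DCs, with CGI calls made from the genome sequence. Above the upper quartile of all inactive promoters lay 65.3% of 5780 active promoters with a CGI (95% Wilson interval 64.1 to 66.6%) and 35.3% of 2379 without (33.4 to 37.2%). Among inactive promoters these shares were 36.4% of 769 with a CGI and 21.4% of 2445 without.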

Percentage of promoters with patterning greater than the highest quartile of inactive promoters: active: 67% ( $p=5.2 \times 10^{-1090}$ ); CGI- inactive: 22% ( $p \approx 1$ ); CGI- active: 48% ( $p=3.7 \times 10^{-5}$ ); CGI+ inactive: 37% ( $p=7.9 \times 10^{-13}$ ); CGI+ active: 76% ( $p=5.7 \times 10^{-1084}$ ). All p-values are two-tailed Mann-Whitney U tests.

Supplementary figure 6

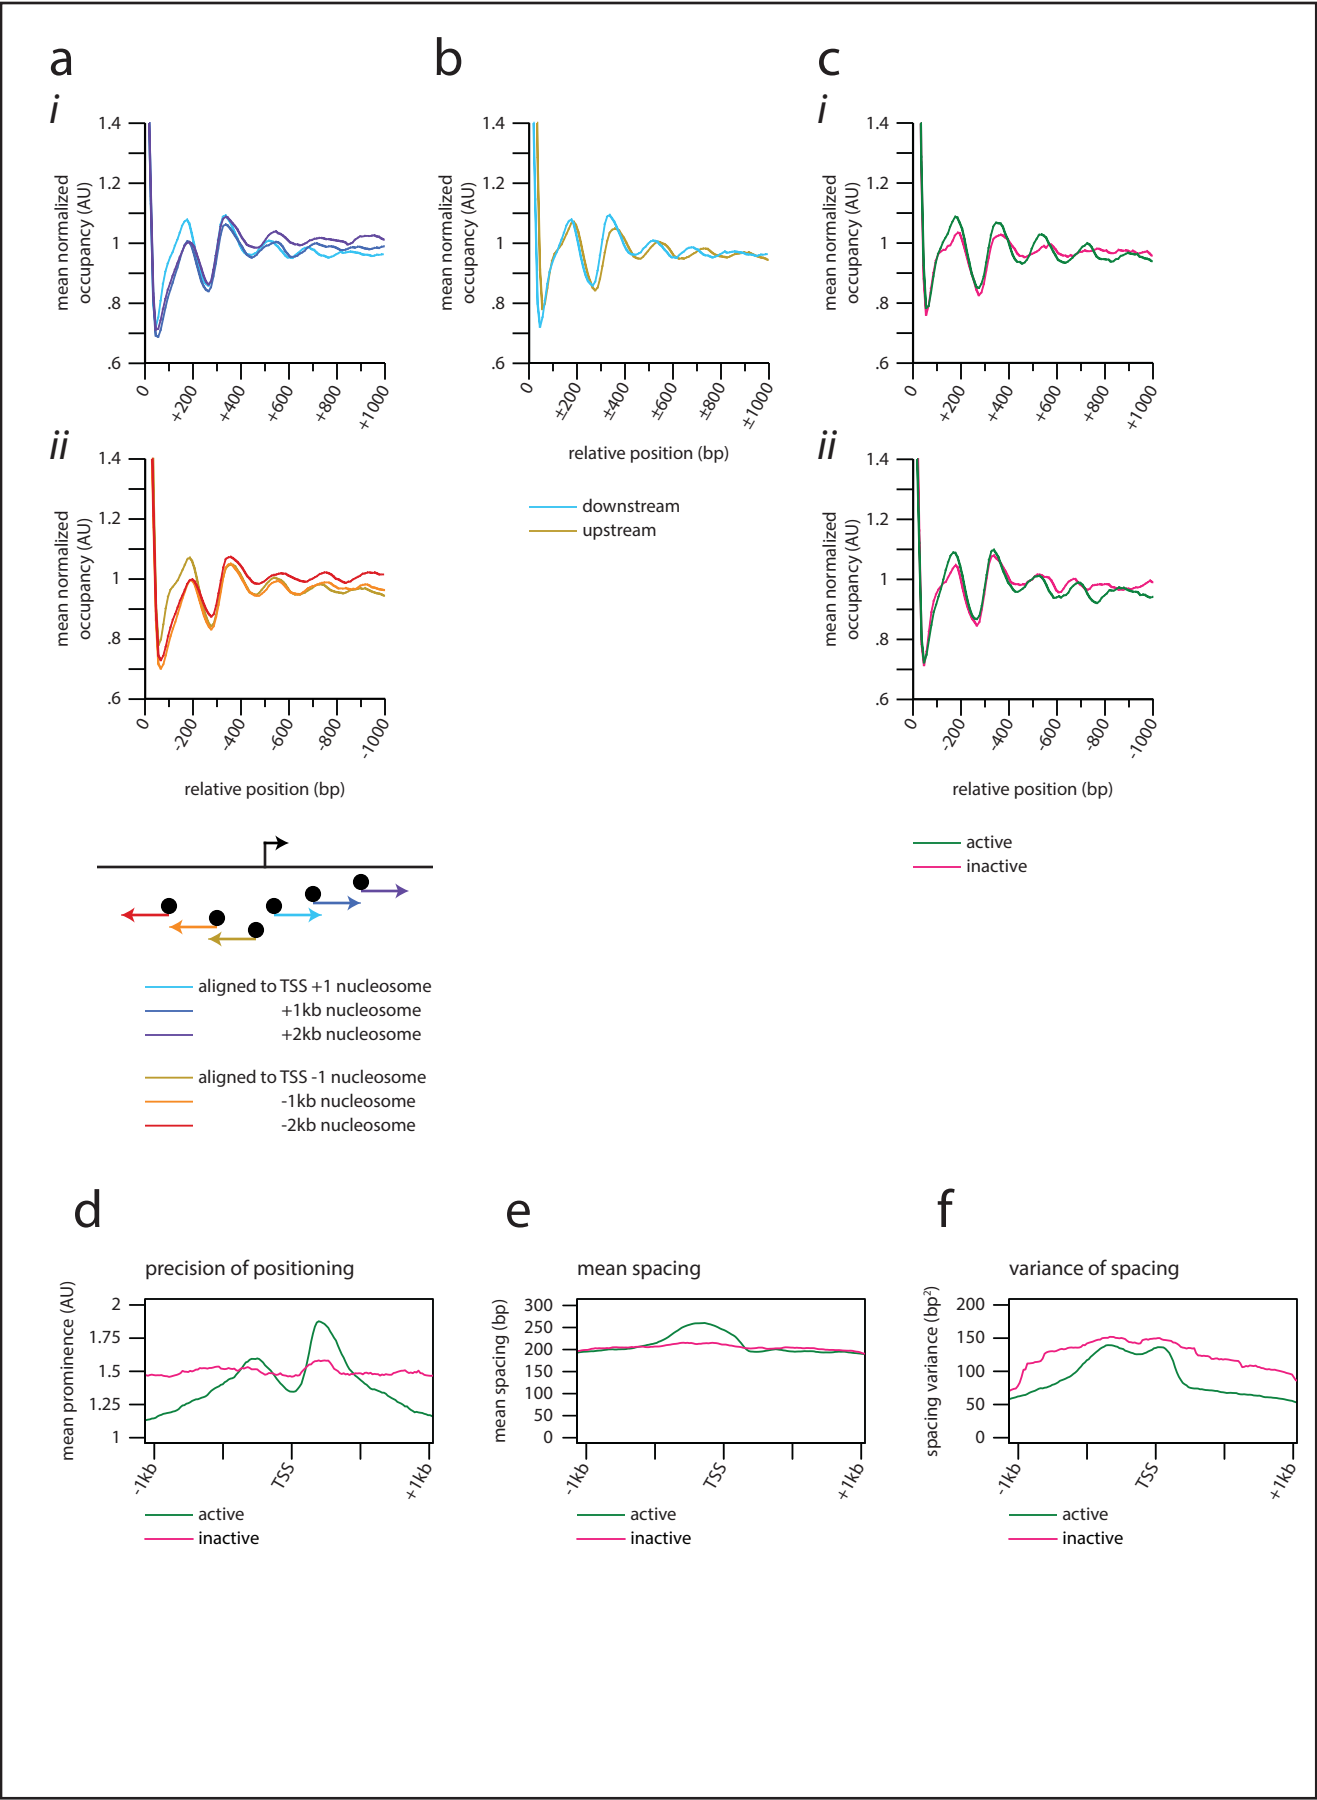

## Supplementary figure 6

### a-c: Nucleosome phasing at promoters

Nucleosome occupancy profiles across genomic intervals aligned to predicted nucleosome positions. In panels a-c, nucleosome occupancies at each individual locus are re-aligned to the position of the predicted nucleosome midpoint at or closest to the indicated position, and the occupancy profile represents the mean of all re-aligned loci. Thus, the very high value at position 0 (corresponding to the position to which each locus is aligned) is a consequence of the alignment strategy. Each profile is normalized to a mean value of 1 across the interval shown, to enable direct comparison of the different curves.

a. Nucleosome phasing at different distances downstream (i) or upstream (ii) of transcriptional start sites. Profiles are aligned to the predicted positions of +1 (cyan) or -1 (yellow) nucleosomes, or of the closest nucleosomes to locations at +1kb (blue), +2kb (purple), -1kb (orange) or -2kb (red) relative to each TSS. Although the nucleosome immediately adjacent to +1 and -1 nucleosomes show greater prominence than those adjacent to more distal nucleosomes, the subsequent magnitude of phasing is similar at all distances from the TSS. Note that the proximal downstream nucleosomes (in the range 0 to +1kb relative to the TSS) show a detectably shorter period.

b. Nucleosome phasing upstream and downstream of TSSs. Profiles are aligned to the predicted positions of +1 (downstream, cyan) or -1 (upstream, yellow) nucleosomes. The magnitude of phasing is similar for upstream and downstream nucleosomes, although downstream nucleosomes show a shorter period.

c. Nucleosome phasing at active (green) and inactive (red) promoters, downstream (i) or upstream (ii) of TSSs. Profiles are aligned to the predicted positions of +1 (downstream, i) or -1 (upstream, ii) nucleosomes. The magnitude of phasing is greater at active than inactive promoters, most obviously for downstream nucleosomes (located within the transcribed region).

### d-f: Precision of nucleosome positioning and mean & variance of internucleosome spacing at promoters

Profiles of mean prominence of peaks (d), or of the mean (e) and variance (f) of peak-peak spacing, at active (green) and inactive (magenta) promoters. Observed nucleosome phasing - the periodicity of profiles of mean occupancies averaged across multiple genomic loci - depends on precise nucleosome placement in the same position at all alleles of each individual locus (quantified by prominence, d); as well as on consistent internucleosomal spacing at each locus (quantified by mean and variance, e,f). Inactive promoters display more-precise nucleosome positioning at TSS-distal regions (higher mean prominences, d) but larger variation in internucleosome spacing (f), which together account for the modest reduction in observed phasing (panel c).

Supplementary figure 7

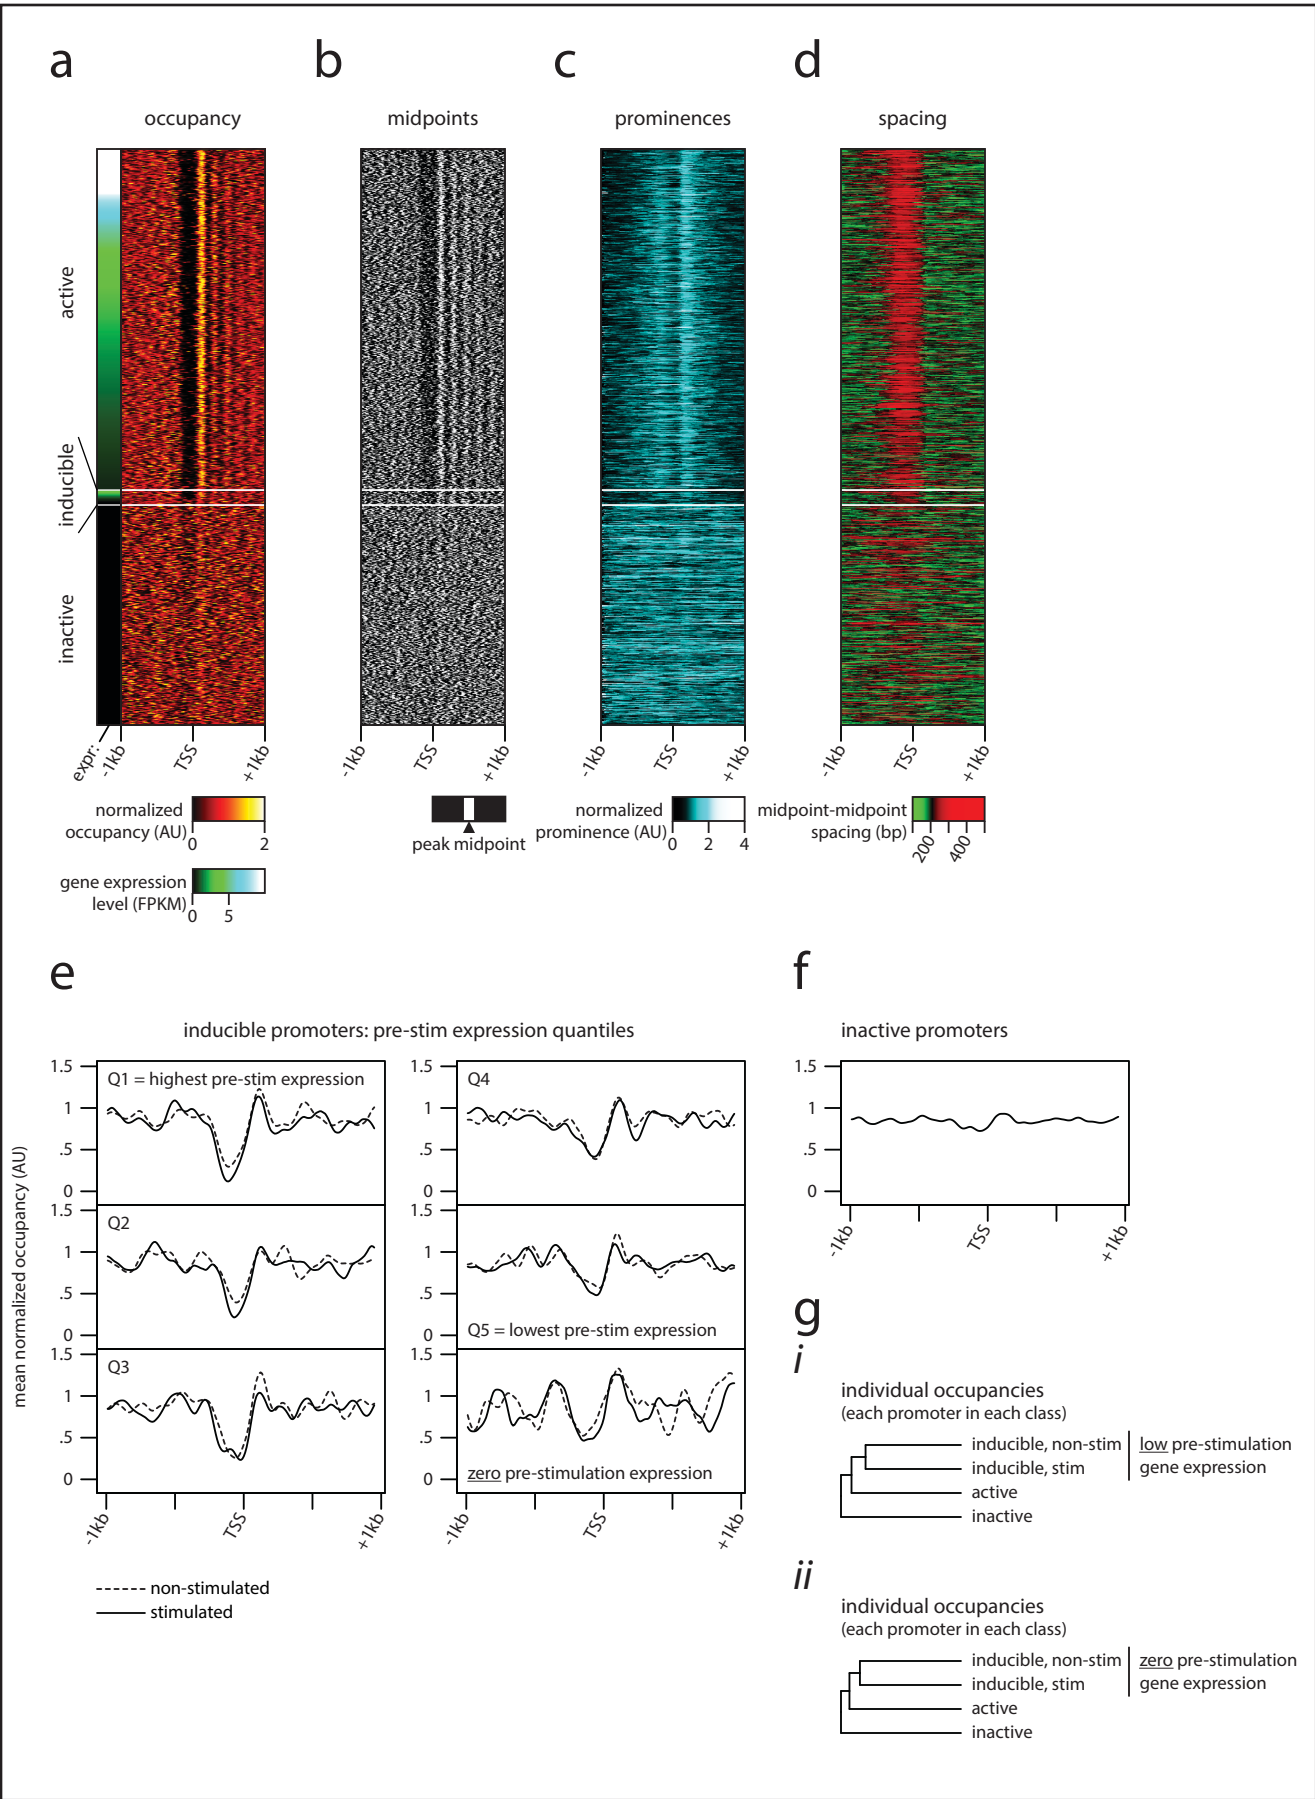

## Supplementary figure 7

a-d: Nucleosome occupancies, predicted midpoints, peak prominences and internucleosome spacings at promoters.

Heatmaps of nucleosome occupancy levels (a), positions of predicted nucleosome midpoints (b; see figure 1e and supplementary figure 3c), peak prominences (c; reflecting the precision of nucleosome positioning at each allele; see supplementary figure 3c), and internucleosome spacing (d; calculated as the distance between adjacent predicted midpoints) surrounding active (top), inducible (middle) and inactive (bottom) promoters in DCs; sidebar indicates corresponding gene expression levels (level for inducible promoters represents non-stimulated cells).

e-g: Nucleosome patterning at inducible promoters resembles that at active promoters

e,f. Profiles of mean nucleosomal occupancies at inducible (e) and inactive (f) promoters in non-stimulated (dotted lines) and LPS-stimulated (solid lines) DCs. Inducible promoters are divided into those with detectable pre-stimulation activity, grouped into 5 equal quantiles of increasing activity level according to pre-stimulation mRNA levels of the associated transcripts (Q1: highest - Q5: lowest), or those with no detectable transcripts in non-stimulated cells. Mean occupancy profiles of all inducible promoter groups display a clear NDR as well as a prominent +1 nucleosome.

g. Hierarchical clustering of nucleosome occupancies from distinct sets of promoters, applied to individual levels at each promoter separately: i. including only inducible promoters with low pre-induction gene expression levels (so that pre-induction mRNA abundances associated with active promoters & inducible promoters do not overlap); ii. including only inducible promoters with no detectable transcripts in non-stimulated cells (so that the pre-induction absence of mRNA is identical between inactive & inducible promoters).

Supplementary figure 8

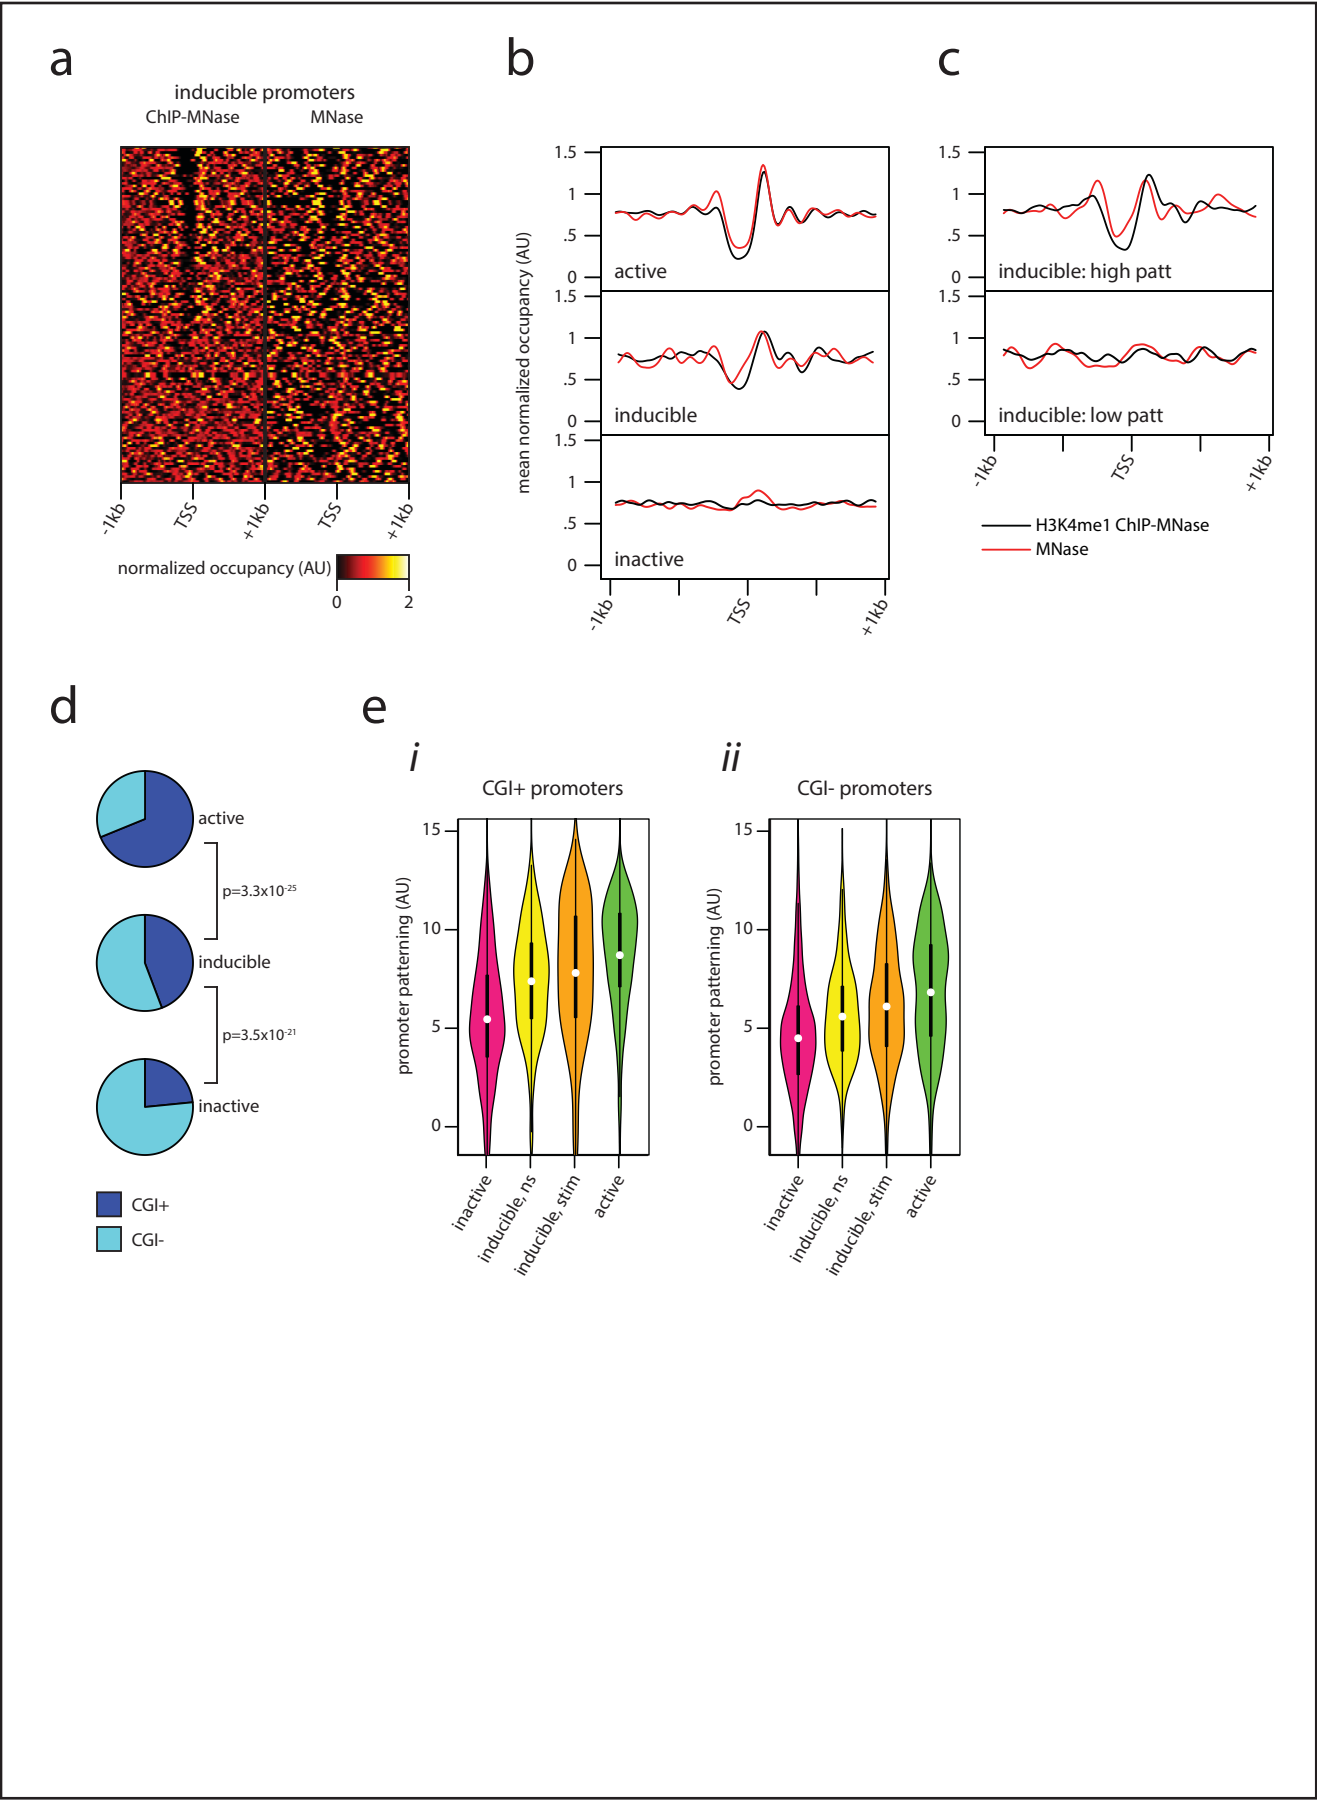

## Supplementary figure 8

a-c: Nucleosome patterning at inducible promoters is detectable in whole-genome MNase-seq data

H3K4me1 ChIP-MNase profiles compared to genome-wide MNase profiles generated in the same cell-type (fibroblasts), to verify that patterning detected at inducible promoters does not arise as a consequence of preferential recovery of a minority of patterned alleles by the H3K4me1 ChIP-MNase technique.

a. Heatmap of nucleosome occupancy levels surrounding inducible promoters in non-stimulated fibroblasts, measured by H3K4me1 ChIP-MNase-seq, or by whole-genome MNase-seq, sorted by the closeness of nucleosomal patterning at each promoter to the mean pattern at active promoters to reveal the heterogeneous patterning of inducible promoters.

b,c. Profiles of mean nucleosomal occupancies at inducible, active and inactive promoters (b), or at inducible promoters separated into subsets exhibiting high or low patterning (c), in non-stimulated fibroblasts, measured by H3K4me1 ChIP-MNase-seq, or by whole-genome MNase-seq<sup>91</sup>. Note that the level of coverage mapping to promoters in the whole-genome MNase-seq data analysed (27 reads kb<sup>-1</sup>) is lower than the level attained by ChIP-MNase ( $\geq 50$  reads kb<sup>-1</sup> at all promoters analysed). Mean occupancy profiles of inducible promoter groups display a clear NDR as well as a prominent +1 nucleosome in both ChIP-MNase and MNase datasets (b), and inducible promoters that are assigned as high- or low-patterned based on ChIP-MNase retain these characteristics in MNase datasets (c; see also panel a).

d,e: Nucleosome patterning at CGI+ and CGI- promoters

d. Proportions of CGI+ (blue) and CGI- (cyan) promoters among active (top), inducible (middle) and inactive promoters.

e. Patterning levels of promoters of different classes of CGI+ (i) and CGI- (ii) promoters. Among both CGI+ and CGI- promoters, inducible promoters contain a significant number with high patterning levels compared to inactive promoters. 

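From the recalculated levels, 48.0% of 123 inducible promoters with a CGI lay above the upper quartile of inactive promoters in non-stimulated DCs (95% Wilson interval 39.3 to 56.7%) and 52.8% after LPS (44.1 to 61.4%). Of 136 inducible promoters without a CGI, 39.0% did so before (31.2 to 47.4%) and 36.8% after stimulation (29.1 to 45.1%). The intervals of each set overlap between the states.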

Percentage of promoters with patterning greater than the highest quartile of all inactive promoters: CGI+ inducible, non-stimulated: 61% ( $p=3.8 \times 10^{-26}$ ); CGI+ inducible, stimulated: 65% ( $p=1.8 \times 10^{-30}$ ); CGI- inducible, non-stimulated: 34% ( $p=1.3 \times 10^{-3}$ ); CGI- inducible, stimulated: 43% ( $p=6.0 \times 10^{-10}$ ). All p-values are two-tailed Mann-Whitney U tests.

Supplementary figure 9

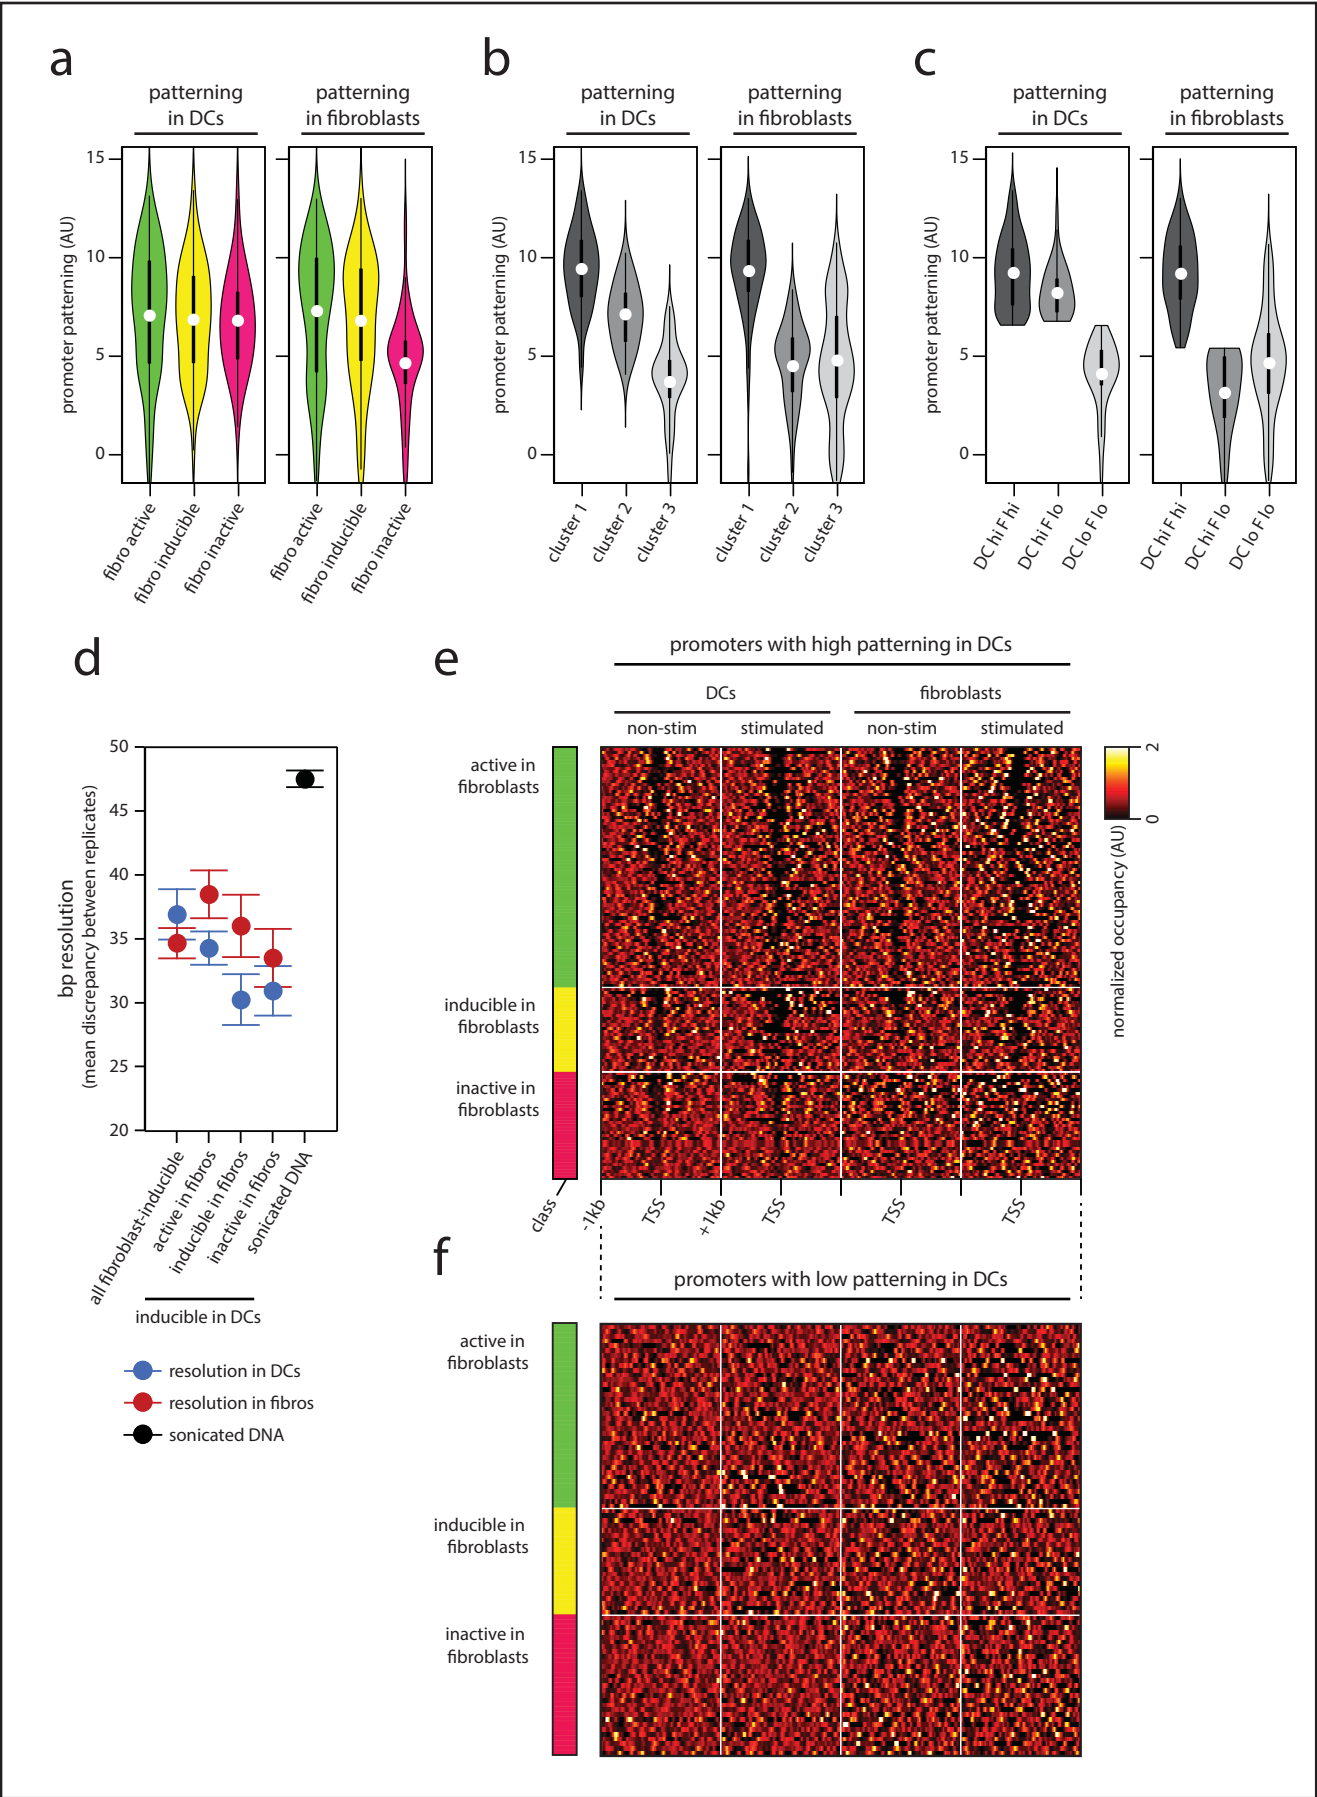

## Supplementary figure 9

a-c: Quantified patterning levels of inducible promoter subsets.

a-c. Violin plots of quantified promoter patterning levels in DCs (left panels) and fibroblasts (right panels), at promoters that are inducible in DCs, grouped by their activity class in fibroblasts (a, as figure 4a), sorted by hierarchical clustering of weighted nucleosome profiles (b, as figure 4b), or grouped by promoter nucleosome patterning levels (c, as figure 4c). (a) Differences between all groups in DCs, and between active and inducible promoters in fibroblasts, are non-significant ( $p > 0.16$  for all pairwise comparisons); significances of differences to inactive promoters in fibroblasts: active promoters:  $p = 2.5 \times 10^{-6}$ ; inducible promoters:  $p = 3.7 \times 10^{-4}$ . (b) Significances of differences to cluster 3 in DCs: cluster 1:  $p = 4.8 \times 10^{-25}$ ; cluster 2:  $p = 3.7 \times 10^{-17}$ ; significances of differences to cluster 1 in fibroblasts: cluster 2:  $p = 4.2 \times 10^{-21}$ ; cluster 3:  $p = 1.0 \times 10^{-16}$ ; clusters 2 and 3 in fibroblasts are not significantly different ( $p = 0.84$ ). (c) Significances of difference between 'DC hi F hi' and 'DC lo F lo' groups in fibroblasts:  $p = 1.6 \times 10^{-17}$  (two-tailed Mann-Whitney U test). Thick bars indicate limits of quartiles; dots indicate means.

d: Resolution of predicted nucleosome positions, at distinct promoter sets.

Resolution of predicted nucleosome positions mapping to distinct promoter sets, calculated as the mean discrepancy between replicate samples (as figure 1g). Note that among DC-inducible promoters, the accuracies of predicted nucleosome positions at promoters that are inactive in fibroblasts is comparable or higher than those of other promoter classes, indicating that the absence of detectable 'patterning' at these promoters does not arise as a consequence of low data quality or resolution. Error bars indicate standard error of the mean (SEM). Source data are provided as a source data file.

e,f. The activities in fibroblasts of promoters that are inducible & patterned in DCs can be predicted from their nucleosome patterning

Heatmap of nucleosome occupancy levels surrounding promoters that are inducible in DCs, in non-stimulated & LPS-stimulated DCs (left panels) and in non-stimulated and TNF- $\alpha$ -stimulated fibroblasts (right panels), as in figure 4a. Promoters are grouped by their activity class in fibroblasts, indicated by sidebar: active (top, green), inducible (middle, yellow), or inactive (bottom, red), and sorted within this by their level of patterning.

e. Promoters with high patterning in DCs: note that promoters that are active or inducible in fibroblasts exhibit predominantly high patterning, with a prominent NDR and often a typically-positioned +1 nucleosome; promoters that are inactive in fibroblasts do not exhibit any clear promoter nucleosome patterning. Thus, for this set of promoters, the level of nucleosome patterning in fibroblasts is partially predictive of their activity in this cell-type.

f. Promoters with low patterning in DCs: note that promoters within this set do not exhibit any clear promoter nucleosome patterning, irrespectively of whether they are transcriptionally active, inducible or inactive in this cell-type.

# Supplementary figure 10

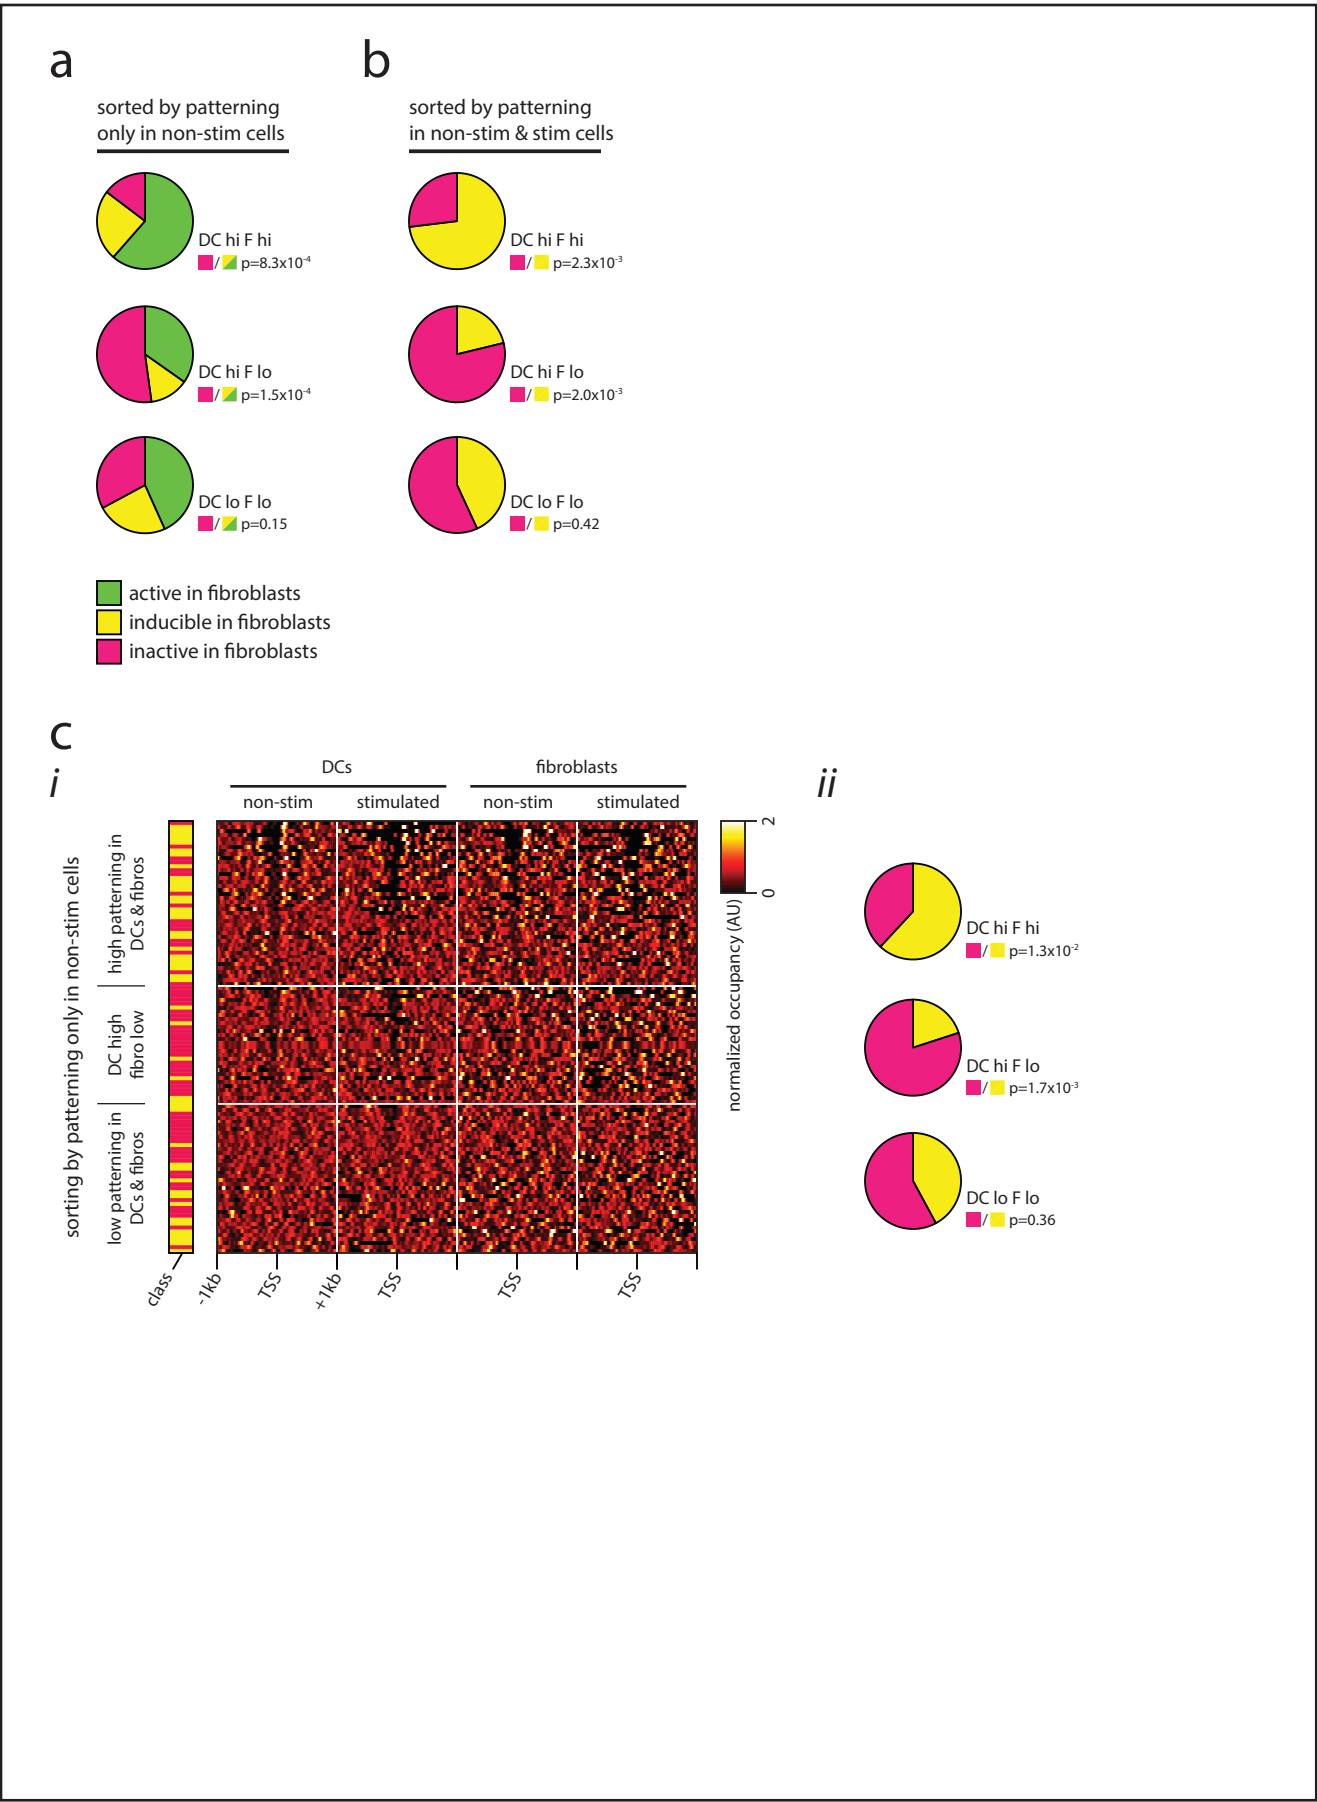

## Supplementary figure 10

a-c: Nucleosome patterning in non-stimulated cells can predict the stimulus-inducible behaviour of many promoters

- a. Pie charts summarizing the behaviour in fibroblasts of promoters that are inducible in DCs, as in figure 4c, here grouped by promoter nucleosome patterning levels only in non-stimulated cells. P-values indicate the significance of enrichment or depletion of promoters that are inactive compared to those that are active or inducible in fibroblasts. Active and inducible promoters were not statistically distinguishable ( $p > 0.05$  for all groups).
- b. Pie charts summarizing the behaviour in fibroblasts of promoters that are inducible in DCs, grouped as in figure 4c, here considering only promoter classes that are not active in non-stimulated fibroblasts.
- c. i. Heatmap of nucleosome occupancy levels as in figure 4a-c, here grouped by promoter nucleosome patterning levels only in non-stimulated cells and considering only promoter classes that are not active in non-stimulated fibroblasts. ii. Pie charts summarizing the proportion of each promoter class in each group. P-values indicate the significance of enrichment or depletion of promoters that are inactive compared to those that are inducible in fibroblasts. Among the groups of promoters that exhibit high patterning in DCs, 82% of fibroblast-inducible promoters exhibit high patterning in non-stimulated fibroblasts (expected: 58%;  $p = 1.6 \times 10^{-3}$ ), and 60% of fibroblast-inactive promoters exhibit low patterning in non-stimulated fibroblasts (expected: 42%;  $p = 6.3 \times 10^{-3}$ ). All p-values are two-tailed binomial tests.

# Supplementary figure 11

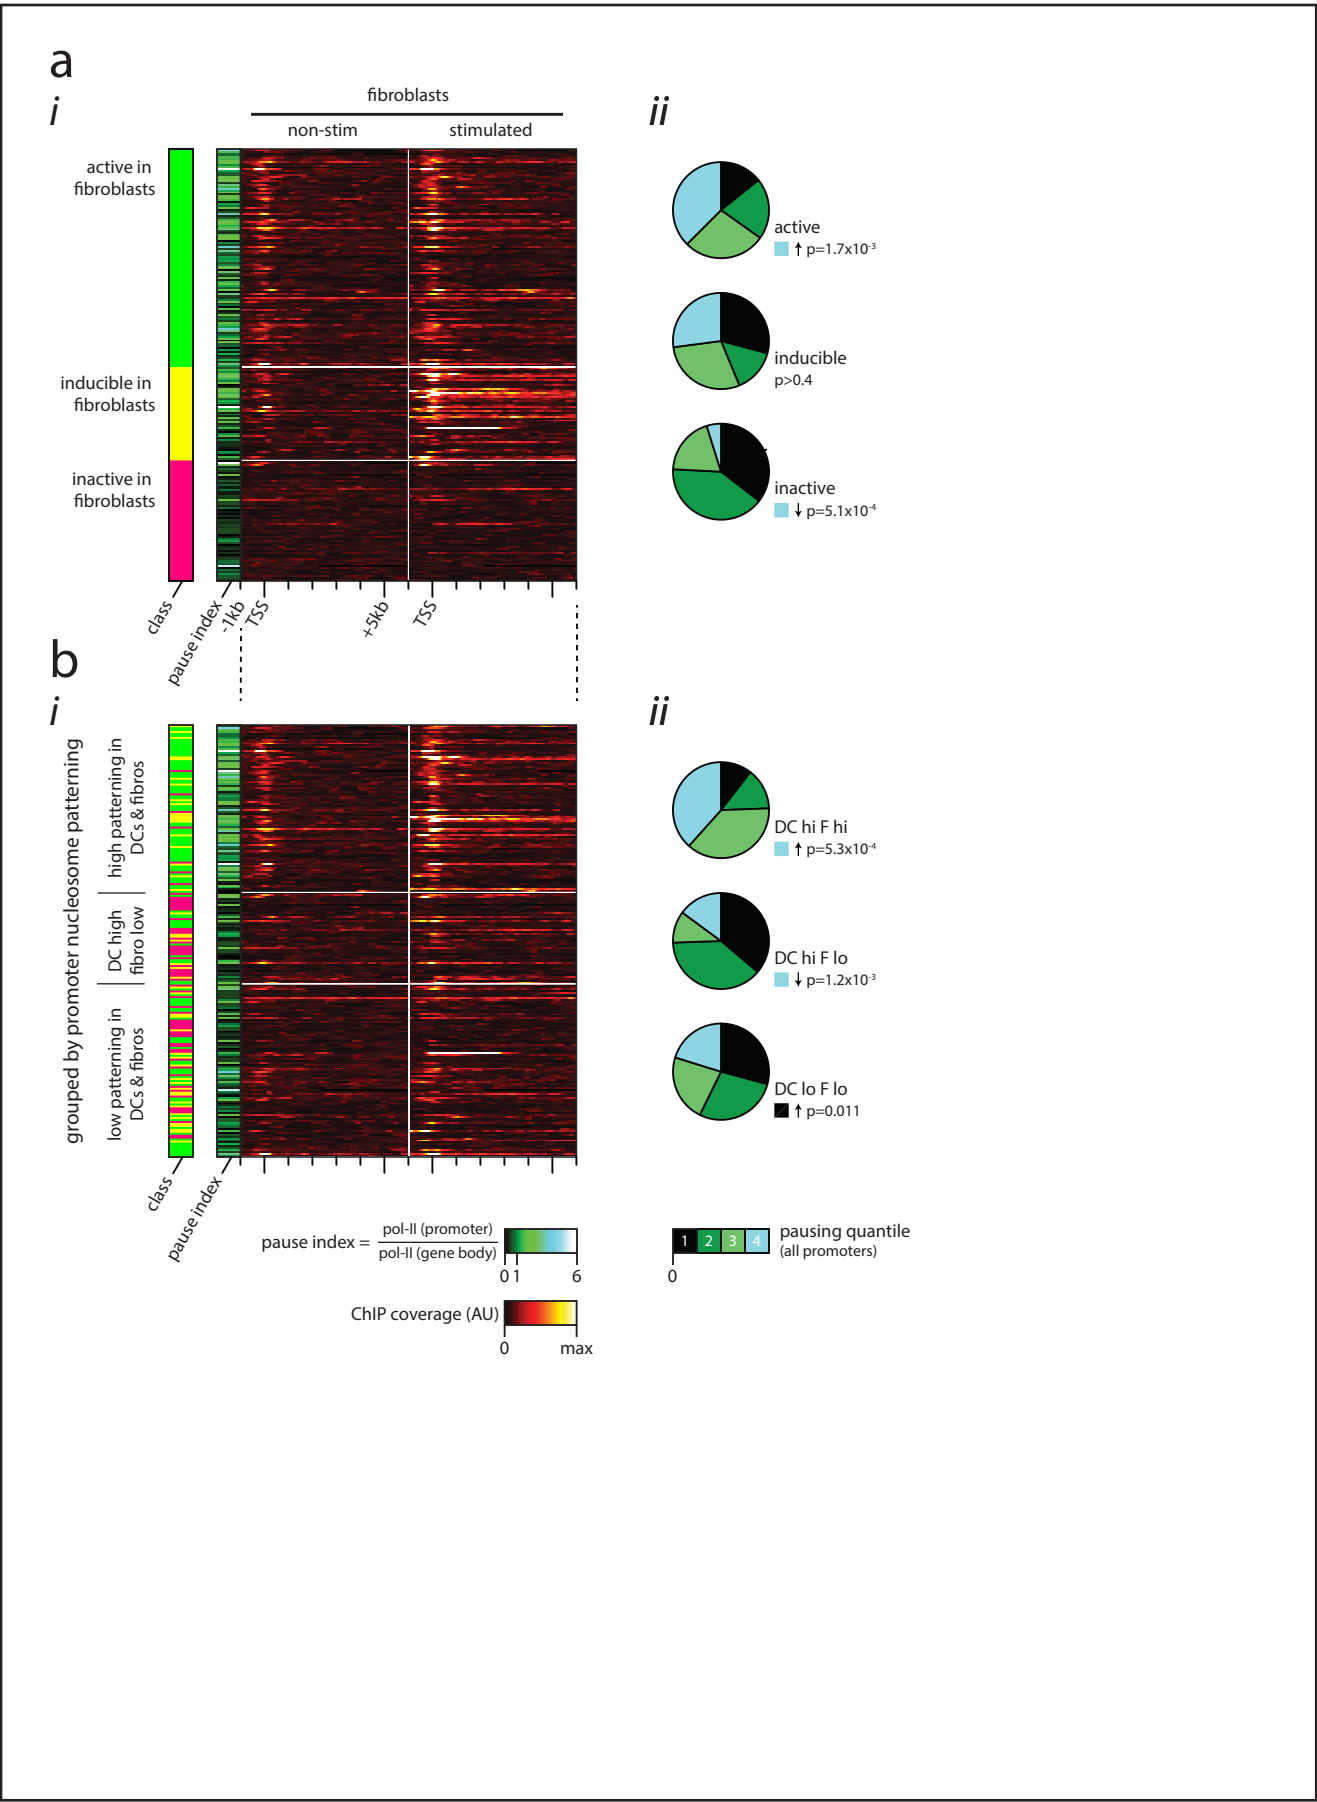

## Supplementary figure 11

a,b: Promoters that are consistently active or inducible in different cell-types are enriched for paused RNA pol-II

a. i. Heatmaps of ChIP coverage of RNA pol-II S7P surrounding promoters that are inducible in DCs, grouped by their activity class in fibroblasts as in figure 4a and indicated by left sidebar. The 'Pause index' sidebar indicates the ratio of pol-II S7P density in non-stimulated cells at each promoter ( $\pm 500$ bp) to the mean density across the first 5kb of the gene body. ii. Pie charts summarizing the proportion of promoters in each group that have pause indices falling within each of 4 quantiles, based on the distribution of pause indices of all annotated promoters. P-values indicate the significance of enrichment or depletion of promoters with the indicated pausing indices compared to the fraction in all promoters (two-tailed binomial test).

b. i. Heatmaps of ChIP coverage of RNA pol-II S7P as in panel a, grouped by promoter nucleosome patterning levels as in figure 4c. ii. Pie charts summarizing the proportion of promoters in each group with pausing indices as in panel j. P-values indicate the significance of enrichment or depletion of promoters with the indicated pausing indices compared to the fraction in all promoters (two-tailed binomial test). Paused promoters are strongly enriched within the group of promoters that are patterned in fibroblasts. Note that the distribution of pause indices at all fibroblast-inducible promoters is not significantly different from the distribution at all promoters. Similar results were obtained analysing promoter occupancy by total RNA pol-II (based on ChIP data using an antibody specific for the Rpb N-terminus; not shown).

Supplementary figure 12

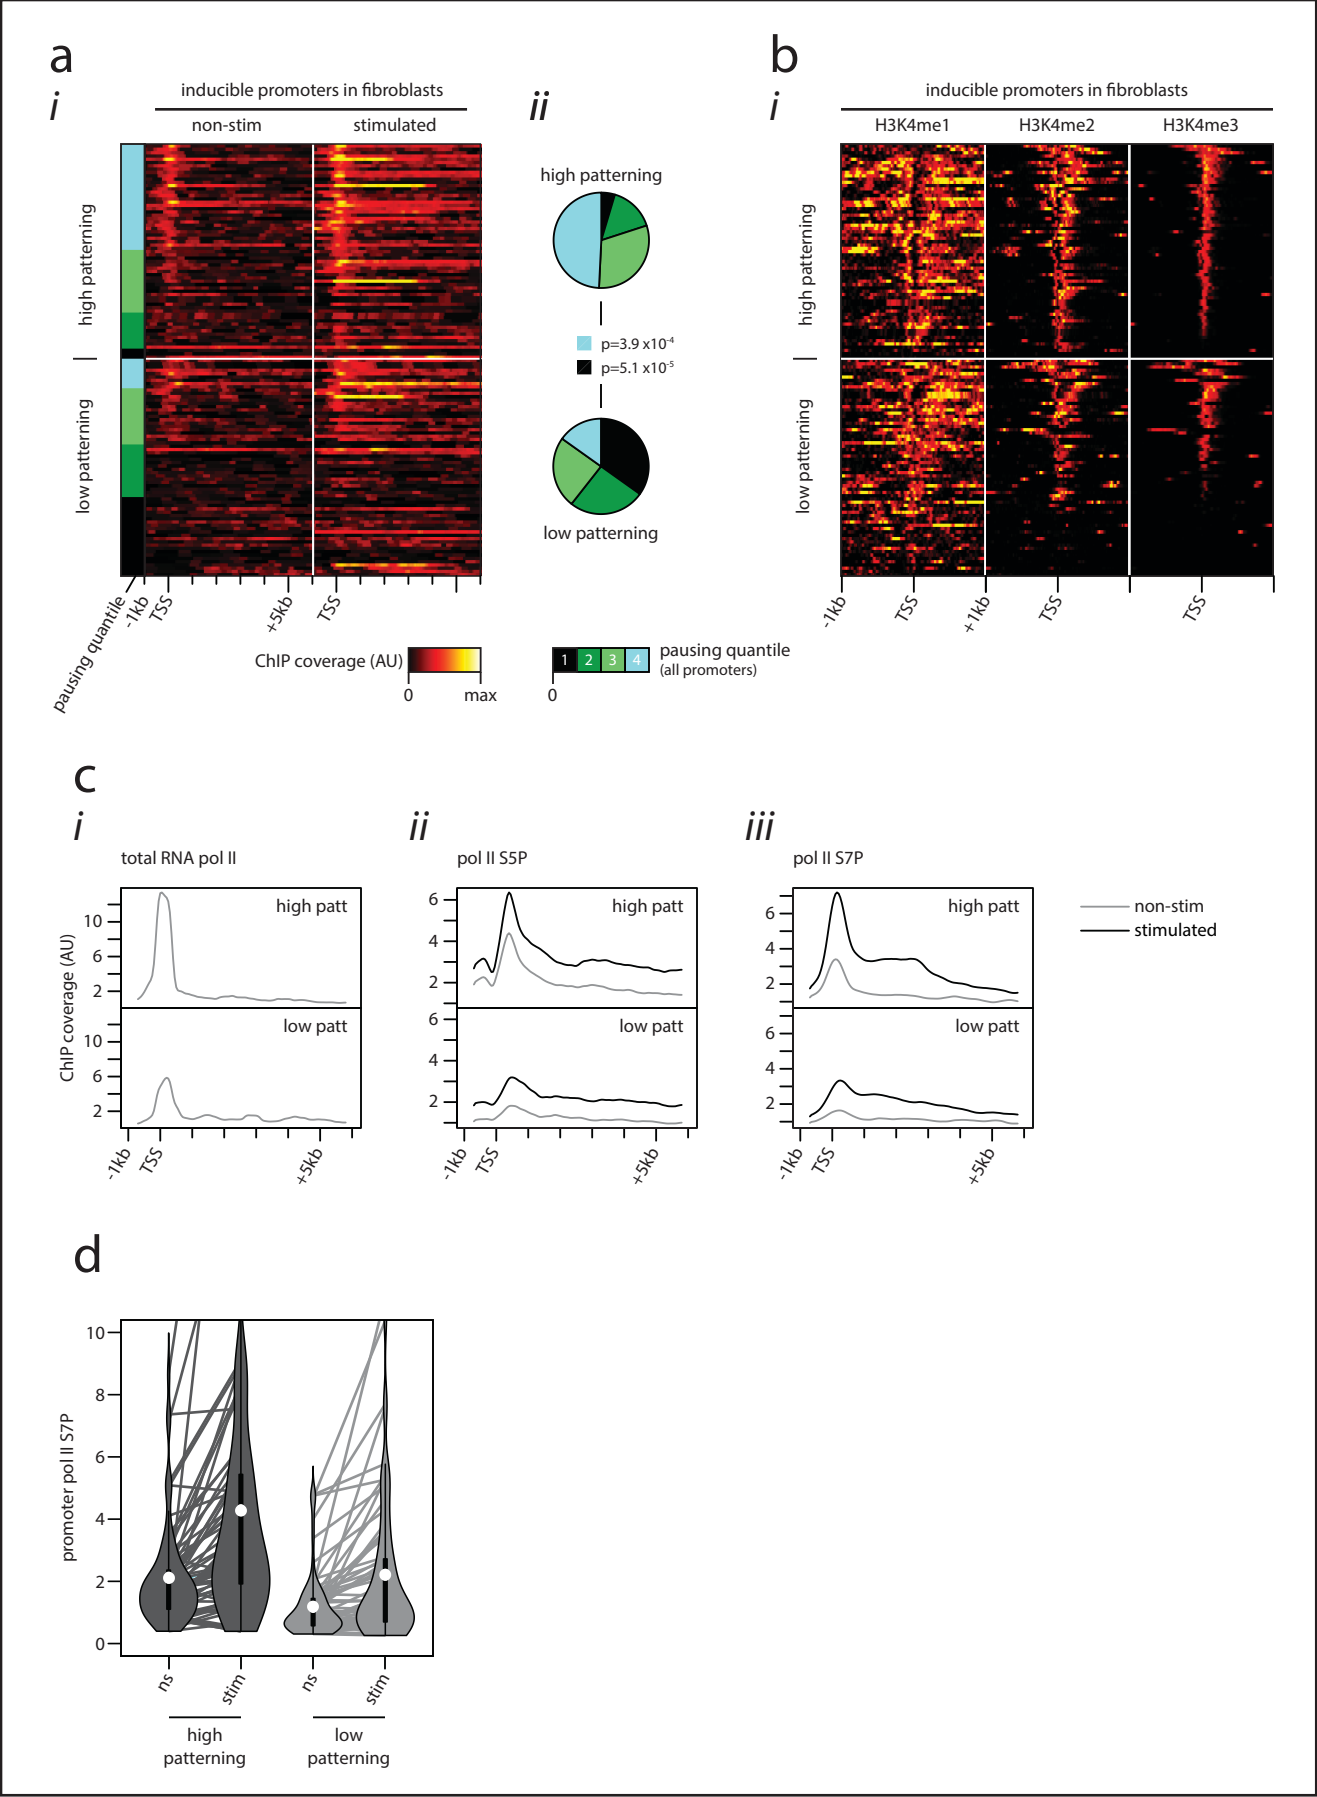

min stroke = 0.35pt

min text size (not specified) = 6pt

## Supplementary figure 12

a-d: Inducible promoters with highly-patterned nucleosomes are enriched for paused RNA pol-II and H3K4 di- and trimethylation

a. i. Heatmaps of ChIP coverage of RNA pol-II S7P surrounding all promoters that are inducible in fibroblasts, grouped by nucleosome patterning levels in non-stimulated cells. ii. Pie charts summarizing the proportion of promoters in each group with pausing indices as in panel j. P-values indicate the significance of enrichment or depletion of promoters with the indicated pausing indices (two-tailed binomial test). Paused promoters are enriched within the patterned group of promoters.

b. Heatmaps of ChIP coverage of H3K4me1 (left), H3K4me2 (middle) & H3K4me3 (right) surrounding all promoters that are inducible in fibroblasts as in supplementary figure 2a, grouped by nucleosome patterning levels in non-stimulated cells as in panel a. Note that the majority of patterned inducible promoters, but only a subset of non-patterned promoters, are positive for H3K4me3 and H3K4me2.

c. i. Profiles of mean ChIP signals for total RNA pol II (i), RNA pol II S5P (ii) and RNA pol II S7P (iii) across promoters with high patterning (top) or low patterning (below) in non-stimulated fibroblasts. Grey lines: no stimulation; solid lines: TNF- $\alpha$ -stimulation.

d. Violin plots of quantified mean promoter ChIP signal (TSS  $\pm$ 500bp) for RNA pol II S7P all promoters that are inducible in fibroblasts, grouped by nucleosome patterning levels in non-stimulated cells as in panel a. The level of the signal at each promoter in non-stimulated (ns) cells is joined to the level at the same promoter in stimulated (stim) cells, to indicate the behaviour of individual promoters. Thick bars indicate limits of quartiles; dots indicate means.

Supplementary figure 13

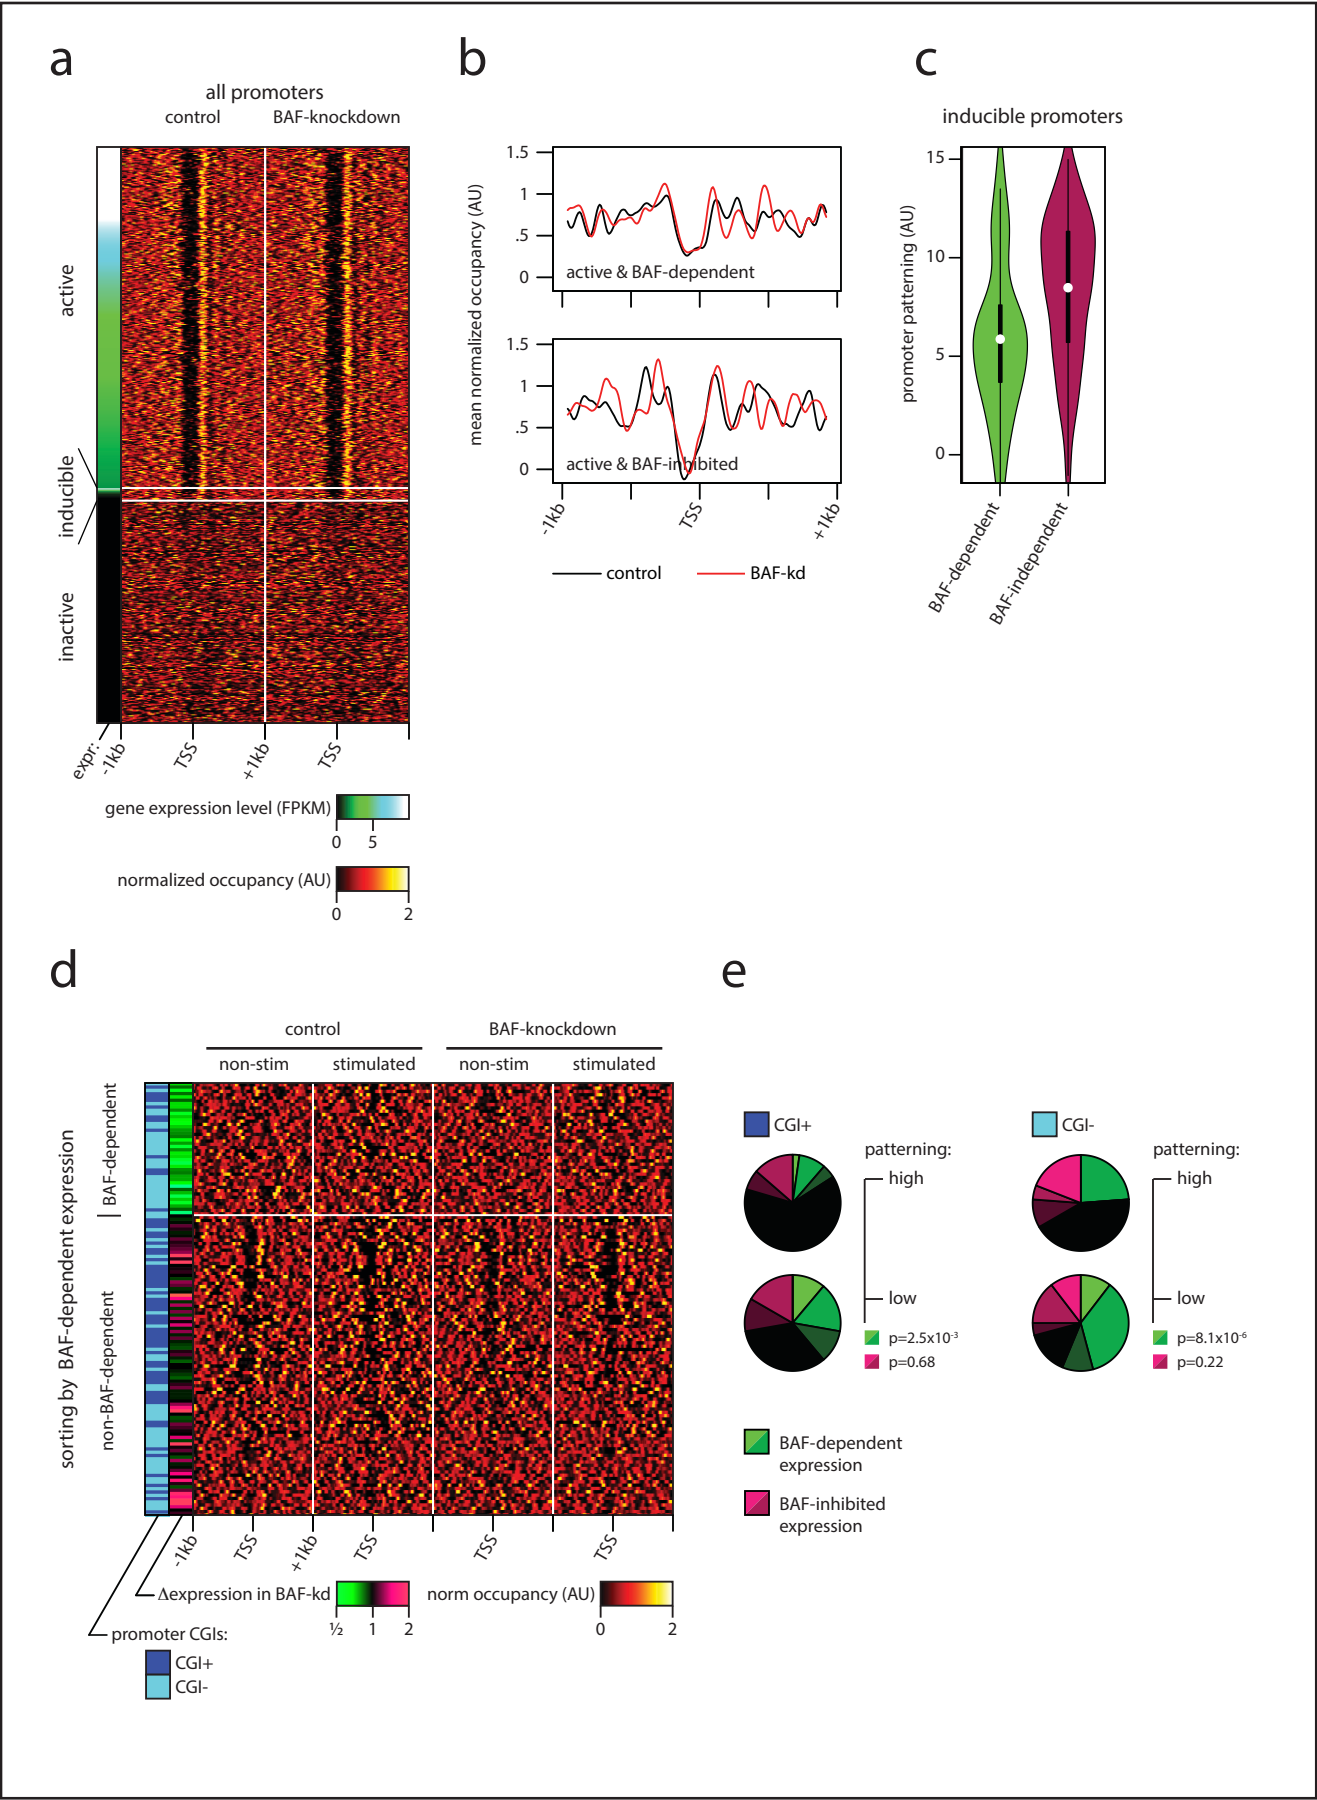

### Supplementary figure 13

a,b: Most promoters do not display clearly disrupted nucleosome positioning in BAF-knockdown cells

a. Heatmap of nucleosome occupancy levels surrounding active (top), inducible (middle) and inactive (ii) promoters in fibroblasts, in control and BAF-knockdown cells; sidebar indicates corresponding gene expression levels in unstimulated, normal cells.

b. Profiles of mean nucleosomal occupancies at the subset of active promoters that display BAF-dependent (top) or BAF-inhibited (bottom) activity in fibroblasts, measured by ChIP MNase in control (black) or BAF-knockdown (red) fibroblasts.

c,d: Inducible promoters with BAF-dependent activity are enriched for low patterning levels.

c. Violin plots of quantified promoter patterning levels at inducible promoters in fibroblasts, that are BAF-dependent (green, left) or non-BAF-dependent (red, maroon). Significance of difference in patterning between BAF-dependent and non-BAF-dependent inducible promoters:  $p=3.4 \times 10^{-4}$  (two-tailed Mann-Whitney U test). Thick bars indicate limits of quartiles; dots indicate means.

d. Heatmap of nucleosome occupancy levels surrounding inducible promoters in control (left panels) and in BAF-knockdown (right panels) fibroblasts, grouped into BAF-dependent and non-BAF-dependent sets of promoters. These are the same data as shown in panel d of figure 5, here reordered by BAF-dependence. Sidebars indicate presence or absence of promoter CGIs (outer sidebar) or the level that inducible gene expression from each promoter is BAF-dependent or -inhibited (inner sidebar).

e. Both CGI+ and CGI- promoters with high patterning are depleted for BAF-dependent activity

Pie charts summarizing the proportion of genes with BAF-dependent (green) or BAF-inhibited (red) expression, among CGI+ (left) and CGI- (right) promoters with high (top) or low (bottom) levels of nucleosome patterning. P-values indicate the significance of enrichment within low-patterned promoters, for CGI+ and CGI- groups.

Supplementary figure 14

a

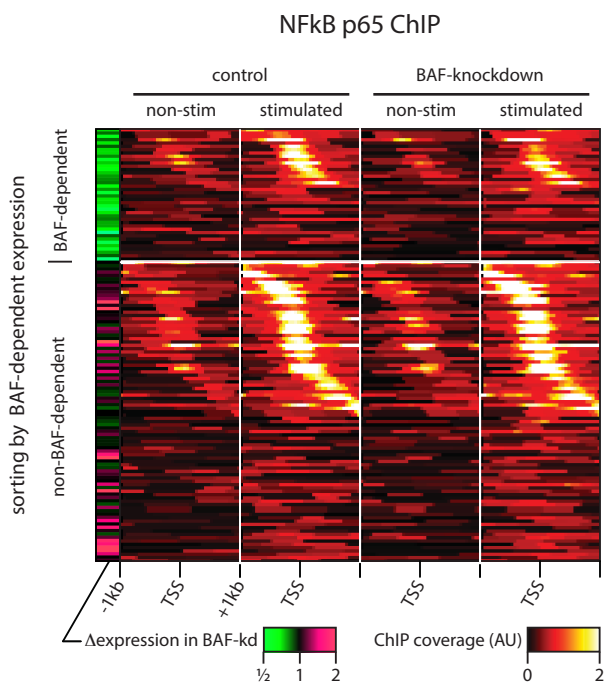

## Supplementary figure 14

### a. NFkB p65 recruitment is not impaired at BAF-dependent inducible promoters

Heatmaps of ChIP coverage of NFkB p65 surrounding promoters that are inducible by TNF- $\alpha$  in fibroblasts, in non-stimulated & TNF- $\alpha$ -stimulated control fibroblasts (left panels) and in BAF-knockdown fibroblasts (right panels). Promoters are grouped into BAF-dependent and non-BAF-dependent sets, and the sidebar indicates the level that inducible gene expression from each promoter is BAF-dependent or -inhibited (as in supplementary figure 13d).

NFkB p65 is a major effector of the TNF- $\alpha$  response in fibroblasts, and around half of responsive genes exhibit inducible p65 recruitment to their promoter regions, as well as other genes that recruit p65 to more distal sites (not displayed here). The set of promoters that recruit p65, as well as the level of p65 recruitment, is not significantly impaired by BAF-knockdown.

Supplementary figure 15

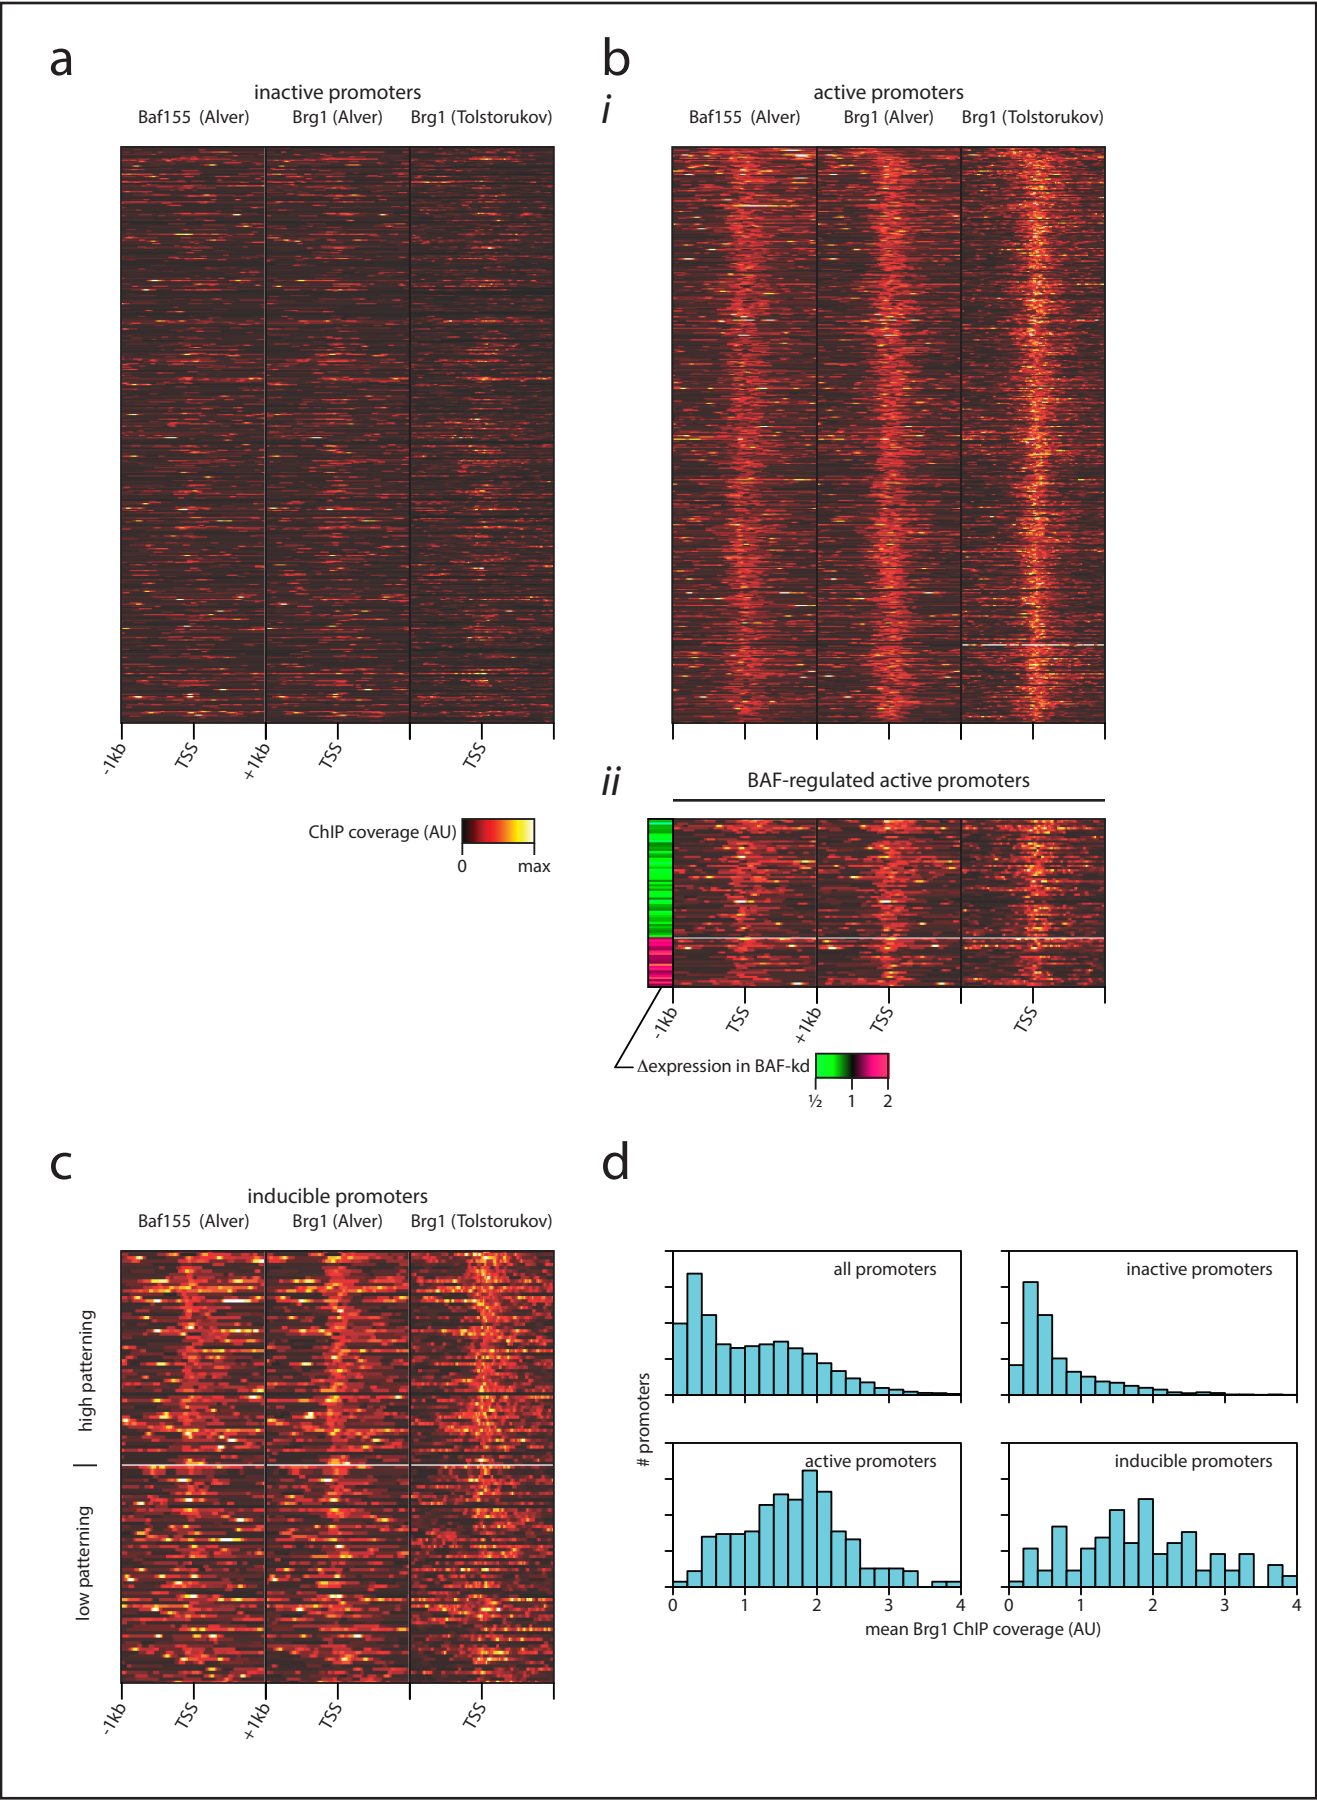

## Supplementary figure 15

a-d: The BAF complex binds strongly to all inducible promoters in fibroblasts

a-d. Heatmaps of ChIP coverage of Baf155 (left;<sup>61</sup> & Brg1 (middle;<sup>61</sup> and right;<sup>62</sup> surrounding promoters that are inactive (a), active (b, panel i) or inducible (c) in fibroblasts. Panel b ii shows the subset of active promoters that display BAF-dependent (top) or BAF-inhibited (bottom) activity in fibroblasts.

d. Histograms of the mean levels of Brg1 ChIP<sup>62</sup> coverage at all promoters (top left), inactive promoters (top right), active promoters (bottom left) and inducible promoters (bottom right) in fibroblasts, showing that the majority of all active and inducible promoters are bound by this component of the BAF complex.

Supplementary figure 16

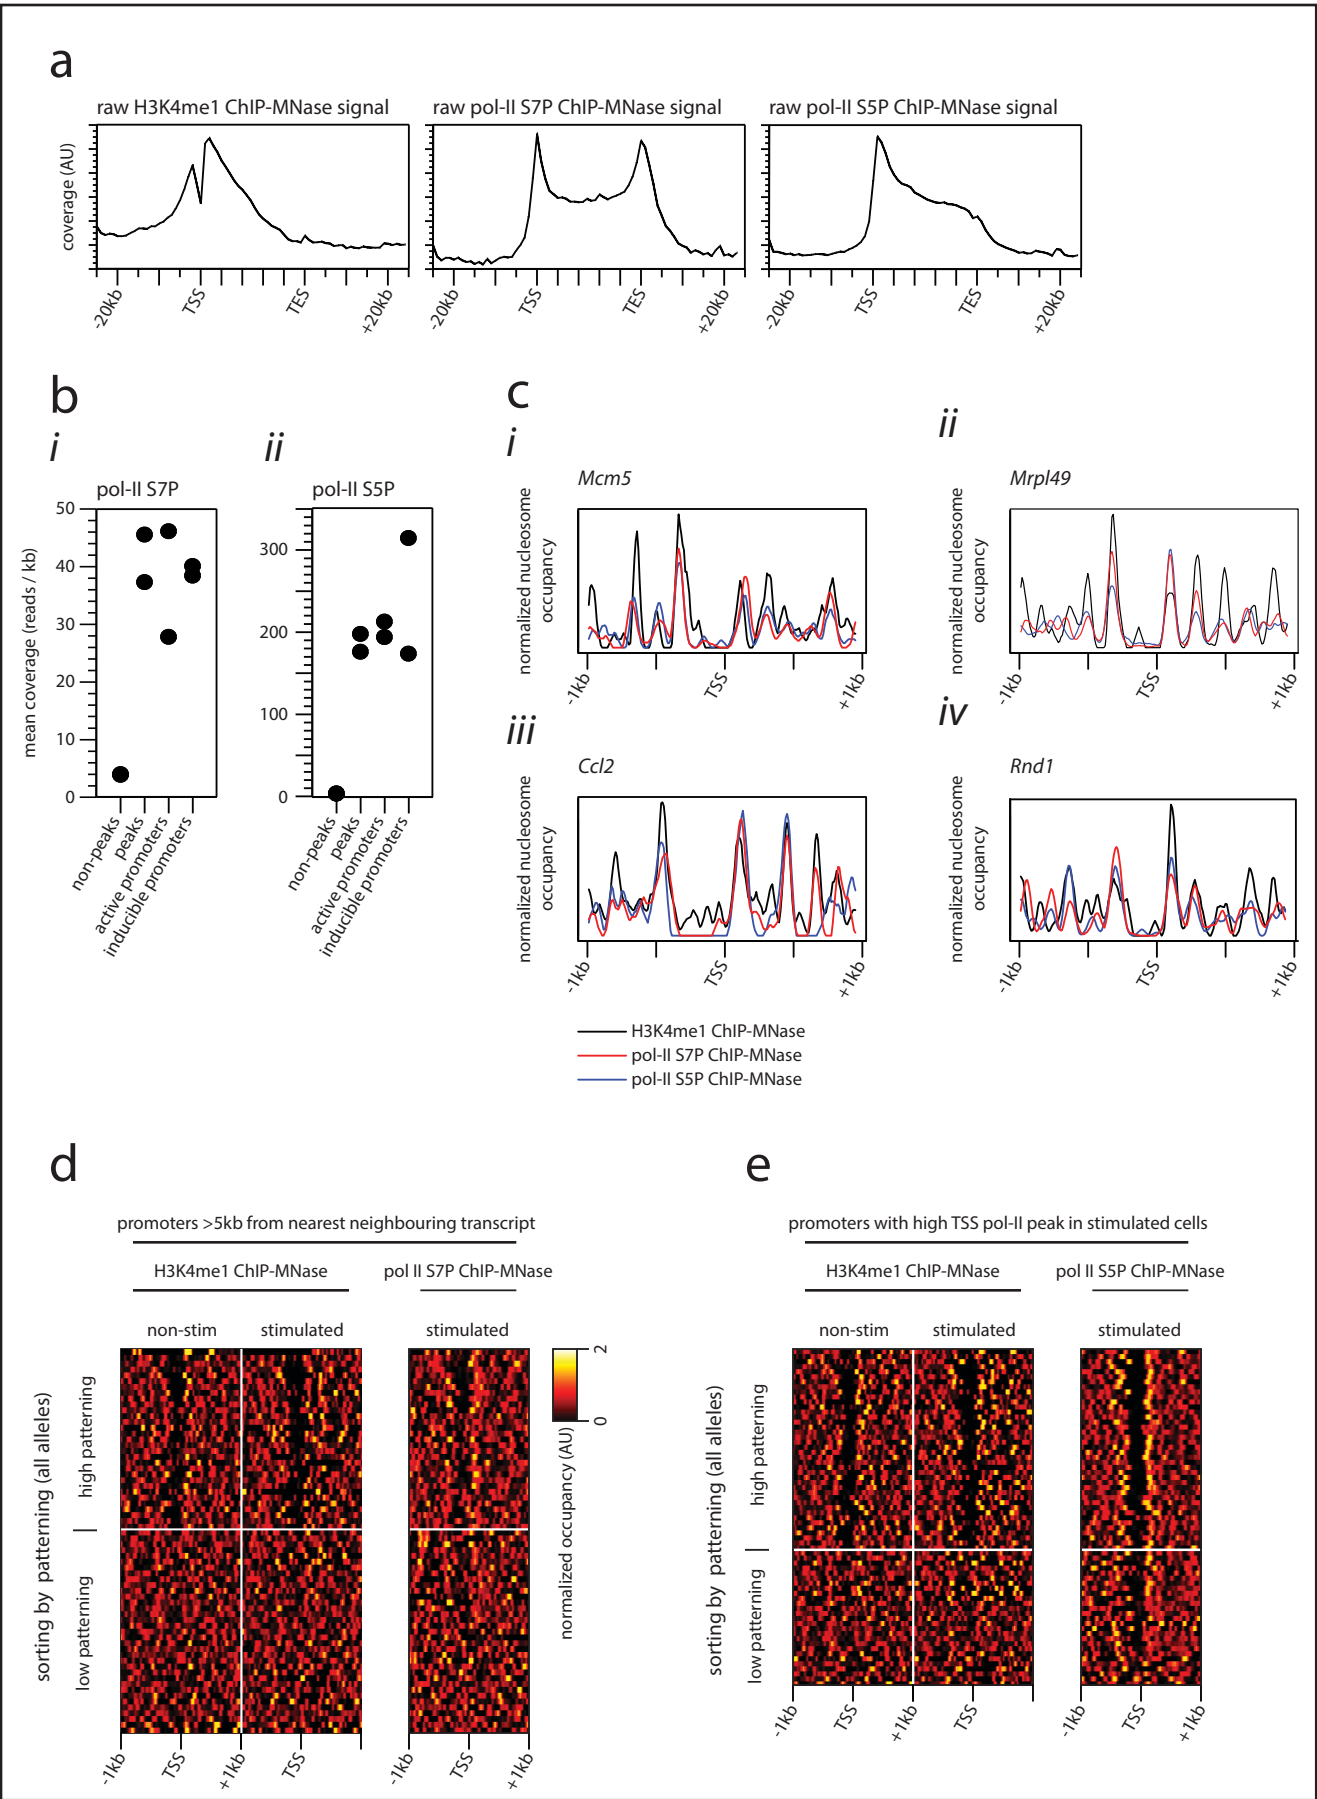

## Supplementary figure 16

### a,b: Enrichment levels of RNA pol-II S7P and S5P ChIP MNase

a. Profiles of mean, non-normalized, ChIP MNase signals across gene transcribed regions (scaled proportionally to gene length, so that all transcribed regions occupy the same display interval) and across 25kb upstream and downstream genomic regions. Left: H3K4me1 ChIP MNase; Middle: RNA pol-II S7P ChIP MNase; Right RNA pol-II S5P ChIP MNase. The signal for pol-II S7P spans the entire transcribed interval at high coverage, whereas the signal for pol-II S5P is enriched at the TSS and regions corresponding to early stages of transcription, and diminishes along the transcribed region.

b. Specificity of pol-II S7P and S5P ChIP, measured by coverage levels at ChIP peak regions (defined as the genomic intervals with the 5% highest coverage, excluding the top 0.5% [that may contain possible alignment or genome assembly artefacts]), non-peak regions (defined as all genomic intervals with less than median coverage), and at 2kb intervals surrounding active or inducible promoters. pol-II S7P ChIP achieves a target enrichment (peak ÷ non-peak coverage) of around 12-fold, indicating that even promoters that are active in only 8% of cells (or at 8% of alleles) can be effectively separated and analysed in this way. Likewise, pol-II S7P ChIP achieves a target enrichment of around 40-fold.

### c: Comparison of H3K4me1 ChIP-MNase, pol-II S7P ChIP-MNase and pol-II S5P ChIP-MNase at example promoters

Normalized nucleosome occupancy profiles in non-stimulated fibroblasts across individual promoters of the *Mcm5* (i; expressed in fibroblasts), *Mrpl49* (ii; expressed in fibroblasts), *Ccl2* (iii; inducible in fibroblasts) and *Rnd1* (iv; inducible in fibroblasts) genes, measured by H3K4me1 ChIP-MNase-seq (black), RNA pol-II S7P ChIP-MNase-seq (red) or RNA pol-II S5P ChIP-MNase-seq (blue).

### d,e: pol-II ChIP-MNase at selected subsets of inducible promoters

d. Heatmaps of nucleosome occupancy levels assayed by H3K4me1 ChIP-MNase (left) or RNA pol-II S7P ChIP-MNase (right), surrounding promoters that are inducible in fibroblasts and that are further than 5kb from the nearest neighbouring transcript, to minimize the possibility that any non-transcribing promoter alleles could be inadvertently recovered due to their presence on large chromatin fragments that are immunoprecipitated through pol-II transcribing an adjacent gene. Promoters are grouped by nucleosome patterning levels in non-stimulated cells.

e. Heatmaps of nucleosome occupancy levels assayed by H3K4me1 ChIP-MNase (left) or RNA pol-II S5P ChIP-MNase (right), surrounding promoters that are inducible in fibroblasts and that exhibit a high peak of pol-II at the TSS in stimulated cells (defined as pol-II at TSS ±500bp at least twice the level detected in the region -1kb to -500bp; see figure S4g), to enrich for promoters with a higher fraction of initiating alleles (at which a pol-II S5P ChIP-MNase signal is more-likely to arise from initiating, rather than early-elongating, pol-II).

Supplementary figure 17

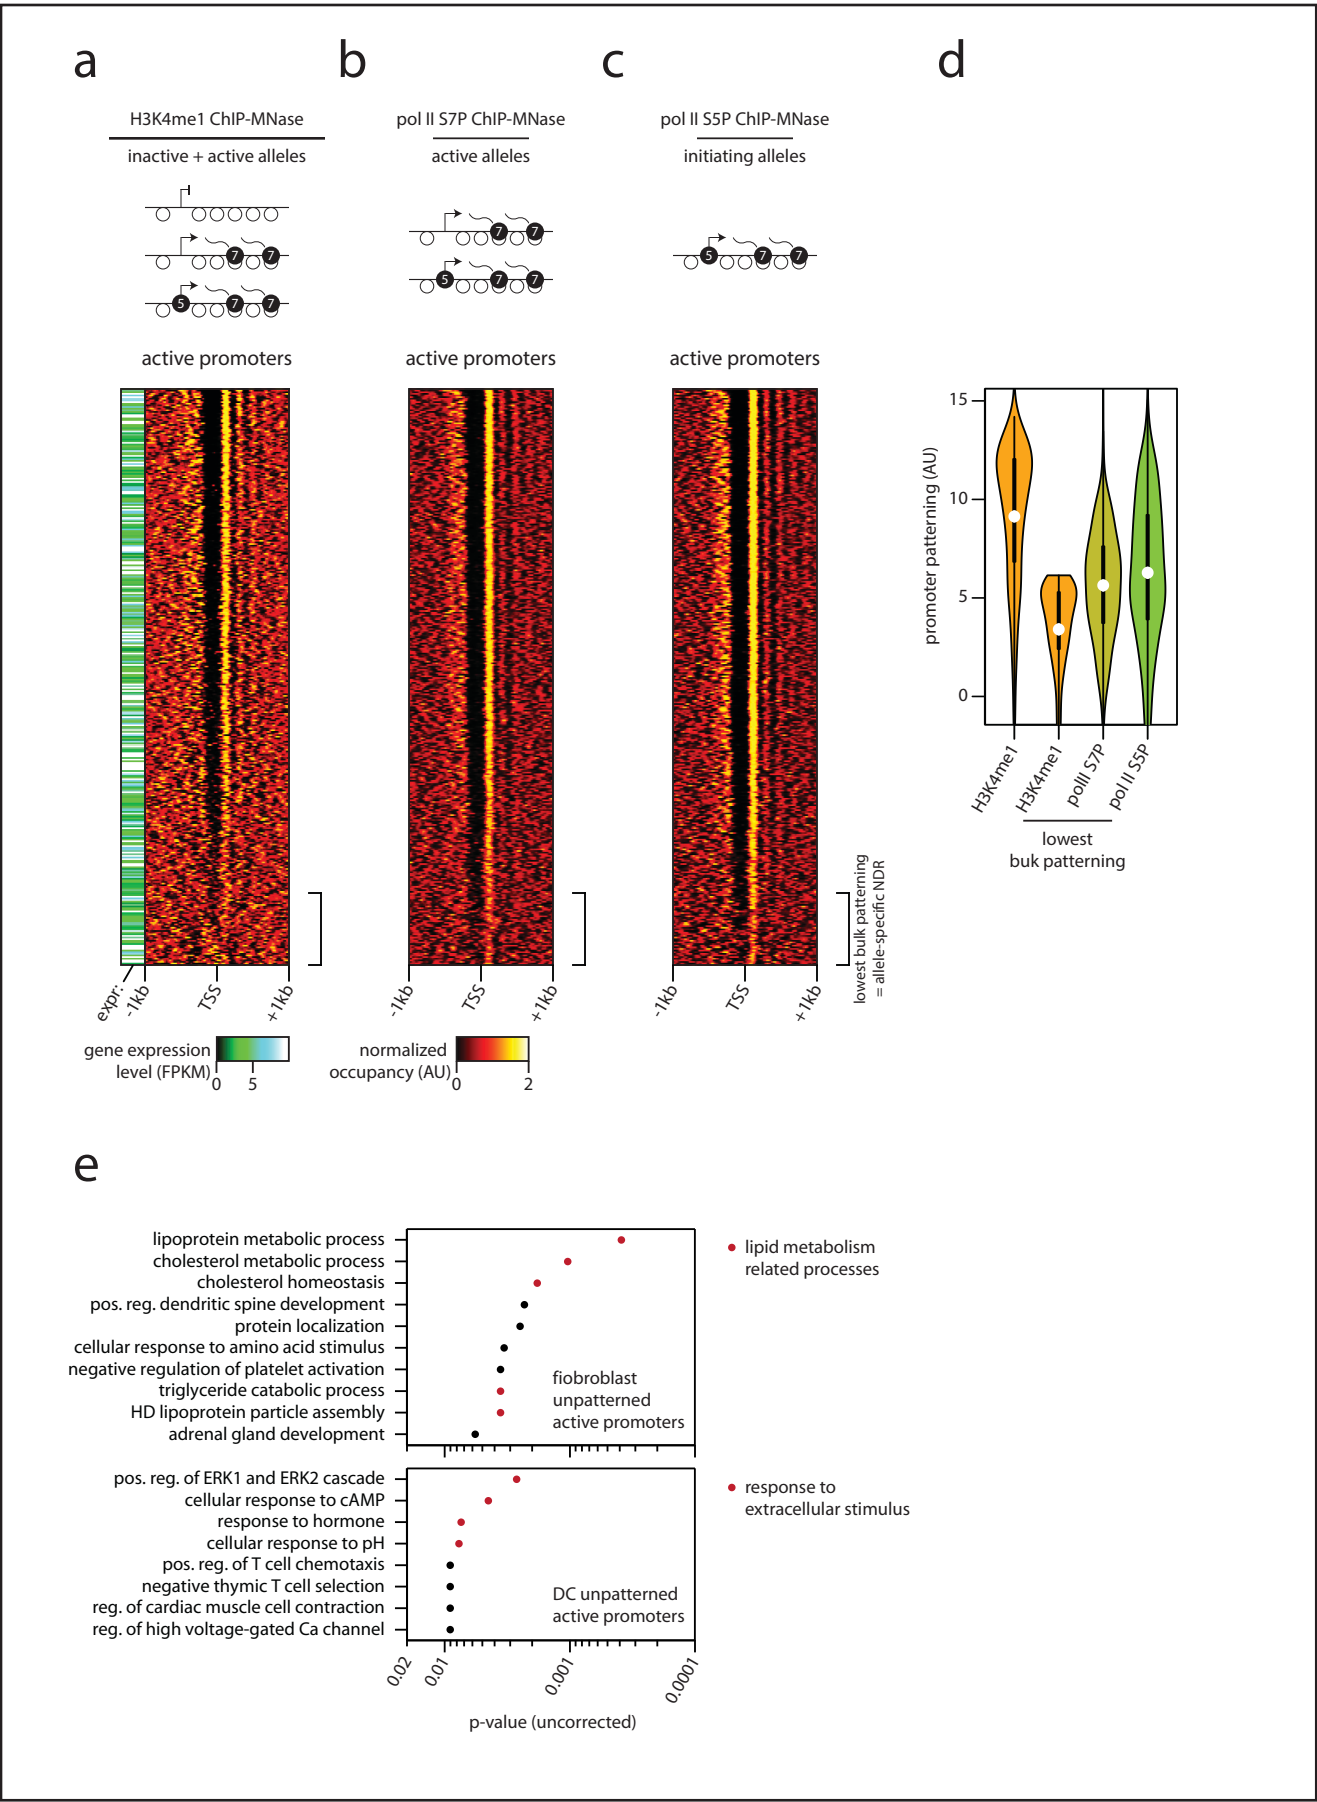

## Supplementary figure 17

### a-d: Allele-specific patterning at a subset of active promoters

a-c. Heatmaps of nucleosome occupancy levels surrounding promoters that are active in fibroblasts, assayed by H3K4me1 ChIP-MNase to detect both active and inactive promoter alleles (a), by RNA polII S7P ChIP-MNase to detect only active alleles (b), or by RNA polII S5P ChIP-MNase to enrich for alleles undergoing transcription initiation (c). Promoters are sorted by the level of patterning quantified by H3K4me1 ChIP-MNase; sidebar indicates corresponding gene expression levels. Promoters that exhibit the lowest levels of patterning and no NDR at all alleles, but at which increasing levels of patterning are detectable at polII S7P-marked and polII S5P-marked alleles are indicated ('allele-specific NDR').

d. Violin plots of quantified promoter patterning levels at active promoters in fibroblasts, at all alleles (orange; H3K4me1 ChIP-MNase) of all promoters (left violin) or of those promoters that exhibit the lowest levels of patterning (centre left violin), or at only active promoter alleles (olive-coloured; polII S7P; centre right violin), or only at initiating promoter alleles (green; polII S5P; right violin). Among active promoters with the lowest levels of bulk patterning at all alleles, 45% display higher patterning levels at active alleles and 51% display higher patterning levels at initiating alleles. 

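The share depends on the library in which the lowest promoters are chosen. When the lowest 20% of active promoters were chosen by the mean of the 2 stimulated control H3K4me1 libraries, and then compared with the pooled H3K4me1 library, 40.5% (519 of 1280; 95% Wilson interval 37.9 to 43.3%) were higher at S7P and 48.8% (624; 46.0 to 51.5%) at S5P. After division by mean occupancy these were 44.0 and 57.3%. With promoters chosen in control replicate 1 alone, 38.8 and 36.5% were higher in the S7P replicates and 38.4% in control replicate 2.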

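Levels of the 1280 least patterned active promoters were compared with those of the same promoters in the pooled H3K4me1 library of stimulated fibroblasts, in which they had been chosen for their low values. The difference gave p = 6.3e-202 for S7P, p = 7.6e-189 for S5P and p = 1.5e-189 for the 2 control H3K4me1 libraries (two-sided Mann-Whitney U tests, n = 1280 in each).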

Significance of difference in patterning levels compared to those quantified by H3K4me1 ChIP MNase: polII S7P ChIP-MNase:  $p=1.7 \times 10^{-45}$ ; polII S5P ChIP-MNase:  $p=4.4 \times 10^{-53}$  (two-tailed Mann-Whitney U test). Thick bars indicate limits of quartiles; dots indicate means.

### e: Enrichment for annotated biological pathways among active genes with promoters that exhibit low patterning levels

P-values corresponding to the significance of enrichments of the most highly-enriched pathways among low-patterned active promoters in fibroblasts (upper panel) or in DCs (lower panel). P-values represent two-tailed binomial tests comparing low-patterned active promoters to all active promoters in each cell type, without correction for multiple testing. Biological pathways related to lipid metabolism (consistent with developmental regulation due to the pre-adipocyte-like status of 3T3 fibroblasts) or responses to extracellular stimuli (consistent with stimulus-inducible genes in DCs) are highlighted in red.

# Supplementary material for: Role of cell-type specific nucleosome positioning in inducible activation of mammalian promoters
**Source:** Nat Commun. 2020 Feb 26;11:1075. doi: 10.1038/s41467-020-14950-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection genome alignment: bowtie v1.2; affymetrix data processing: 'affy' package, bioconductor v1.40.0

Data analysis genomic dataset processing: bedtools v2.17.0; data processing: perl v5.20.1; data analysis: R v3.6.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All datasets generated in this study are available from the NCBI Gene Expression Omnibus (GEO) database with accession number GSE142170. The source data underlying figures 1g, 2c,d, & 5a, and supplementary figures 2c-3, 3g & 9d, are provided as a source data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample biological replicates: DCs = 2 (non-stim) + 2 (stim); fibroblasts = 2 (non-stim) + 2 (stim) + 2 (non-stim, control for BAF-kd) + 2 (stim, control for BAF-kd) + 2 (non-stim, BAF-kd) + 2 (stim, BAF-kd) + 2 (stim, for pol-II S7P ChIP-MNase) + 2 (stim, for pol-II S5P ChIP-MNase). |
| Data exclusions | All replicates were included in analyses. Promoters with low-coverage ChIP-MNase data were excluded (12322 out of 25881).                                                                                                                                                                   |
| Replication     | Reproducibility between replicates and samples is detailed in figures 1e-g, supplementary figures 3g,16c,. Concordance with publicly-available data is detailed in supplementary figures 3a,b,8a-c.                                                                                         |
| Randomization   | not applicable                                                                                                                                                                                                                                                                              |
| Blinding        | not applicable                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ntibodies used are detailed in the Methods section of the manuscript.                                                                                                                                              |
| Validation      | Commercial antibodies were validated by manufacturers. In addition, anti-H3K4me1, anti-p65, anti-pol-II S7P and anti-pol-II S5P were validated by analysis of ChIP-seq profiles (supplementary figures 1c,14,16a). |

### Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                        |
|-------------------------------------------------------------------|------------------------------------------------------------------------|
| Cell line source(s)                                               | Cell lines used are detailed in the Methods section of the manuscript. |
| Authentication                                                    | None of the cell lines used were authenticated.                        |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma contamination.      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | not applicable                                                         |

### ChIP-seq

#### Data deposition

|                                                                                                                                                           |                                                                                                                                                                                                                    |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> Confirm that both raw and final processed data have been deposited in a public database such as <a href="#">GEO</a> . |                                                                                                                                                                                                                    |
| <input checked="" type="checkbox"/> Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.              |                                                                                                                                                                                                                    |
| Data access links<br><i>May remain private before publication.</i>                                                                                        | NCBI Gene Expression Omnibus (GEO) database accession number GSE142170 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142170">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142170</a> ] |
| Files in database submission                                                                                                                              | GSM4219551                                                                                                                                                                                                         |

Files in database submission

GSM4219552  
 GSM4219553  
 GSM4219554  
 GSM4219555  
 GSM4219556  
 GSM4219557  
 GSM4219558  
 GSM4219559  
 GSM4221916  
 GSM4221917  
 GSM4221918  
 GSM4221919  
 GSM4221920  
 GSM4221921  
 GSM4221922  
 GSM4221923  
 GSM4221924  
 GSM4221925  
 GSM4221926  
 GSM4221927  
 GSM4221928  
 GSM4221929  
 GSM4221930

Genome browser session  
 (e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

Sample biological replicates: DCs = 2 (non-stim) + 2 (stim); fibroblasts = 2 (non-stim) + 2 (stim) + 2 (non-stim, control for BAF-kd) + 2 (stim, control for BAF-kd) + 2 (non-stim, BAF-kd) + 2 (stim, BAF-kd) + 2 (stim, for pol-II S7P ChIP-MNase) + 2 (stim, for pol-II S5P ChIP-MNase).

Sequencing depth

Sequencing depths for each replicate sample were between 20M and 50M reads (or read-pairs). H3K4me1 ChIP-MNase samples were sequenced using single-end 35bp or 50bp reads; pol-II S7P and S5P ChIP-MNase samples were sequenced using paired-end 50+35bp reads.

Antibodies

Antibodies used are detailed in the Methods section of the manuscript.

Peak calling parameters

Genome alignment was performed using bowtie options -v 2 -a -m 5 --tryhard for single-end sequencing, or -v 2 -a -m 5 --maxins 2000 --tryhard for paired-end sequencing

Data quality

not applicable

Software

genomic dataset processing: bedtools v2.17.0; data processing: perl v5.20.1; data analysis: R v3.6.0

How the deposited data were processed for this re-analysis (not part of the article)

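Nucleosome positioning was measured by ChIP-MNase, in which large chromatin fragments are recovered with an antibody and then digested with micrococcal nuclease while on the beads. Values of 15 libraries from mouse cells were used: H3K4me1 libraries of DCs (non-stimulated and after 1 h of LPS at 100 ng/ml) and of 3T3 fibroblasts (non-stimulated and after 1 h of TNF-α at 5 ng/ml), H3K4me1 libraries of control and BAF-knockdown fibroblasts in both states with 2 replicates each, 2 libraries for pol-II S7P and 1 for pol-II S5P from stimulated fibroblasts. The first 4 sets each combine 2 replicates that the authors pooled, so they carry no replicate error. The Reporting Summary lists 2 replicates for pol-II S5P, whereas the data hold 1 library without a replicate number, which was treated as 1 library.

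Before depositing the values, the authors aligned reads with bowtie (version 1.2) to mm9, removed excess duplicates, kept paired-end fragments of 140 to 180 bp or extended single-end reads, counted fragments in 10 bp bins, expressed them relative to the surrounding 1 kb and averaged overlapping 50 bp bins. The deposited occupancies are thus a signal relative to the local total, in 200 bins from −1000 to 1000 bp of each of 25881 TSSs, and hold no read counts. An empty bin was read as 0. The authors' promoter annotation also gives a coverage score for each promoter, which counts the fragments near its TSS. A score above 100 left out 12322 promoters, the number the paper gives as low coverage, and the remaining 13559 were used throughout. The annotation further holds expression before stimulation in each cell-type, used only within a cell-type because the scales differ, and the authors' log2 differences of RMA-normalised array expression upon stimulation, which the deposited table gives for 3892 promoters in DCs and 2949 in fibroblasts.

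H3K4me1 libraries have single-end and pol-II libraries paired-end reads, so the type of sequencing goes together with the antibody. Mean occupancy differs between pooled sets (1.62 to 1.63 in fibroblasts) and single libraries (0.791 to 0.804 for H3K4me1), and a patterning level grows with it. Main values use the occupancies as given. A first exploratory calculation divided each library by its mean occupancy, and this was kept as an alternative that was chosen after values had been seen. Depth cannot be read from these values directly. The share of bins with any fragment was used in its place, and single libraries leave more bins empty than pooled ones, so that levels of single promoters are less precise in them.

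Classes followed the paper's Methods, except that the paper also requires a significant increase in expression by Student's t test of replicate arrays, which the differences alone do not allow and which was not applied here. Inducible promoters had a deposited log2 difference above 1 in DCs (362 promoters of any coverage) or above 0.35 in fibroblasts (157). Active promoters had expression above 0.02 times the mean of all promoters, inactive promoters an expression of 0, and neither was inducible. This gave 8159 active, 259 inducible and 3214 inactive high-coverage promoters in DCs and 6397, 112 and 2290 in fibroblasts. CpG islands were called from mm9 sequence within 200 bp of the TSS, at a GC content above 50% and an observed to expected CpG ratio above 0.6. Of the promoters' symbols, 24924 (96.3%) matched the gene names of the reference annotation of the same build. Patterning levels were the sum over bins of a template (the mean profile of active promoters in non-stimulated cells of the same type, rescaled between 0 and 1 and centred) times the difference of occupancy to its mean. Fibroblast templates served the pol-II libraries too. The NDR ratio is mean occupancy from −150 to 0 bp divided by that from −1000 to −500 bp. Periods are the slope of the first 3 peaks of the autocovariance beyond a lag of 100 bp. A version with a quadratic trend removed was calculated first and is given as an alternative.

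Promoter classes were compared with two-sided Mann-Whitney U tests after the paper's Methods, with a permutation of class labels (100000 resamples) beside them. Promoters of one library are not replicates, and these tests describe the libraries at hand. Library values were compared by exact permutation of libraries. Patterning of the 8 control and BAF-knockdown libraries was fitted for each promoter with limma, with stimulation and knockdown as terms and Benjamini-Hochberg adjustment at 0.05, and all 35 splits of the 8 libraries into 4 and 4 were fitted for comparison. Shares carry 95% Wilson intervals, which cover counting error only, and tables of classes were tested with Fisher's exact test in place of the binomial test of the paper, which is an alternative. High and low groups were divided at the median of inducible promoters. For Pearson's correlation with expression, 0.01 was added before taking log2. The 2 tests of a difference between differences in groups of high and low DC patterning used 10000 resamples. At pol-II alleles, each low-group promoter was also set beside the 20 inactive or active promoters nearest in H3K4me1 level. Bootstrap intervals of positions and of class distances use 1000 resamples at 99%; those of class distances were added after the values were seen. The random seed was 1.

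Genes named are those the paper names for their nucleosome profile, and the 3 fibroblast-inducible promoters of the low group with the largest rise from H3K4me1 to pol-II S5P. The limma model, the period, patterning levels, peak positions and the permutation of class labels were tested on simulated data with known answers. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.

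Alternatives fixed in advance were the square root of occupancy, a window of 500 bp on each side of the TSS, 1 promoter per gene, a filter on empty bins, a template from DCs, outer tertiles of levels, the lowest 10% of active promoters, levels centred and scaled to active promoters, other tests, other linkages, a Fourier transform for the period, models with a replicate block or quantile-normalised levels, and leaving out each replicate. Added later were the division by mean occupancy, a fibroblast threshold without the highest expression value, the trend-removed periods, trees of the 4 pooled sets and comparisons of stimulated inducible with non-stimulated promoters. Dependence of expression on BAF, levels of the knocked-down mRNAs and the paper's unsupervised promoter clusters were not analysed here. Expression was taken from the annotation only.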

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

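The tests of a difference between differences in this part were chosen after the results at single groups had been seen, and they use the promoters in which those results were found.

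Among the 4 control libraries for the BAF-knockdown, the median patterning level of inactive promoters was 0.0103 in replicate 2 of non-stimulated cells and exactly 0 in the other 3, so that this library stood apart from the others. The distance is trivial beside the levels of active promoters in the same libraries (3.18 to 4.53). A technical origin can be read from the values: a promoter without any fragment received a level of 0, which applied to 159 to 167 inactive promoters of each control library, and the median falls among them wherever promoters above and below 0 are balanced. In 15 groups of libraries tested in this way this was the only one found, and chance gives 1 in 20. No biological explanation was tested.

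In fibroblasts, the difference in patterning between DC-inducible promoters that are active there and those that are inactive there was larger among DC-patterned than among DC-non-patterned promoters, by 12.1 (permutation p = 1.0e-03, 130 promoters). For promoters inducible against inactive in fibroblasts, the difference between the groups was 9.98 (permutation p = 0.0112, 78 promoters). The grouping was made in DC libraries and the levels were measured in fibroblast libraries, so noise of a fibroblast library cannot have formed the groups. Noise of DC libraries moves promoters between the groups and would make them more alike. The setting of the threshold for activity in fibroblasts left the difference among DC-patterned promoters at 10.4 without the highest expression value, compared with 10.3 with it. Only 14 of the DC-patterned promoters were inactive in fibroblasts, and each state of a cell-type is 1 pooled library. What the tables leave open is a difference between cell-types in positioning, which the design names, and a difference in sequence composition, as CGIs are not spread evenly over these groups. Neither was separated by a test here.

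The difference in patterning between fibroblasts and DCs at the same promoter, without stimulation, was higher at DC-inducible promoters that are active than at those inactive in fibroblasts, by 8.98 (permutation p = 0.00296, 130 promoters), and higher at those inducible in fibroblasts by 8.29 (permutation p = 0.0120, 78 promoters). After stimulation these differences were 3.39 (permutation p = 0.303) and 0.402 (permutation p = 0.553), so they are carried by the non-stimulated libraries. Whether the states differ from each other in this respect was not tested. The scale of the libraries is nearly the same in the 4 pooled sets, at a mean occupancy of 1.61 to 1.63, which argues against scaling as the source. A template from DCs for both cell-types left the difference between active and inactive promoters in non-stimulated fibroblasts at 7.81 in place of 9.63, with p = 5.5e-04 (two-sided Mann-Whitney U test, n = 97 and n = 33), so a template made in each cell-type is unlikely to be the whole source. A biological difference between the cell-types stays open, as does the spread between cultures, which pooled libraries do not show.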

How the results depend on the processing

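The tests in this part were set before the data were examined, except for the division by mean occupancy, the fibroblast threshold without the highest expression value, the removal of a trend for the period, trees of pooled sets only and comparisons across states, which were chosen after the data were seen. Over 563 values of 107 results under alternatives, 458 kept the direction and side of the threshold of the main value, or moved by less than its error; 5 were weaker, 9 stronger, 11 reversed and 80 moved. Filtering on empty bins changed none of 55 results, and the binomial test in place of Fisher's exact test none of 3. A template from DCs kept 51 of 55 and a window of 500 bp 47 of 55. Unless a construction is named, the cause was not tested.

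With the square root of occupancy, 82.3% of active promoters in DCs lay above the inactive median and 86.8% of inactive ones below the active median, and in fibroblasts 85.1 and 91.4%. In stimulated fibroblasts active and inactive DC-inducible promoters then differed by 4.45 (stronger), and in non-stimulated DCs by 2.22 (stronger), where active against inducible reversed to 0.856. Inactive promoters were enriched by 13.8 percentage points where patterning was low in both cell-types (stronger), and CGIs by 25.3 percentage points among active promoters high in both (stronger). The share of the low group in BAF-knockdown cells was 92.9%, the high group at S5P reversed to −0.0443, the least patterned active promoters were higher at S5P, S7P and in control H3K4me1 at 74.8, 77.1 and 76.9%, and basal expression correlated with patterning at a rho of 0.139 in DCs and 0.267 in fibroblasts (both stronger).

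With 1 promoter per gene, the shares in DCs were 78.6 and 82.8%, active against inducible in stimulated DCs reversed to −0.175, the high group of control cells kept 100% of its promoters, the high group at S5P reversed to −0.596, the least patterned shares at S7P and in control H3K4me1 were 84.5 and 84.6%, and rho in fibroblasts was 0.230 (stronger). With a window of 500 bp on each side of the TSS, the shares in DCs were 75.9 and 79.6%; in DCs active against inducible reversed to 0.264 without stimulation and inducible against inactive to −0.390 with it, and the low group at S7P reversed to −0.182. A template from DCs gave 4.03 for active against inactive promoters in stimulated fibroblasts (stronger) and −0.832 for the low group at S7P (reversed).

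With outer tertiles in place of a division at the median, the low group of DCs kept 95.4%, the low and high groups of BAF-knockdown cells 92.1 and 97.4% and the high group of control cells 100%, since the groups lie farther apart by construction; control against BAF-knockdown in the high group reversed to −0.623. Levels centred and scaled to active promoters reversed the low group at S5P to −0.0820 and the high group at S7P to 0.235, and 37.5% and 66.1% of the low group in H3K4me1 lay below the median at S5P and S7P. The lowest 10% of active promoters were higher at S5P, S7P and in control H3K4me1 at 95.6, 96.7 and 96.9%, as a stricter choice of the lowest values does by construction. Non-stimulated levels only gave an enrichment of 10.4 percentage points for promoters high only in DCs (weaker). Without the highest fibroblast expression value 79.8% of active promoters lay above the inactive median.

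Division of each library by its mean occupancy gave 4.57 and 5.52 for the difference between high and low groups in repeat non-stimulated and in pooled stimulated libraries, 83.9% for the low group in stimulated control cells, 4.45 for the high group at S5P (stronger) and −0.278 at S7P (weaker). The least patterned active promoters were then higher at S5P, S7P and in control H3K4me1 at 80.3, 81.4 and 77.1%. Ratios of tree heights were 1.92 for mean profiles and 1.09 for individual promoters after division, 2.18 and 1.13 with complete linkage and 2.20 and 1.09 without the square root.

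The difference in period was 1.56 bp with a Fourier transform and 5.08 bp without BAF-knockdown libraries (both weaker). Across the 2 calculations that each left out one replicate it was 4.18 to 5.01 bp, weaker without replicate 2 (p = 0.0714; exact permutation test). In the sets without BAF-knockdown and without replicate 2, the control libraries of replicate 1 stood as far from the rest as DCs did. With replicates left out in turn, the difference between high and low groups was 3.58 to 4.01 in repeat libraries, 1.83 to 2.68 in control cells (4.29 with both; 1.83 without replicate 2 and 2.68 without replicate 1) and 2.96 to 3.14 in BAF-knockdown cells. Control against BAF-knockdown was −0.493 to −0.215 in the low group, where both together gave 0.884, and −0.0344 to 0.918 in the high group, and the high group of control cells kept 80.4 to 82.1%. The low group at S7P differed from H3K4me1 by −1.15 (without replicate 1) to 1.15 (without replicate 2) and the high group by −5.59 to −4.77, and 39.3 to 55.4% of the low group lay below the S7P median. The least patterned shares were 83.0 to 83.4% at S7P (all active 28.2 to 28.4%) and 82.3 to 83.3% in control H3K4me1 (all active 27.0 to 29.6%). Means over 2 libraries are less noisy than single ones, and this limits what 1 library shows about a group of 56 promoters.

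Replicate numbers were not taken to pair these libraries, since deviations of promoter levels from their condition had correlations of 3.7e-04 to 0.0120 between same-numbered libraries. Mean profiles of same-numbered control libraries were nearer to each other (0.0712 and 0.125) than replicates of one condition (0.265 and 0.203), whereas those of BAF-knockdown libraries were not (0.219 and 0.208 against 0.119 and 0.180). With a replicate block, the NDR difference between BAF-knockdown and control was −0.0171 at active (p = 0.75; exact permutation test) and −0.00420 at inactive promoters (exact permutation p = 0.875), and limma called 0 promoters for knockdown and 0 for stimulation (778 and 749 at an unadjusted p under 0.05). Quantile-normalised levels also gave 0 and 0 (760 and 660 unadjusted), and a term for the interaction 0 (764 unadjusted). BAF-dependent expression by patterning was not run.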

Differences from the paper's values

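The paper gives 45% as the share of the least patterned active promoters that are higher at S7P alleles, and 86.6% was found here. None of the alternatives set before the data were examined closed the gap, with values of 77.1 to 96.7%. For S5P the paper's share is 51% and the value here 87.0%. Values less than 1.5-fold apart are not counted as different here. By that rule the square root of occupancy, with 74.8%, closed the gap, although the share was still far above the paper's, and the lowest 10% of promoters, 1 promoter per gene, a filter on empty bins, a template from DCs and a window of 500 bp did not close the gap. When the lowest promoters were chosen in the control H3K4me1 libraries in place of the pooled library, a calculation made as a test of the choice itself, the shares were 40.5 and 48.8%, both less than 1.5-fold from the paper's.

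The median position of the −1 nucleosome at active promoters of DCs is about −170 bp in Fig. 2d, read by eye, and was −105 bp here. The figure's legend gives far fewer active promoters than the 8155 used here, so the sets are unlike. Whether this accounts for the gap was not tested. Leaving out the lowest 40% of prominences (−155 bp) and using 1 promoter per gene (−115 bp) brought it to less than 1.5-fold from the figure's.

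For levels at S5P alleles against H3K4me1 in the low group, the paper gives p = 1.8e-04, and p = 0.318 was found here (two-sided Mann-Whitney U test, n = 56 in each). None of the alternatives set before the data were examined closed the gap (0.153 to 0.673). Division of each library by its mean occupancy, chosen after the values were seen, gave 0.0552 and did not close it either. The paper states that patterning of this group is higher at S5P alleles. The medians of 3.24 and 1.63 have that direction, without a difference that passes the threshold. Of the low group in H3K4me1, the paper places 82% below the median at S5P, against 58.9% here.

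Among promoters patterned in DCs, the paper places 82% of the fibroblast-inducible ones at high patterning in fibroblasts. It gives p = 1.6e-03 for this share against the expected share (two-tailed binomial test). Here the share was 62.5%. Another test was made here, of inducible against inactive promoters, with p = 0.0911 (two-sided Fisher exact test). Because the tests differ, the distance between these p-values does not measure a difference in the data. None of the alternatives set before the data were examined was run for this value, and division by mean occupancy, chosen after the values were seen, left p = 0.0911 (Fisher exact test) unchanged.

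Some of the paper's numbers were reached under single settings. The number of inactive promoters in DCs was 3225, as in the paper, when inducible promoters without expression were included, and that of inducible promoters was 214, as in the paper, when expression above the threshold of active promoters was required, whereas the main classes hold 3214 and 259. Both settings were looked at after the data were seen. The paper's criterion of a significant increase across replicate arrays was not applied to either. No setting gave the paper's 6695 active promoters (8159 here). With the square root of occupancy, 82.3 and 86.8% of active and inactive promoters lay beyond the other median in DCs. The paper has 84 and 86%, and occupancies as given 77.2 and 81.1%. Above the upper quartile of inactive promoters then lay 60.2 and 65.0% of inducible CGI promoters before and after LPS, compared with the paper's 61 and 65%. The share of all active promoters also came nearer, at 65.4% (paper 67%, as given 56.6%). Other shares moved away: 48.1% in the lowest of 5 expression groups (paper 38%, as given 43.9%) and 61.8% in the next (paper 50%, as given 52.6%). Active promoters without a CGI stayed below the paper's 48%, at 37.8%. The nucleosomal period was 177.7 bp in fibroblasts and 173 bp in DCs, against the paper's 192 and 183 bp. With a trend removed before the Fourier transform, a setting added later, the fibroblast libraries gave 193.8 to 204.2 bp. The DC libraries gave 192.6 and 196.8 bp, so the paper's value was reached in neither cell-type.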

Other observations

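Of the tests below, the matching of promoters by H3K4me1 level, the comparison with repeat libraries, the choice in replicate 1 and the multiplied amplitude were chosen only after the results were seen.

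The lowest 20% of active promoters in the pooled stimulated H3K4me1 library were higher at S7P, at S5P and in control H3K4me1 libraries alike, at 86.6, 87.0 and 87.2%. A candidate explanation is the choice of the lowest values in one noisy library, after which another library would lie higher. When the choice was made in the control libraries, 40.5% were higher at S7P and 48.8% at S5P, against 27.2 and 43.0% of all active promoters. The excess that remains at S7P argues against that choice as the whole source, but promoters chosen in control replicate 1 were higher in control replicate 2 at 38.4%, and at 38.8 and 36.5% in the S7P replicates, although the control selects no alleles. On that scale H3K4me1 libraries show as large a share as S7P. After division by mean occupancy, control replicate 2 was higher at 46.2% against 46.1% of all active promoters, and the S7P replicates at 43.1 against 37.8% and at 41.9 against 39.5%, so that the first of these, but not the second, exceeded all active promoters by more than its Wilson interval (40.4 to 45.9% and 39.2 to 44.6%). With promoters chosen in control replicate 2, control replicate 1 was higher at 43.6 against 41.1% (Wilson interval 40.9 to 46.3%), and the S7P replicates at 42.9 against 37.8% (40.2 to 45.6%) and at 44.1 against 39.5% (41.4 to 46.9%), so that both S7P replicates, but not the control, exceeded all active promoters by more than the interval. Whether the control libraries account for the share at S7P therefore depends on the scale and, for S7P replicate 2, on the replicate in which promoters were chosen. With the choice in control replicate 1, the share at S5P was 47.3% against 43.0% of all active promoters, and after division 57.7 against 65.2%. Whether the choice alone gives the result cannot be told apart from a rise at pol-II alleles, because the libraries differ in scale and in the type of sequencing: after division by mean occupancy the shares chosen in control libraries were 44.0 and 57.3%, and those of all active promoters 38.0 and 65.2%.

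Inducible promoters of the low group may have a higher level at S5P alleles than their H3K4me1 level gives at other promoters. Set beside the 20 inactive promoters nearest in H3K4me1 level, their level at S5P was higher by 2.83 (permutation p = 8.9e-04, 56 promoters), and beside active promoters matched in the same way it was lower, at −2.23 (permutation p = 0.00379). In control H3K4me1 libraries the excess over matched inactive promoters was 0.838 (permutation p = 0.112), and the difference between the excesses was 1.99 (permutation p = 0.0131), or 1.86 after division by mean occupancy (permutation p = 0.0309). An amplitude added alike at every promoter is thereby made less likely. An amplitude that multiplies every level stays open: levels of active promoters were 2.51 times as high at S5P as in control libraries, and beyond that multiple the excess was 0.725 (permutation p = 0.564), or 0.751 after division (permutation p = 0.561). With 1 library of S5P, paired-end reads and a regression of the matching level towards the class mean, a specific rise at initiating alleles cannot be told apart from a library with stronger contrast. At S7P the excess over matched inactive promoters was 1.40 (permutation p = 0.0571).

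Groups of inducible promoters formed in one H3K4me1 library were closer together in the other H3K4me1 libraries of the cell-type. In fibroblasts grouped in the pooled non-stimulated library, where the medians were 7.88 and 0.887 after division by mean occupancy, the difference between them was 4.57 in the repeat libraries without stimulation, 4.48 in control libraries with stimulation and 5.52 in the pooled stimulated library. Without division these were 3.66, 3.57 and 8.95, on libraries of different scale. In the S5P library, of higher contrast, the groups were not closer after division, with medians of 11.0 and 3.33, and without it these were 10.7 and 3.24, against 12.9 and 1.45 in the grouping library. In H3K4me1 libraries the groups were as close together without stimulation as with it, so their approach upon stimulation may come from grouping on one noisy library. After division, 91.1% of the low group lay in the repeat libraries below the median of the high group in the grouping library. Above that of the low group lay 73.2% of the high group. Without division these shares were 98.2 and 69.6%. Both medians lie near quartiles of all inducible promoters, so high shares would be found even if the libraries were unrelated. The corresponding test in DCs was not possible, since each state is 1 pooled library.

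The period was shorter in the DC libraries, which are pooled, than in the fibroblast libraries, most of which are single replicates. Pooling is unlikely to be the source: the 2 pooled fibroblast sets had a mean of 176.7 bp, near the single fibroblast libraries (178.0 bp) and above the DC libraries. A difference between cell-types stays open, as does any other difference between the 2 sets of cultures, neither of which was tested.

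The NDR ratio at active promoters spread from 0.529 to 0.699 among the 8 control and BAF-knockdown libraries. It had no order with the share of filled bins (Spearman's rho 0.0238, exact permutation p = 0.977; Pearson's r 0.278, p = 0.491 by permutation; r 0.108, p = 0.906 by permutation, without the 2 farthest libraries). With 8 libraries and a share of bins in place of read numbers, depth cannot be told apart from other sources such as the extent of digestion, which was not analysed here.

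No promoter passed an adjusted p of 0.05 for BAF knockdown or for stimulation in limma's model, so that the count of splits with as many, 35 of 35 for each, is fixed by the count of 0 and decides nothing. At an unadjusted p under 0.05 the real split by knockdown gave 791 promoters and 12 of the 35 splits as many (range 554 to 1053), and the split by stimulation gave 771 and 17 of the 35 splits as many (576 to 1022).

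The mean distance between peak positions of replicates at the same promoter was 50.9 to 64.4 bp. Between a promoter and the next one in the annotation it was 62.5 to 73.7 bp. These values come from the single control and BAF-knockdown H3K4me1 libraries and from S7P, at positions around TSSs only. The paper gives a resolution of about 30 bp, as the mean of all discrepancies between replicate samples of DCs and fibroblasts. Replicates of DCs are available here only as pooled sets, so that comparison could not be repeated. The gap between these values and 30 bp therefore does not measure the resolution of the paper's data. Spearman's rho of patterning between replicates was 0.264 to 0.379.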
